# Gut insulin action protects from hepatocarcinogenesis in diabetic mice comorbid with nonalcoholic steatohepatitis

**DOI:** 10.1038/s41467-023-42334-y

**Published:** 2023-10-18

**Authors:** Kotaro Soeda, Takayoshi Sasako, Kenichiro Enooku, Naoto Kubota, Naoki Kobayashi, Yoshiko Matsumoto Ikushima, Motoharu Awazawa, Ryotaro Bouchi, Gotaro Toda, Tomoharu Yamada, Takuma Nakatsuka, Ryosuke Tateishi, Miwako Kakiuchi, Shogo Yamamoto, Kenji Tatsuno, Koji Atarashi, Wataru Suda, Kenya Honda, Hiroyuki Aburatani, Toshimasa Yamauchi, Mitsuhiro Fujishiro, Tetsuo Noda, Kazuhiko Koike, Takashi Kadowaki, Kohjiro Ueki

**Keywords:** Cancer prevention, Mechanisms of disease, Insulin signalling

## Abstract

Diabetes is known to increase the risk of nonalcoholic steatohepatitis (NASH) and hepatocellular carcinoma (HCC). Here we treat male STAM (STelic Animal Model) mice, which develop diabetes, NASH and HCC associated with dysbiosis upon low-dose streptozotocin and high-fat diet (HFD), with insulin or phlorizin. Although both treatments ameliorate hyperglycemia and NASH, insulin treatment alone lead to suppression of HCC accompanied by improvement of dysbiosis and restoration of antimicrobial peptide production. There are some similarities in changes of microflora from insulin-treated patients comorbid with diabetes and NASH. Insulin treatment, however, fails to suppress HCC in the male STAM mice lacking insulin receptor specifically in intestinal epithelial cells (ieIRKO), which show dysbiosis and impaired gut barrier function. Furthermore, male ieIRKO mice are prone to develop HCC merely on HFD. These data suggest that impaired gut insulin signaling increases the risk of HCC, which can be countered by restoration of insulin action in diabetes.

## Abstract (web summary)

Diabetes is known to increase the risk of nonalcoholic steatohepatitis (NASH) and hepatocellular carcinoma (HCC). Here, the authors show in a mice model that insulin action in the gut may play a protective role in the development of NASH and HCC in diabetes.

## Introduction

Epidemiologically, diabetes is reported to be an independent risk factor for hepatocellular carcinoma (HCC)^1^. Diabetes is also one of the major risk factors for non-alcoholic steatohepatitis (NASH)^2^ leading to the development of hepatocellular carcinoma (HCC). Although some antidiabetic drugs have been suggested to inhibit NASH in patients with diabetes or prediabetes^3^, it remains unclear whether any specific strategy in diabetes treatment may lead to the inhibition of HCC, mainly because the pathophysiological mechanism of NASH and HCC associated with diabetes is not fully understood.

Type 2 diabetes is a syndrome characterized by chronic hyperglycemia due to decreased insulin action in target organs as a consequence of insulin resistance and insufficient compensation of insulin secretion. Insulin-secretory capacity against insulin resistance differs among ethnic groups^4, 5^. Indeed, Asian subjects have been shown to have a much lower insulin-secretory capacity and develop diabetes at a significantly lower body mass index (BMI) and through much less severe insulin resistance than Caucasian subjects, with the BMI of Asian subjects comorbid with diabetes and NASH/HCC also shown to be lower than that in their Caucasian counterparts. Therefore, insulin treatment is often required for patients with diabetes and liver damage, given that many oral antidiabetic medications are not readily available for use in these patients due to associated increases in the risk of adverse reactions. On the other hand, there is a controversy over the use of insulin for patients with diabetes at risk of cancer, as it mediates not only the glucose-lowering but the cell proliferative effect of insulin receptor signaling, thus possibly leading to the outgrowth of latent tumor buds. In addition, previous studies have demonstrated that hepatocyte-specific disruption of insulin receptor substrates in mice suppresses hepatocarcinogenesis induced by diethylnitrosoamin (DEN) on high-fat diet feeding^6^, suggesting that insulin action in the liver may be required for the development of chemically-induced HCC. Moreover, the Warburg effect, which is often induced in carcinoma cells, might be promoted by insulin signaling via activation of hypoxia-inducible factor-1 (HIF-1)^7^, leading to a tumor-favorable microenvironment. However, how the systemic effect of insulin as it is mediated by multiple organs may have a role in this pathophysiology remains poorly understood. Therefore, it is necessary from a systemic pathophysiological viewpoint to determine what kind of diabetes treatment is suitable for patients with diabetes and NASH to prevent the progression of NASH and the development of HCC.

Recently, new light has been shed on the gut microbiome as a factor influencing systemic metabolism and various diseases, including diabetes, obesity, NASH, and HCC^8^. The composition of gut microbiota is influenced by the barrier function of the host, which plays a role in preventing the invasion of chemical poisons, viruses, and microorganisms. The mutual interaction between host and microbes are closely related to host’s internal condition, such as nutrient intake^9^, obesity^10^, intestinal inflammation^11^ and oral medications^12^. For instance, previous studies suggested that intestinal epithelial insulin receptor signaling might be supportive for intestinal Paneth cells, which secrete antimicrobial peptides (AMPs) to maintain chemical barrier function against invasive microorganisms^13^.

Here, we demonstrate the protective role of insulin signaling in the gut against hepatocarcinogenesis associated with maintaining intestinal barrier function and suppressing dysbiosis using diabetic NASH-HCC model mice and samples from patients with diabetes and NASH.

## Results

### STAM mouse is a model of NASH-HCC associated with diabetes

Recently, a growing number of NASH patients develop HCC^14^, and diabetes is shown to be a common risk factor for these diseases^1^. It is also known that Asian NASH patients show relatively modest obesity^15^, unlike Caucasian patients, presumably due to the fact that Asian subjects exhibit a lower compensational insulin-secretory capacity against insulin resistance associated with steatohepatitis than Caucasian subjects exhibiting marked obesity and hyperinsulinemia. Of the various mouse models available for human NASH and HCC research, STAM mice (STelic Animal Model mice) represent a non-obese diabetic NASH-HCC model, which develop hepatic fibrosis and HCC at 9 weeks and 20 weeks of age, respectively^16^ (Fig. 1a). Following the protocol, STAM mice were generated by given mice a small-dose (200 μg/head) subcutaneous streptozotocin (STZ) injection on birth and high-fat diet (HFD) feeding from their weaning^16^ (Fig. 1a).

**Fig. 1:**
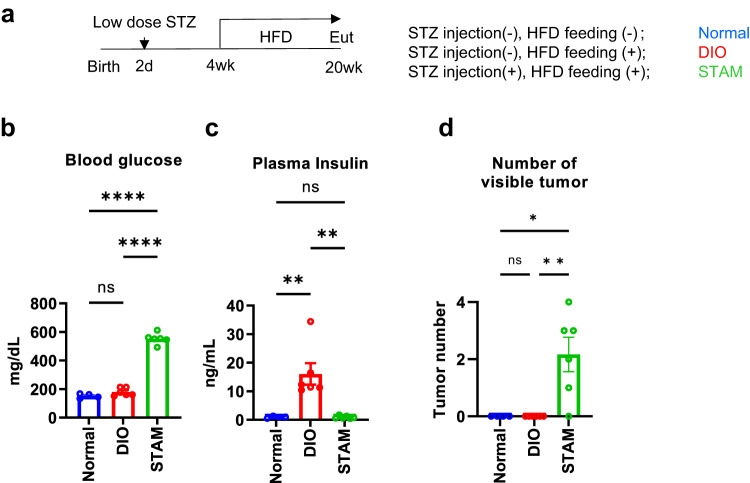
Generation and characteristics of STAM mice as diabetic NASH-HCC model. The experiment protocol (**a**). The blood glucose (**b**) and plasma insulin (**c**) of normal lean mice (Normal, *n* = 4), diet induced obese mice (DIO, *n* = 6), and STAM mice (*n* = 6) (**b, c**). Values of the data are expressed as mean ± SEM. **P < 0.01, ****P < 0.0001. One-way ANOVA, with Tukey’s multiple comparisons test. The number of visible tumors (**d**) of normal lean mice (Normal, *n* = 4), diet induced obese mice (DIO, *n* = 6), and STAM mice (*n* = 6) (**d**). Values of the data are expressed as mean ± SEM (**b, c, d**). *P < 0.05, **P < 0.01. One-way ANOVA, with Dunn’s multiple comparisons test (**b, c, d**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3.

STAM mice showed hyperglycemia (Fig. 1b), dyslipidemia, and hepatic steatosis, although they were associated with less hyperinsulinemia to the level of normal mice without HFD feeding (Fig. 1c), obesity (Supplementary Figure 1a, Supplementary Fig. 1b) and hepatic steatosis than high-fat-diet-fed obese mice without STZ injection (diet-induced obese [DIO] mice).

Consistently with previous studies, fibrosis was evident in STAM mice compared to that in DIO mice, and the hepatic mRNA expression of *Collagen 1* was elevated in STAM mice (Supplementary Fig. 1c) with hepatic fibrosis also confirmed by Sirius red staining (Supplementary Fig. 1d). One of the most important characteristics of STAM mice was that they were associated with a high rate of hepatocarcinogenesis (Fig. 1d, Supplementary Fig. 1d). In relation to hepatic fibrosis and hepatocarcinogenesis, the expression of hepatic inflammatory cytokines (i.e., *Tnf-α*, *Ccl2*, and *Il-6*) was elevated in STAM mice (Supplementary Fig. 1c), compared with DIO mice. Multiple somatic mutations induced by STZ were found not only in hepatic tumor regions (Supplementary Fig. 1e, f) but also in non-tumor areas of the STAM mouse liver (Supplementary Fig. 1g). The signatures of the mutations were consistent with those induced by alkylating agents (Supplementary Fig. 1h) and were shown to be closest to those of human NASH/HCC among several animal models^17^. These data suggest that certain somatic mutations caused by STZ treatment on birth had been maintained by cell proliferation in STAM mice until HCC became evident.

Therefore, the characteristics of this animal model may prove helpful in investigating the pathogenesis of non-obese diabetes comorbid with NASH/HCC as well as in exploring treatment strategies suitable for patients with these diseases.

### Insulin treatment, but not phlorizin treatment, led to suppression of hepatocarcinogenesis in STAM mice

Insulin is widely used and sometimes the only option for patients with diabetes and liver dysfunction, while there is a concern that insulin might increase the risk of cancer through its mitogenic effects. On the other hand, recent studies have suggested that inhibition of sodium-glucose cotransporters (SGLTs), such as SGLT2 inhibitors, which lower blood glucose levels through the promotion of urinary glucose excretion without increasing insulin levels, may offer a beneficial effect on NASH through inhibition of hepatic lipid accumulation. To assess the effects of these two different glucose-lowering approaches on the development of diabetes-related NASH/HCC, STAM mice were treated with insulin analogue (insulin glargine) or phlorizin (PHZ), an SGLT1/SGLT2 inhibitor, and compared with non-treated control STAM mice (Fig. 2a, Supplementary Fig. 2a, b).

**Fig. 2:**
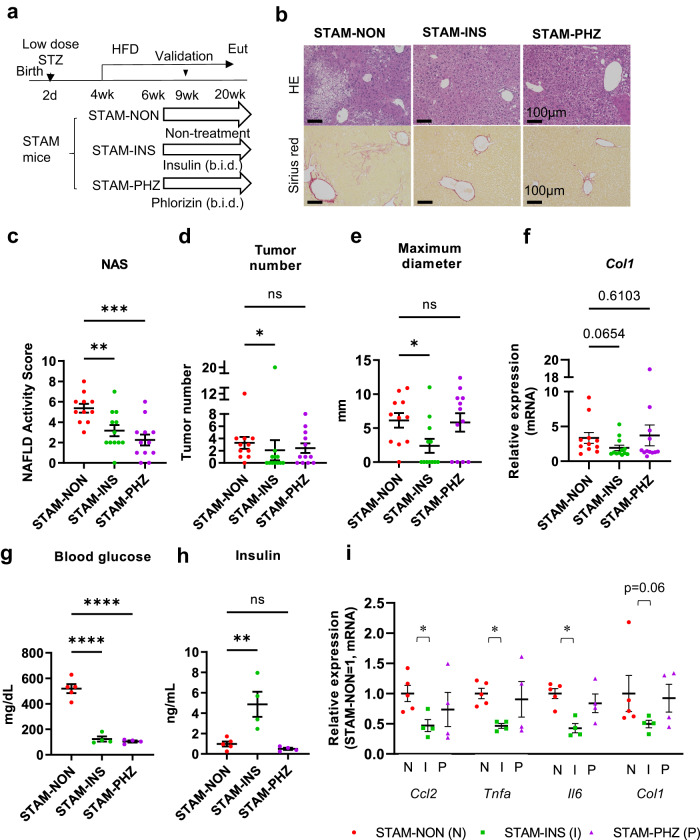
Suppression of hepatocarcinogenesis by insulin treatment in STAM mice. The protocol of the drug intervention experiment (**a**). Microscopic appearance of liver. HE staining and Sirius red staining (**b**). Scale bar, 100 μm. NAFLD activity score (NAS) assessed by HE staining (**c**). **P < 0.01, ***P < 0.001. One-way ANOVA, with Dunnett’s multiple comparisons test. Tumor number (**d**) and maximum diameter (**e**) of mice at 20 weeks of age. *P < 0.05. One-way ANOVA, with Dunn’s multiple comparisons test (**d**) and Dunnett’s T3 multiple comparisons test (**e**) respectively. Relative mRNA expression level of *Col 1* in liver at 20 weeks of age (**f**). Non-treated STAM mice (STAM-NON) *n* = 11, insulin-treated STAM mice (STAM-INS) *n* = 12, phlorizin-treated STAM mice (STAM-PHZ) *n* = 12 (**c, d, e, f**). The expression level of *Col 1* is presented by ratio to normal lean mice (*n* = 3, **f**). The *P* values are provided by one-way ANOVA, with Dunn’s multiple comparisons test (**f**). Blood glucose (**g**) and plasma insulin level (**h**) of mice at 9 weeks of age. **P < 0. 01, ****P < 0.0001. One-way ANOVA, with Dunnett’s multiple comparisons test. Relative expression level in liver at 9 weeks of age (**i**). STAM-NON *n* = 5, STAM-INS *n* = 4, STAM-PHZ *n* = 4 (**g, h, i**). The expression level is presented by ratio to STAM-NON mice (**i**). *P < 0.05. Unpaired 2-tailed *t*-test. Values of the data are expressed as mean ± SEM (**c, d, e, f, g, h, i**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

While insulin signaling is known to promote lipid synthesis in the liver, reductions were seen in this study in the pathological grade of NASH, hepatic steatosis (Fig. 2b, c, Supplementary Fig. 2c–e), fibrosis (Supplementary Fig. 2f), and hepatocarcinogenesis (Fig. 2d, e) in insulin-treated STAM mice when they were 20 weeks of age. On the other hand, NASH was significantly reduced in pathological grade in the PHZ-treated STAM mice compared to that in non-treated STAM mice (Fig. 2b, c, Supplementary Fig. 2c–f), as was observed in previous studies^18,19^ in which SGLT2 inhibitors were used. However, the expression level of *Col1* was not significantly reduced, and the number and maximum diameter of tumors were not significantly improved (Fig. 2d–f). Compared with control STAM mice, a significantly higher level of plasma insulin was observed in insulin-treated STAM mice, while no significant induction was detected in PHZ-treated STAM mice, although both treatments ameliorated hyperglycemia significantly (Fig. 2g, h).

Given the results from insulin-treated and PHZ-treated mice, it was suggested that insulin signaling has certain protective effects against the development of HCC as well as hepatic steatosis and fibrosis, besides its glucose-lowering effects.

### Insulin treatment suppressed NASH in STAM mice at multiple steps

To explore the mechanism by which insulin suppressed the progression of NASH and HCC in STAM mice, gene expression analyses were performed for steatosis and fibrosis in these mice at 9 weeks of age, following on from a previous study, which suggested that gene expression profiles in steatosis showed a wide divergence by the time HCC become evident^16^. At this point, body weight and liver weight were not significantly different in insulin- or PHZ-treated STAM mice from those in non-treated STAM mice (Supplementary Fig. 3a, b). Hepatic accumulation of triglyceride (Supplementary Fig. 3c) was suppressed by treatment with insulin or PHZ, while that of cholesterol was not suppressed significantly (Supplementary Fig. 3d).

The development of hepatic steatosis may likely involve the following three possible mechanisms: 1) increased lipid synthesis in the liver; 2) increased lipid transport to the liver; and 3) decreased lipid oxidation in the liver. The expression of fatty acid synthase (FAS) and acetyl-CoA carboxylase (ACC), rate limiting enzymes of de novo lipogenesis in the liver, is known to be regulated by insulin signaling^20^, and indeed the expression of *Fas* was shown to be upregulated in insulin-treated STAM mice, but both *Fas* and *Acc* were not significantly different compared to that in high-fat-diet-fed mice without STZ injection **(**Supplementary Fig. 3e), suggesting that the regulation of de novo lipid synthesis in the liver may not play a major role in the development of hepatic steatosis in STAM mice or its amelioration by insulin treatment. Next, we investigated the factors which play roles in lipid influx from circulating blood to the liver. Insulin treatment significantly suppressed plasma NEFA concentration and loss of epididymal white adipose tissue (eWAT) mass (Supplementary Fig. 3f, g). In eWAT, phosphorylated hormone-sensitive lipase (HSL) was also upregulated in control STAM mice but was suppressed by insulin treatment (Supplementary Fig. 3h). These data suggest that insulin supplementation preserved the fat-storing function of WAT to suppress circulating fatty acids and promote their incorporation into the liver in STAM mice. Consistent with a previous study^21^, the incorporation of plasma NEFA to the liver might be important for hepatic steatosis in this model mice as also shown in humans. In eWAT, *Ucp1* was also induced in STAM mice and reduced by insulin treatment (Supplementary Fig. 3i), suggesting that lipid combustion was also involved in the reduction of eWAT mass. The hepatic expression of fatty acid transporters (*Cd36* and *Fatp2*) and perilipins, a key regulator of lipid droplet formation, were upregulated in control STAM mice, and suppressed by insulin treatment (Supplementary Fig. 3j). Significant reductions were seen in *Cyp7b1* and *Cyp27a1* expression, while expression of *Cyp7a1* and *Cyp8b1* did not change significantly in the STAM model compared with DIO (Supplementary Fig. 3j).

On the other hand, PHZ treatment did not suppress the level of pHSL in WAT (Supplementary Fig. 3h), the plasma level of NEFA (Supplementary Fig. 3g), and the hepatic expression level of *Cidec, Plin2, Plin3, or Cd36* (Supplementary Fig. 3j). Another key transport molecule, *Fatp2*, was induced in the STAM model and suppressed by treatment of insulin or PHZ, suggesting its involvement in effects of both treatments.

These data suggest that insulin ameliorates hepatic steatosis by preserving fat storage in white adipocytes under diabetic conditions, consistent with previous clinical studies^22^.

Real-time PCR analyses also provided evidence for the upregulation of expression of *Col1* in the liver of STAM mice, another important characteristic of NASH (Supplementary Fig. 1c). Insulin treatment led to amelioration of fibrosis with reduction of *Col1* (Fig. 2f). PHZ treatment also suppressed the Sirius red positive area in the liver of STAM mice (Supplementary Fig. 2f), but did not suppress the hepatic expression of *Col1* mRNA (Fig. 2f). These data suggest that insulin signaling promoted tight suppressive regulation of collagen production in STAM mice.

We also investigated the expression of inflammatory cytokines. *Ccl2, Tnfa*, and *Il6* were significantly suppressed by insulin treatment (Fig. 2i), unlike in PHZ-treated STAM mice, suggesting a protective role of insulin signaling against chronic hepatic inflammation.

### Insulin treatment suppressed cell proliferation pathway in the liver of STAM mice

While insulin suppressed the progression of NASH in the liver of STAM mice to a similar extent with PHZ, through distinct mechanisms, insulin alone suppressed the development of HCC. We therefore tried to explore how insulin suppressed hepatocarcinogenesis in STAM mice.

Gene ontology analysis (Metascape, version 3.0^23^) (Supplementary Fig. 4a) suggested that cell division (GO 0051301; Log *P* value = −14) and regulation of mitotic cell cycle (GO 0007346; Log *P* value = −6.5) were upregulated in the liver of STAM mice, and GO TRRUST (version 2) analysis^24^ (Fig. 3a) suggested that Warburg effect was enhanced in the liver of STAM mice and that Hif-1α represented a candidate upstream regulator. Indeed, major downstream factors, *Pkm2* and *Gls1* of Hif-1α, were upregulated in STAM mice (Fig. 4b, Supplementary Fig. 4b, c). Metabolomics analysis (CE-TOF/MS) also revealed that the ratio of the sum of the latter half (succinate, fumarate, malate) of the TCA cycle to that of the former half (acetyl CoA, citrate, cis-aconitic acid) was significantly upregulated in the liver of STAM mice (Supplementary Fig. 4d, e), consistent with the existence of the Warburg effect.

**Fig. 3:**
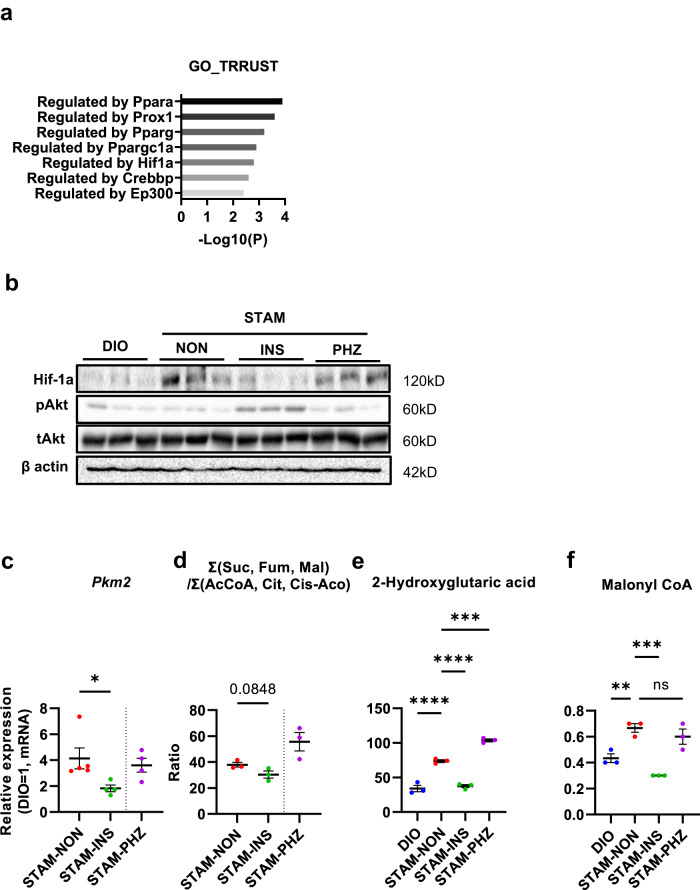
Suppression of Warburg effect by insulin treatment in STAM mice. GO TRRUST analysis performed through microarray analysis of 3 groups (**a**, *n* = 3 for each group). Western blotting analysis of liver tissue at 9 weeks of age (**b**). The experiments were repeated independently at least twice. Relative mRNA expression level of *Pkm2* in liver at 9 weeks of age (**c**). Non-treated STAM mice (STAM-NON) *n* = 5, insulin-treated STAM mice (STAM-INS) *n* = 4, phlorizin-treated STAM mice (STAM-PHZ) *n* = 4, *P < 0.05. 2-sided unpaired *t* test (**c**). The index calculated by hepatic accumulation of succinate (Suc), fumarate (Fum), malate (Mal), acetyl CoA (AcCoA), citrate (Cit), cis-aconitic acid (Cis-Aco) (**d**). The values are presented by ratio. DIO *n* = 3, STAM-NON *n* = 3, STAM-INS *n* = 3, STAM-PHZ *n* = 3, assessed as representative samples by CE-TOF/MS, Hepatic accumulation of 2-Hydroxyglutaric acid (**e**). Hepatic accumulation of malonyl CoA (**f**). DIO *n* = 3, STAM-NON *n* = 3, STAM-INS *n* = 3, STAM-PHZ *n* = 3, assessed as representative samples by CE-TOF/MS, **P < 0.01, ***P < 0.001, ****P < 0.0001, one-way ANOVA, with Dunnett’s multiple comparison test (**e**, **f**). Values of the data are expressed as mean ± SEM (**c**, **d**, **e**, **f**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

**Fig. 4:**
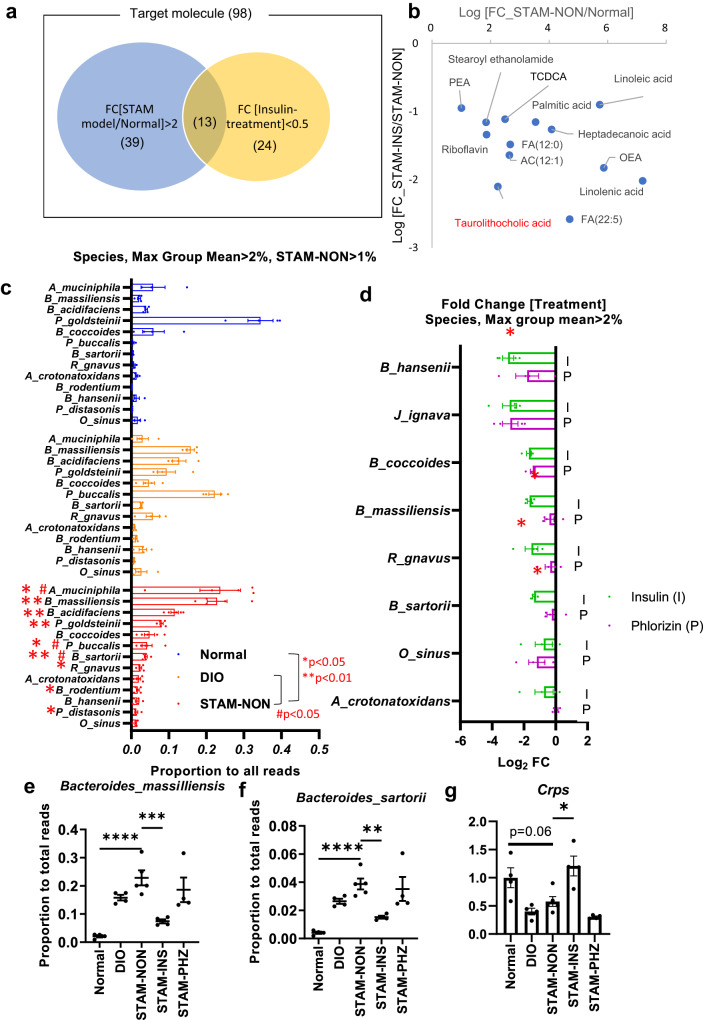
Attenuation of impairment of intestinal barrier function and dysbiosis of STAM mice by insulin treatment. A Venn diagram of metabolites in liver assessed by LC/MS analysis (**a**). The number of metabolites which were more abundant in non-treated STAM mice (STAM model, *n* = 3) than in normal mice (Normal, *n* = 3) (52 metabolites) and metabolites more abundant than in insulin-treated STAM mice (*n* = 3) (Insulin treatment; 37 metabolites) (threshold fold change, 2.0). 13 metabolites met both criteria (**a**). 13 metabolites condensed were plotted by each fold change. Secondary bile acids are presented by red letters (**b**). Proportion of bacteria to total reads in each sample in normal lean mice (*n* = 4), DIO mice (*n* = 4), STAM mice (*n* = 5) without treatment (**c**). The bacteria were selected by max group mean, which was more than 2% and the read proportion in non-treated STAM mice (STAM-NON) was more than 1%. *P < 0.05, **P < 0.01, 2-sided unpaired t test, normal vs STAM-NON, # *P* < 0.05, two-sided unpaired t test, DIO vs STAM-NON (**c**). Fold change by treatment (*n* = 4, insulin or phlorizin, **d**). *P < 0.05, 2-sided unpaired t test, STAM-NON vs STAM-INS, or STAM-NON vs STAM-PHZ (**d**). The bacteria suppressed by treatment were selected. The proportion to total reads of *Bacteroides massiliensis* (**e**), *Bacteroides sartorii* (**f**). qPCR analysis of *Crps* (**g**). Normal lean mice (*n* = 4), DIO mice (*n* = 4), STAM-NON (*n* = 5), insulin-treated STAM mice (STAM-INS, *n* = 4), phlorizin-treated STAM mice (STAM-PHZ, *n* = 4), *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.00001, one-way ANOVA, with Dunnett’s multiple comparisons test (**e**, **f**, **g**). Values of the data are expressed as mean ± SEM (**c, d, e, f, g**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

Along with these findings, increased protein expression of Hif-1α was already detected by Western blotting (Fig. 3b), and *pkm2* mRNA was also upregulated in non-treated STAM mice even at 9 weeks of age before HCC became evident (Fig. 3c). Metabolomic analysis showed that insulin treatment reduced the ratio of the metabolites [Σ(Suc, Fum, Mal)/Σ(AcCoA, Cit, Cis-Aco)] and glutamine (Fig. 3d, Supplementary Fig. 4f), suggesting that the Warburg effect was present in STAM mice but suppressed by insulin treatment.

Primary component analysis revealed the comprehensive metabolic differences in CE-TOF/MS among treatment groups (Supplementary Fig. 5). Specifically, the metabolomic analysis revealed that 2-hydroxyglutaric acid (2-HG, Fig. 3e) and malonyl CoA (Fig. 3f) were accumulated in STAM mice and suppressed by insulin-treatment. 2-HG is known as an oncometabolite^25–27^, and malonyl CoA could act as a substrate of lipogenesis, respectively.

### Insulin suppressed the accumulation of potently oncogenic bile acids associated with changes in the microbiome in STAM mice

In the liver of STAM mice, the Liquid Chromatography-Mass Spectrometry (LC/MS) analysis revealed that 13 metabolites were upregulated in STAM mice compared with those in normal and insulin-treated STAM mice (Fig. 4a, Supplementary Table 1, see **Methods** for details, Supplementary Fig. 6a for PCoA), which included taurolithocholic acid (secondary bile acid) (Fig. 4b). In the LC/MS analysis, the ratio of deoxycholic acid to cholic acid (DCA/CA) increased in STAM mice and was suppressed by insulin treatment (Supplementary Fig. 6b).

A previous report on obesity-related HCC revealed that secondary bile acids produced by dysbiotic flora promoted HCC initiation via cellular senescence^8^. Therefore, the 16 S metagenomic analyses were performed using fecal DNA samples of normal chow-fed mice, diet-induced obese mice (DIO mice) without STZ treatment, non-treated, insulin-treated and PHZ-treated STAM mice. The PCoA revealed differential components of gut microbiota between STAM mice and DIO mice (Supplementary Fig. 6c), and that the differences in gut flora between non-treated STAM mice and DIO mice were partially preserved by insulin treatment, but not by PHZ treatment (Supplementary Fig. 6c). Assessment of individual bacteria revealed that *Bacteroides massiliensis* was the second most abundant species in non-treated STAM mice (Fig. 4c, Supplementary Table 2), and the proportion of this bacterium was significantly suppressed by insulin treatment (Fig. 4d, e, Supplementary Table 3). The proportion of *Bacteroides sartorii*, the third most abundant species (Fig. 4c) and genetically close to *B. massiliensis*, exhibited a similar profile (Fig. 4d, f)^28^. On the other hand, the proportions of *B. massiliensis* and *B. sartorii* were not suppressed by PHZ treatment (Fig. 4d–f). The relevance of the data from PCoA and individual analyses suggest that these bacteria could be a good marker for dysbiosis in this model mice. The bacterium was reported to have bile salt hydrolase (BSH) responsible for the deconjugation of taurine- or glycin-conjugated primary bile acids, based on the database (PATRIC 3.6.12, Bacteroides massiliensis B84634 = Timone 84634 = DSM 17679 = JCM 13223), and thus could be involved in supplying a substrate for secondary bile acids production, although it has not been experimentally confirmed because of the difficulty in inoculation of the bacteria.

Of the factors responsible for intestinal chemical barrier function which could influence gut flora, *Crps* (Cryptdins, α-defensins) was upregulated by insulin treatment in the ileum, which was not the case with PHZ treatment (Fig. 4g). Furthermore, a suppressive trend in *Crps* expression was evident in DIO mice, supported by a previous study showing intestinal epithelial insulin resistance in DIO mice^29^. These data suggested that insulin signaling upregulated some antimicrobial peptides (AMPs) in the ileum, which could affect the proportion of *B.massiliensis*.

Other potential promoters of hepatic inflammation such as lipopolysaccharide (LPS) increased in STAM mice (Supplementary Fig. 7a) could be induced by physical barrier dysfunction, or gut leakiness. Along with the comparison between DIO and normal mice, compared with DIO mice, a larger amount of fluorescein isothiocyanate-dextran 4 kDa (FD-4) was observed in STAM mice after its oral gavage, (Supplementary Fig. 7b, c), and it was not reversed by supplementation of insulin (Supplementary Fig. 7d). These data suggest that insulin promotes chemical barrier function, thereby improving gut flora, not physical barrier function.

### Patients with diabetes and NASH showed a similar signature of gut flora to that of STAM mice which was preserved by insulin treatment

To assess whether the dysbiosis observed in STAM mice, presumably due to decreased insulin action in the gut, was also relevant to patients with diabetes and NASH, we performed 16 S metagenomic analyses using fecal DNA samples of patients comorbid with diabetes and NASH. Fecal samples were collected from 27 patients (15 male and 12 female patients) admitted to the Department of Gastroenterology, the University of Tokyo Hospital, and their pathological diagnosis was confirmed by liver biopsy. Of these, 20 patients (13 male and 7 female patients) were diagnosed with both diabetes and NASH, classified into Matteoni class 4 or NASH-LC. Their samples were used for the following analyses (Fig. 5a). Their mean age was 68.0 years old (Fig. 5b), and their mean BMI was 29.4 (Fig. 5c), suggesting the existence of both insulin resistance and insufficient compensation of insulin secretion, similar to the characteristics of STAM mice. Significant differences were not found in the available clinical features (age, sex, BMI, AST, ALT, total cholesterol, triglyceride, and pathological grade) presented in supplementary materials (Supplementary Table 4). Available information of the oral glucose tolerance test (OGTT), plasma deoxycholic acid and cholic acid of the patients were presented in Supplemantary Table 5 although we did not perform statistical comparison owing to inadequacy of data.

**Fig. 5:**
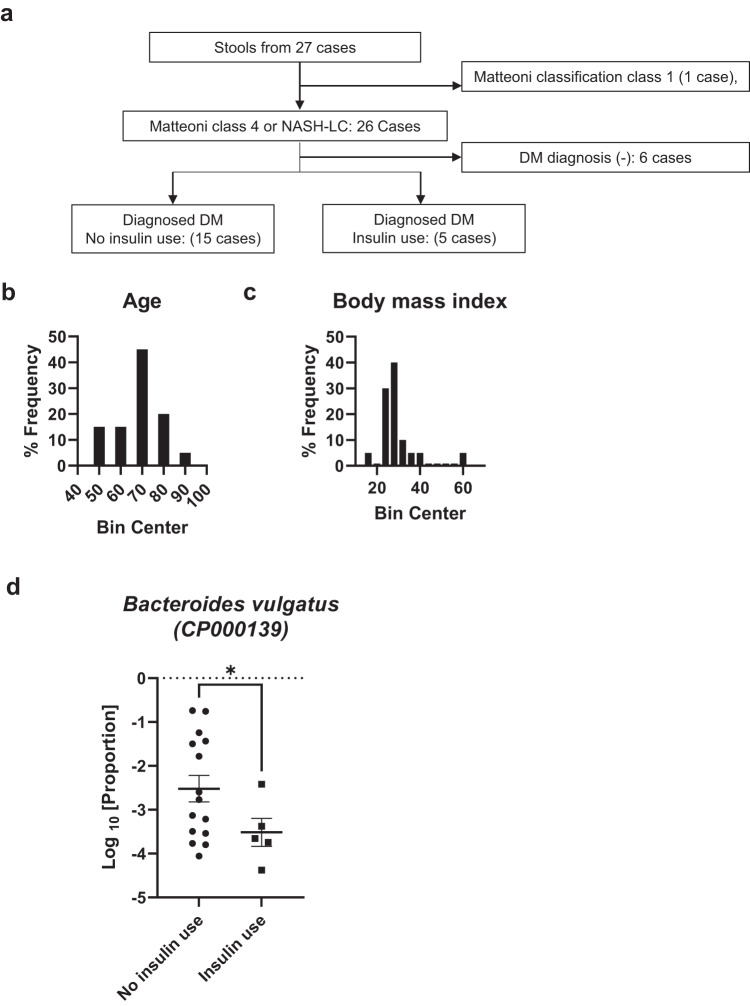
16S metagenomic signature alteration by insulin use in NASH patients with diabetes. The schematic protocol for participant selection for assessment of human diabetic NASH patients’ gut microbiota (**a**). Distribution of all participant ages (**b**) and body mass index (BMI, **c**). Logarithm 10 of proportion to all reads of *Bacteroides vulgatus* (CP000139) (**d**) in non-insulin-treated (*n*o insulin use, *n* = 15) and insulin-treated NASH patients (insulin use, *n* = 5). Values of the data are expressed as mean ± SEM (**d**). *P < 0.05, 2-sided unpaired t test with Welch’s correction (**d**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

Although a significant change was not observed in Analysis of Compositions of Microbiomes with Bias Correction 2 (ANCOM-BC2^30^, Supplementary Fig. 8a, Supplementary Table 7) and *Bacteroides massiliensis* itself (Supplementary Fig. 8b, c) as well as diversities (Supplementary Fig. 8d–f), the abundance of another genetically similar bacterium, *Bacteroides vulgatus*, was changed significantly (Fig. 5d, unpaired t test). The bacterium was focused on because we could refer to the previous reports, which suggest the relevance between the abundance of genus Bacteroides and insulin-use^31^, or show genetic similarity between *Bacteroides vulgatus* and *Bacteroides massiliensis*^32^. In addition, the abundance of *Bacteroides vulgatus* was also known to increase in the gut flora of fatty liver patients^33, 34^. Host preference is also assumed between mice and humans.

### Antibiotic treatment or fecal microbiota transplantation suppressed the development of HCC in STAM mice

To evaluate the impact of dysbiosis on the development of HCC in STAM mice, STAM mice were orally administrated triple antibiotics, including aminobenzyl penicillin (ABPC), neomycin (NEO), and vancomycin (VCM), to establish intestinal sterilization (Fig. 6a).

**Fig. 6:**
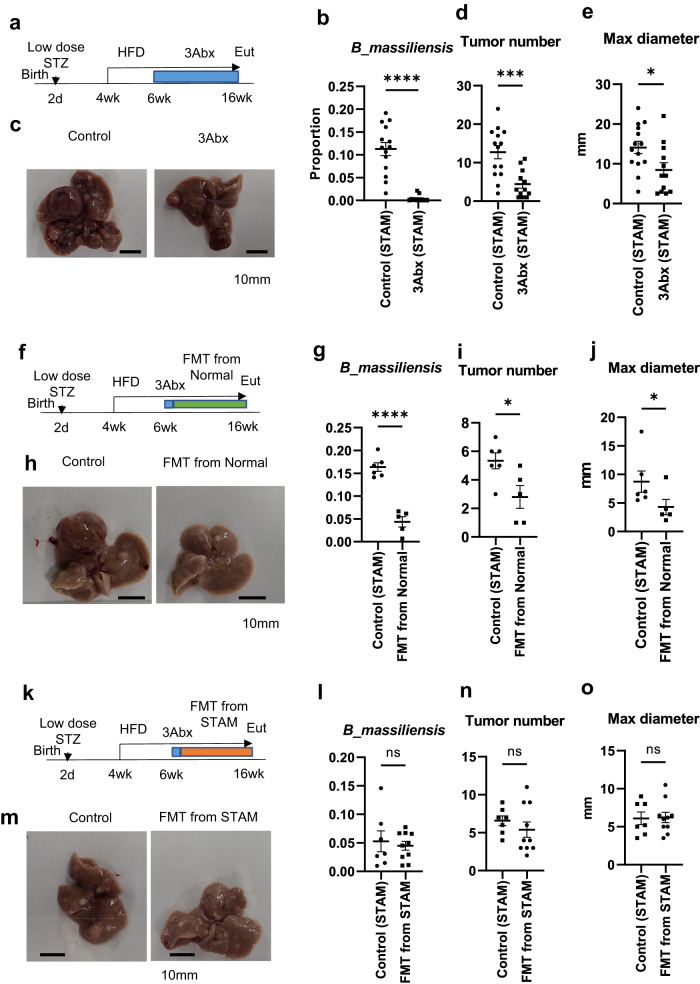
Suppression of hepatocarcinogenesis by continuous treatment with triple antibiotics or fecal microbiota transplantation (FMT) in STAM mice. The experiment protocol for triple antibiotic treatment (ampicillin, neomycin, vancomycin; 3Abx) of STAM mice (**a**). Read proportion of *Bacteroides massiliensis* (**b**), representative macroscopic appearance of the liver (**c**), visible tumor number (**d**) and maximum diameter (**e**) of individual mouse in each group. Control (STAM) *n* = 14, 3Abx (STAM) *n* = 12, *P < 0.05, ***P < 0.001, ****P < 0.0001, with 2-sided unpaired t test (**b, d, e**). Scale bar, 10 mm for macroscopic images. The experiment protocol for fecal microbiota transplantation (FMT) from normal mice (**f**). Read proportion of *Bacteroides massiliensis* (**g**), representative macroscopic appearance of the liver (**h**), visible tumor number (**i**) and maximum diameter (**j**) of individual mouse in each group. Control (STAM) *n* = 6, FMT from Normal *n* = 5, *P < 0.05, ****P < 0.0001, with 2-sided unpaired t test (**g, i, j**). Scale bar, 10 mm for macroscopic images. The experiment protocol for FMT from STAM mice (**k**). Read proportion of *Bacteroides massiliensis* (**l**), representative macroscopic appearance of the liver (**m**), visible tumor number (**n**) and maximum diameter (**o**) of individual mouse in each group. Control (STAM) *n* = 7, FMT from STAM *n* = 10, 2-sided unpaired t test (**l, n, o**). Scale bar, 10 mm for macroscopic images. Values of the data are expressed as mean ± SEM (**b, d, e, g, i, j, l, n, o**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

Real-time PCR analysis confirmed the depletion of most bacteria, with a relative abundance of 16 S rDNA being decreased to nearly one-thirtieth of the control (Supplementary Fig. 9a), and 16 S metagenomic analysis confirmed that *B. massiliensis*, a suspected promoter in this pathological etiology, was remarkably suppressed by this triple antibiotic treatment (Fig. 6b) along with its belonging classifications (Bacteroidetes>Bacteroidia>Bacteroidales>Bacteroidaceae>Bacteroides Supplementary Fig. 9b–f). These changes were accompanied by a significant decrease in blood glucose (Supplementary Fig. 9g) without changes in hepatic accumulation of triglyceride (Supplementary Fig. 9h) and cholesterol (Supplementary Fig. 9i). In the antibiotics-treated group, the number of visible tumors (Fig. 6c, d) and their maximum diameter (Fig. 6e) were significantly suppressed, supporting the contribution of the certain bacteria in the gut flora of STAM mice.

Next, we carried out fecal microbiota transplantation (FMT), considering the difficulty of inoculation because of the strict anaerobe of *B. massiliensis*^32^. FMT from normal mice after intestinal sterilization (Fig. 6f) induced significant suppression of *B. massiliensis* (Fig. 6g), while *Clostridium* cluster XI, a suspected producer of DCA^8^, was not suppressed (Supplementary Fig. 10a). The maximum diameter and tumor number of individual mice were significantly suppressed (Fig. 6h–j) along with blood glucose level (Supplementary Fig. 10a) by FMT.

Third, FMT from STAM mice to STAM mice (Fig. 6k) did not suppress the proportion of *B. massiliensis* (Fig. 6l), hepatocarcinogenesis (Fig. 6m–o), and blood glucose level (Supplementary Fig. 10b). A significant change of neither triglyceride nor cholesterol accumulation was not observed in these experiments (Supplementary Fig. 10a, b). These data suggest that certain bacteria, usually suppressed in normal flora, promoted the development of tumor in the liver in STAM mice.

Additionally, to elucidate the role of bile salt hydrolase (BSH) in developing liver tumors in STAM mice, we administrated BSH inhibitor to STAM mice to inhibit deconjugation of secondary bile acids (Supplementary Fig. 10c). After administrating the compound (GR-7; Gut restricted-7^35^), we observed a reduction in the number of liver tumors in STAM mice with a trend (*P* = 0.05, Supplementary Fig. 10d), and a significant reduction of *Bacteroides massiliensis* (Supplementary Fig. 10e). In this experiment, it was necessary to use cyclodexitrin as a vehicle, which might lead to increase in *Akkermansia muciniphila* (Supplementary Fig. 10f). Since the increase in this species was previously reported to improve hepatic steatosis^36^, the vehicle treatment might have a beneficial effect thereby diminishing the difference by the treatment.

These data support the possibility that certain bacteria including *B. massiliensis* promoted liver tumor development in this model, although gnotobiotic experiments are needed to demonstrate specific mechanisms.

### Intestinal epithelium-specific insulin receptor knockout resulted in impaired intestinal barrier function

The results described above led to the hypothesis that intestinal insulin signaling plays a pivotal role in suppressing dysbiosis and hepatocarcinogenesis in STAM mice. To test this hypothesis, intestinal epithelial-specific insulin receptor-deficient mice (Villin-Cre; IR-flox, ieIRKO mice) were generated to analyze their barrier functions when treated with insulin (Fig. 7a). It was confirmed that the level of expression of insulin receptor (*InsR*) mRNA was remarkably suppressed in ieIRKO-STAM mice compared to Villin-Cre-/-; IR-floxed mice (Supplementary Fig. 11a).

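The insulin receptor gene, which the deposited files list as Insr, lies on chromosome 8 of GRCm38 from 3122061 to 3279617. The measurement in Supplementary Fig. 11a was made by real-time PCR. The values given here come instead from total RNA sequencing of the ileal whole wall of STAM mice of 3 groups, and the paper's text does not say whether these were the same mice. The groups were Villin-Cre-negative floxed mice without insulin (Control-STAM-nonINS, n = 4), the same genotype with insulin (Control-STAM-INS, n = 6) and mice labelled as the knockout with insulin (ieIRKO-STAM-INS, n = 6). The authors counted between 13288018 and 22215382 reads on genes per library. After TMM normalization of library size, Insr had 105 ± 12.2 CPM (counts scaled to a common library size; SD, n = 4) in Control-STAM-nonINS, 62.7 ± 10.1 (SD, n = 6) in Control-STAM-INS and 67.2 ± 13.3 (SD, n = 6) in ieIRKO-STAM-INS. In the libraries labelled ieIRKO-STAM-INS, Insr was not lower than in Control-STAM-INS. The log2 fold change was 0.10 (standard error 0.13, 95% confidence interval -0.15 to 0.35, adjusted p = 0.805 from edgeR's quasi-likelihood test). An exact two-sided permutation test on log2 CPM gave p = 0.535. When ieIRKO-STAM-INS replicate 4 was left out, the log2 fold change of Insr was -0.0026. Insulin treatment lowered Insr in the control genotype, with a log2 fold change of -0.75 (standard error 0.14, adjusted p = 0.00276 from edgeR). All 6 Control-STAM-INS libraries lay below all 4 Control-STAM-nonINS libraries (exact permutation test, p = 0.00476, the smallest these group sizes allow). The whole wall also holds cells outside the epithelium, and the knockout is specific to the epithelium. The counts also cover the whole gene, whereas the primers of the real-time PCR lie in exons 4 and 5 of 21. These exons hold 3.143% of the transcript, so a loss of them would hardly move the count. An unchanged count thus does not show that the receptor was kept.

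**Figure D1:**
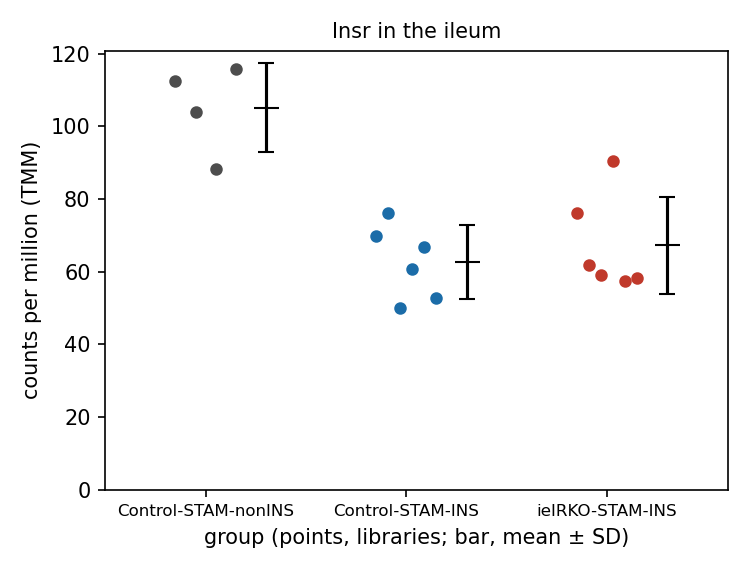
Insr in CPM after TMM normalization for each ileal library (points) of the 3 groups, with the mean and SD beside them. The mean was 62.7 in Control-STAM-INS and 67.2 in ieIRKO-STAM-INS, against 105 in Control-STAM-nonINS.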

**Fig. 7:**
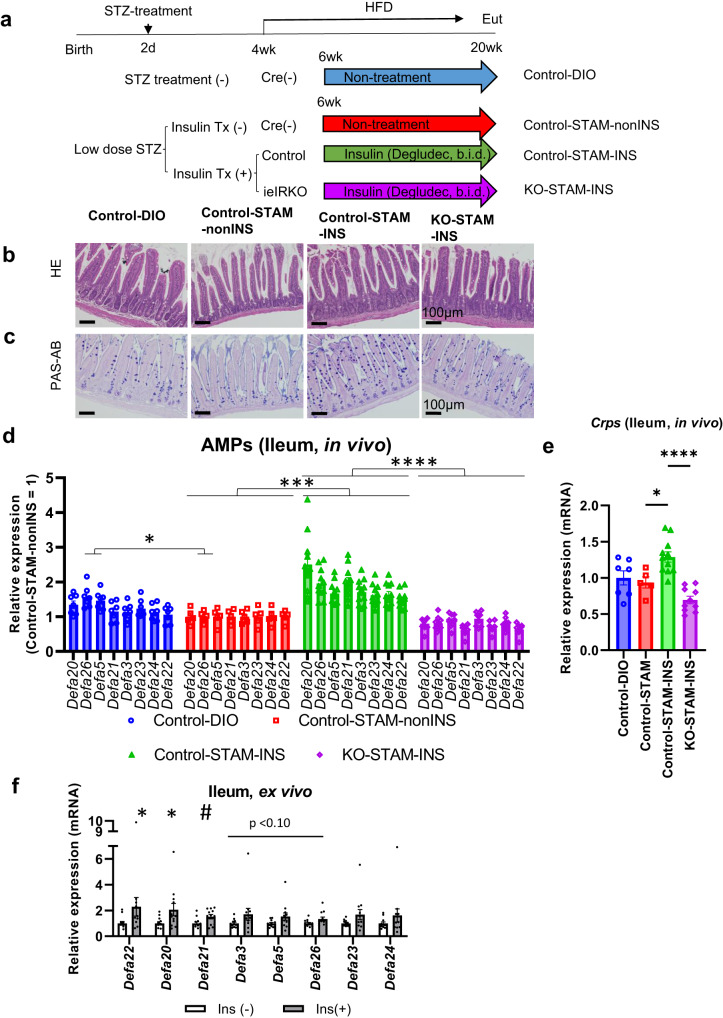
Upregulation of AMPs expression via intestinal epithelial insulin receptor in STAM mice. The experiment protocol for insulin treatment of intestinal epithelial insulin receptor knock out STAM (ieIRKO-STAM) mice (**a**). HE staining (**b**) and PAS-alucian blue staining (**c**) of ileum. Relative expression level of ileal AMPs (**d**) and *Crps* (**e**), determined by qPCR. Control-DIO *n* = 7, non-insulin-treated control STAM mice (Control-STAM-nonINS) *n* = 5, insulin-treated control STAM mice (Control-STAM-INS) *n* = 11, insulin-treated ieIRKO-STAM mice (ieIRKO-STAM-INS) *n* = 10, *P < 0.05, ***P < 0.001, ****P < 0.0001, qPCR analysis with one-way ANOVA, Šídák’s multiple comparisons test between adjacent two groups. Relative expression levels of alpha defensins in ex vivo insulin-stimulated ileal sectional samples. *n* = 12, *P < 0.05, 2-sided Mann-Whitney’s U test for *Defa22, Defa20, Defa3, Defa5, Defa26, Defa23*, and *Defa24*. #*P* < 0.05, 2-sided unpaired t test for *Defa21* (**f**). Values of the data are expressed as mean ± SEM (**d, e, f**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

Insulin treatment significantly improved blood glucose levels (Supplementary Fig. 11b), increased body weight (Supplementary Fig. 11c), and epididymal adipose tissue weight (Supplementary Fig. 11d) in control STAM mice and ieIRKO-STAM mice.

In ileum of STAM mice, microscopic analysis revealed fewer eosinophilic granules and decreased alucian blue positive granules in crypt, which were ameliorated by insulin treatment in STAM mice, but not in ieIRKO-STAM mice (Fig. 7b, c). These microscopic findings in crypt granules, which represented antimicrobial peptides (AMPs) in Paneth cells, suggested that ieIR signaling deficiency resulted in dysfunctional AMPs production in Paneth cells.

Functional annotation analysis [The Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8] using the gene list including genes that were up-regulated in insulin-treated STAM mice compared to non-treated STAM mice and insulin-treated ieIRKO-STAM mice (Supplementary Fig. 11e, see **Methods** for details) suggested a strong relationship with AMPs. 

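The RNA sequencing covered the ileal whole wall of 16 male mice at 20 weeks of age. STAM mice are a model of diabetes with steatohepatitis, made with 200 µg of streptozotocin on day 2 after birth and a high-fat diet from 4 weeks of age. From 6 weeks of age, the insulin-treated groups received the long-acting insulin degludec 2 times a day, at up to 12 U/kg. Libraries came from 4 Control-STAM-nonINS, 6 Control-STAM-INS and 6 ieIRKO-STAM-INS mice. The authors aligned the reads to GRCm38 with CLC Genomics Workbench and deposited the number of reads counted on each gene, without normalization. Neither strand nor the treatment of reads that fit several genes is named in the paper's text. The total per library had a median of 17249362.5 in Control-STAM-nonINS, 16342118.5 in Control-STAM-INS and 15390041.5 in ieIRKO-STAM-INS. Totals did not differ between the insulin-treated groups by more than their spread (exact two-sided permutation test, p = 0.394). For the analysis here, the 15267 genes that passed edgeR's filterByExpr were fitted together in all 16 libraries, after TMM normalization, with a quasi-likelihood negative binomial model. Adjusted p-values are by the Benjamini-Hochberg method over all tested genes. No sequencing batch is given in the labels or the paper's text.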

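Between Control-STAM-INS and Control-STAM-nonINS, 1602 of the 15267 tested genes had an adjusted p under 0.05 in edgeR, of which 570 were higher and 1032 lower with insulin. Without Control-STAM-nonINS replicate 1, this number was 824. Between ieIRKO-STAM-INS and Control-STAM-INS, 34 genes passed, with 6 higher and 28 lower, and 15 of the 34 were alpha-defensins. DESeq2 in place of edgeR gave 123 genes in this comparison. Alpha-defensins are antimicrobial peptides of Paneth cells, and their 19 tested genes lie on chromosome 8 from 21025545 to 21735471. They were counted here by symbol, Defa with a number. Gm14851, Gm15292, Gm7861 and AY761184 lie within the same stretch and were also among the 34, but were not counted or summed. Because near-identical paralogs can share reads, the counts of all genes with a Defa symbol were also summed. The sum was 12850 ± 2340 CPM (counts scaled to a common library size; SD, n = 4) in Control-STAM-nonINS, 19710 ± 4297 (SD, n = 6) in Control-STAM-INS and 8580 ± 1831 (SD, n = 6) in ieIRKO-STAM-INS. Insulin raised it by a log2 fold change of 0.62 (standard error 0.19, adjusted p = 0.0461 from edgeR), and an exact two-sided permutation test gave p = 0.0143. This p lay near the threshold, and in 7 of the 10 fits that each left out one library it was over 0.05, up to 0.123 without Control-STAM-nonINS replicate 4. In ieIRKO-STAM-INS, the sum had a log2 fold change of -1.20 against Control-STAM-INS (standard error 0.17, adjusted p = 0.00209 from edgeR). All 6 ieIRKO-STAM-INS libraries lay below all 6 Control-STAM-INS libraries (exact permutation test, p = 0.00217, the smallest these group sizes allow). Insr itself was not lower in the libraries labelled ieIRKO-STAM-INS, but a count over the whole gene would hardly show a loss of single exons. The paper selected the genes that were higher with insulin and lower in ieIRKO-STAM-INS mice, ran a functional annotation of that list, and from it proposes a relationship with antimicrobial peptides.

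**Figure D2:**
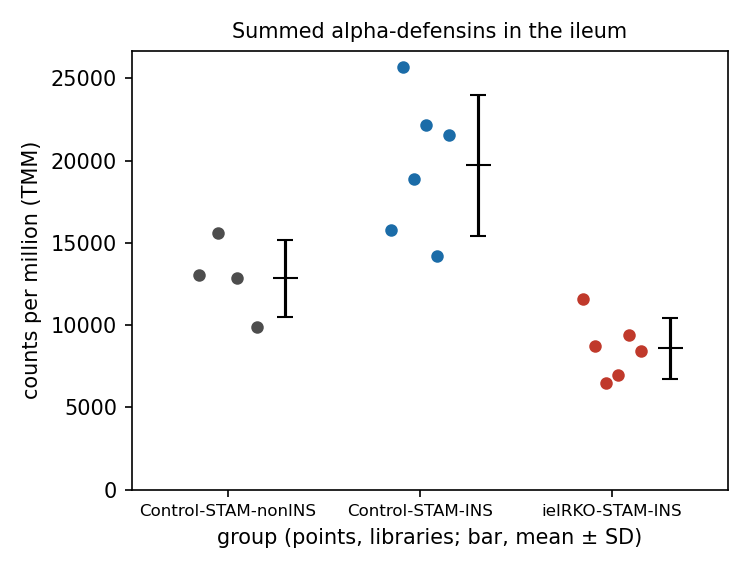
Summed alpha-defensins in CPM after TMM normalization for each ileal library (points) of the 3 groups, with the mean and SD beside them. The mean was 19710 in Control-STAM-INS, 12850 in Control-STAM-nonINS and 8580 in ieIRKO-STAM-INS.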

Real-time PCR analysis also revealed that all genomic subtypes of alpha-defensins (*Defa3, Defa5, Defa20, Defa21, Defa22, Defa23, Defa24, Defa26*) and *Crps* were significantly up-regulated by insulin treatment in STAM mice, while upregulation of these genes in response to insulin was not observed in ieIRKO-STAM mice, different from control STAM mice treated with insulin (Fig. 7d, e, Supplementary Fig. 12b, c). 

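The same alpha-defensin genes were read from the RNA sequencing of these groups, which is another assay than the real-time PCR of Fig. 7d, and the paper's text does not say whether the mice were the same. Their sequences are near identical, so the count of a single gene can hold reads of its paralogs. All 8 genes were higher in Control-STAM-INS than in Control-STAM-nonINS, with log2 fold changes from 0.39 for Defa22 to 0.99 for Defa26. With adjustment over all genes tested, 6 of the 8 had an adjusted p under 0.05 in edgeR, and adjusted over the list alone, all 8 did. The 2 that did not pass over all genes were Defa21 (log2 fold change 0.45, adjusted p = 0.132 from edgeR) and Defa22 (adjusted p = 0.190 from edgeR). Without Control-STAM-nonINS replicate 3, or without replicate 4 of that group, only 2 of the 8 passed. Defa20, on chromosome 8 from 21509258 to 21510237, had 1379 ± 279 CPM (SD, n = 4) in Control-STAM-nonINS, 2123 ± 482 (SD, n = 6) in Control-STAM-INS and 905 ± 213 (SD, n = 6) in ieIRKO-STAM-INS. In the libraries labelled ieIRKO-STAM-INS, all 8 genes were lower than in Control-STAM-INS and all 8 passed. Their log2 fold changes lay between -1.72 for Defa26 and -0.93 for Defa5. Against Control-STAM-nonINS, all 8 were again lower in ieIRKO-STAM-INS, from -0.90 to -0.42, and 6 of them passed.

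**Figure D3:**
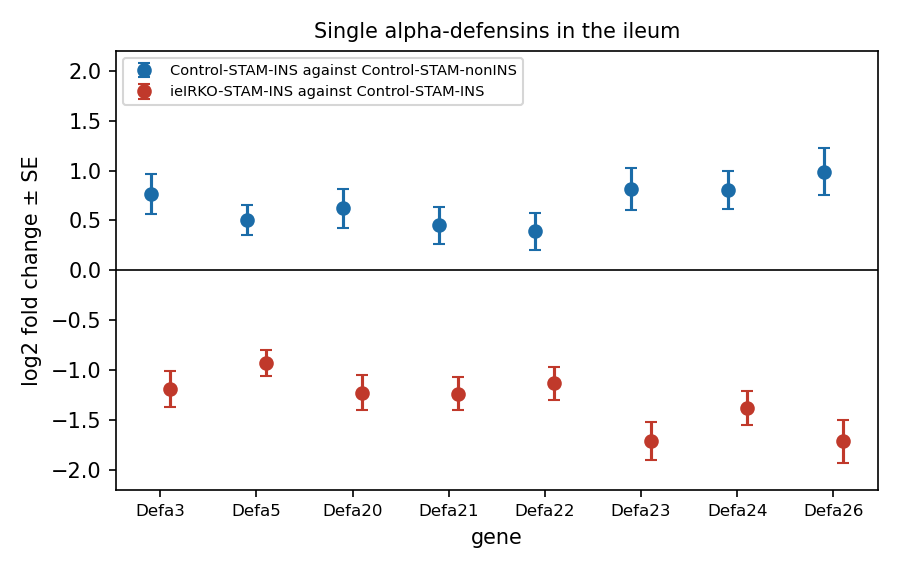
Log2 fold change with its standard error (bars) of the 8 alpha-defensin genes, for insulin in the control genotype and for ieIRKO-STAM-INS against Control-STAM-INS. All points of the insulin comparison lie between 0.39 and 0.99, and all points of the other comparison lie between -1.72 and -0.93.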

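Lyz1, Mmp7, Reg3g, Pigr (pIgR), Ocln (Occludin), Tjp1 (Zo-1) and Muc2 were also read from the RNA sequencing, and the paper's text does not say whether those mice were the ones used for real-time PCR in Supplementary Fig. 11f. Of these 7 genes, 0 had an adjusted p under 0.05 in edgeR for Control-STAM-INS against Control-STAM-nonINS, over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05, 1 of the 7 passed, Pigr. It had 4654 ± 444 CPM (SD, n = 6) with insulin and 3695 ± 300 (SD, n = 4) without, a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.0770 from edgeR). DESeq2 gave Pigr an adjusted p of 0.0147. The other genes had log2 fold changes between -0.10 and 0.44 with insulin. Between ieIRKO-STAM-INS and Control-STAM-INS, Lyz1 alone among the 7 passed. It lies on chromosome 10 from 117287797 to 117292868 and had 542 ± 121 CPM (SD, n = 6) in ieIRKO-STAM-INS against 2686 ± 655 (SD, n = 6) in Control-STAM-INS. Its log2 fold change was -2.31 (standard error 0.18, adjusted p = 1.25e-06 from edgeR), and it was lower in all 6 libraries.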

Other well-known barrier factors, *Lyz1*, *Mmp7, Reg3g, pIgR, Occludin, Zo-1, Muc2* were not significantly upregulated by insulin treatment (Supplementary Fig. 11f). Comparing ieIRKO mice with the littermate control mice under the same conditions (DIO, STAM, insulin-treated STAM, Supplementary Fig. 12a), suppressed expression of AMPs was observed in ieIRKO mice regardless of the feeding and treatment conditions, while Control-DIO and STAM-Ins, both of which were hyperinsulinemic, showed increased expression (Supplementary Fig. 12b, c).

On the other hand, a trend toward shortening of the colon (*P* = 0.09; Supplementary Fig. 13a) and significantly decreased cecal weight (Supplementary Fig. 13b) were found in insulin-treated ieIRKO-STAM mice compared with insulin-treated control STAM mice, while the knocking out of IR was also confirmed in colon (Supplementary Fig. 13c). The expression profile of the known barrier factors, *Defb1, Defb4, Occludin, Zo-1, Muc2*, and *pIgR* (Supplementary Fig. 13c) in the colon may not be correlated with either insulin signaling or barrier function of the individual types of mice.

To elucidate the direct effect of insulin on the ileum, ex vivo insulin stimulation experiments^37^ were performed. Four-hour insulin stimulation led to significant upregulation of *Defa22, Defa20, Defa21* (*P* < 0.05), with a similar trend shown for *Defa3, Defa5*, and *Defa26* (*P* < 0.10), suggesting that alpha-defensins were induced directly by insulin in the ileum (Fig. 7f).

It was reported that the intracellular insulin receptor signaling cascade includes Akt/PKB^29^. TSC2 is one of the main mediators which suppress mTORC1 signaling. Therefore, to assess the role of this signaling pathway downstream of the insulin receptor, ileal gene expression analysis using intestinal epithelial Akt1 and Akt2 double deficient mice (ieAkt1/2DKO) and intestinal epithelial Akt1, Akt2 and TSC2 triple deficient mice (ieAkt1/2TSC2TKO) was conducted. Reductions of phosphorylated Akt (pAkt) and phosphorylated ribosomal protein S6 (pS6), which was a marker of mTORC1 signal, were observed in ieAkt1/2DKO mice (Supplementary Fig. 14a). In ieAkt1/2DKO mice, significant suppression of AMP production was also detected (Supplementary Fig. 14b). In ieAkt1/2TSC2TKO mice, resuscitation of pS6 despite reduction of pAkt was observed (Supplementary Fig. 14c), and resuscitation of AMP production also occurred (Supplementary Fig. 14d), suggesting that Akt-TSC2/mTORC1 signal facilitates AMP production in intestinal epithelium.

### Insulin treatment failed to suppress HCC in ieIRKO-STAM mice

Next, we performed 16S metagenomic analyses. A 16 S metagenomic profiling of non-insulin-treated STAM mice, insulin-treated STAM mice, and insulin-treated ieIRKO-STAM mice strongly suggested that insulin treatment alleviated the dysbiosis induced by intestinal epithelial insulin signal insufficiency. Especially, *Bacteroides massiliensis* was upregulated in STAM mice and was normalized by insulin treatment, while insulin failed to decrease it in ieIRKO-STAM mice, suggesting that the abundance of *Bacteroides massiliensis* is regulated by intestinal insulin signaling (Fig. 8a, Supplementary Fig. 15a). The suppressive effect of insulin on *Bacteroidetes* was significantly canceled in ieIRKO-STAM mice, as was the effect on *Firmicutes* (Supplementary Fig. 15b). Moreover, at the species level, bacteria suppressed by insulin treatment in control STAM mice, proliferated in insulin-treated ieIRKO-STAM mice to the level of non-treated control STAM mice (Supplementary Fig. 15c).

**Fig. 8:**
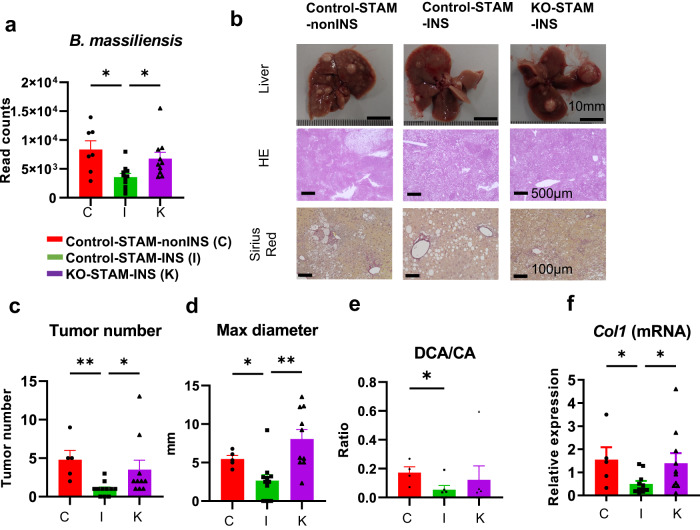
Preservation of dysbiosis and inhibition of hepatocarcinogenesis via intestinal epithelial insulin receptor in STAM mice. Read count of *Bacteroides massiliensis*, determined by 16 S metagenomic analysis (**a**). non-insulin-treated control-STAM mice (Control-STAM-nonINS) *n* = 7, insulin-treated control STAM mice (Control-STAM-INS) *n* = 11, insulin-treated intestinal epithelial insulin receptor knock out STAM mice (ieIRKO-STAM-INS) *n* = 10. DNA was extracted from collectable fresh fecal samples from each mouse. Macroscopic image and microscopic appearance (HE, Sirius red staining) of representative liver from each group (**b**). Scale bar, 10 mm for macroscopic images and 100 μm for microscopic images. Tumor number (**c**) and maximum diameter (**d**) of each mouse. Representative deoxycholic acid (DCA) / cholic acid (CA) ratio in liver, determined by LC/MS (**e**). Relative mRNA expression level of *Col1* (**f**). Control-STAM-nonINS *n* = 5, Control-STAM-INS *n* = 11, ieIRKO-STAM-INS *n* = 10, *P < 0.05, **P < 0.01, one-way ANOVA, with multiple comparisons test except for Fig. 8e. In Fig. 8e, Control-STAM-nonINS *n* = 4, Control-STAM-INS *n* = 6, ieIRKO-STAM-INS *n* = 6. *P < 0.05, 2-sided Mann Whitney’s U test. Values of the data are expressed as mean ± SEM (**a, c, d, e, f**). Source data are provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

In parallel with insulin treatment-induced changes in the microbiome, insulin treatment significantly reduced the number of tumors in control STAM mice, but failed to do so in ieIRKO-STAM mice (Fig. 8b–d). The differences in response to insulin between the genotypes were associated with differences in maximum diameter of the tumor, and hepatic accumulation of DCA (Fig. 8e, Supplementary Fig. 15d, 15e).

Both insulin-treated control STAM mice and ieIRKO-STAM mice were comparable in background hepatic triglyceride and cholesterol accumulation (Supplementary Fig. 15f) and liver weight (Supplementary Fig. 15g). Insulin treatment suppressed the level of expression of *Col1* but failed to do so in ieIRKO mice (Fig. 8f), which was supported by Sirius red staining (Fig. 8b). Liver injury in insulin-treated ieIRKO-STAM mice was confirmed by mRNA expression of *Tnf-α, Ccl2, Il1b* in the liver (*P* = 0.09, *P* < 0.05, *P* < 0.05, respectively, insulin-treated STAM mice vs. insulin-treated ieIRKO-STAM mice; Supplementary Fig. 15h), and upregulated liver 16 S rDNA (not significant but with a mean fold change of 2.3; Supplementary Fig. 15i) also suggest the increased bacterial translocation in insulin-treated ieIRKO-STAM mice.

Although the STAM mouse model has the advantage of being readily available, there is no ruling out the independent carcinogenic effect of STZ, a DNA-damaging alkylating agent, as shown in whole exome sequencing. Therefore, an additional experiment was performed under more physiological conditions, where ieIRKO mice and control mice were fed with a high-fat diet for 18 months. In this experiment, the maximum diameter of liver tumor (Fig. 9a, c) and plasma alpha-fetoprotein concentration (Fig. 9d) were significantly higher in ieIRKO mice than in control mice, while the number of tumors was similar (Fig. 9b). When these mice were fed with a normal chow diet, few liver tumors were found (Supplementary Fig. 16a, b). Therefore, ieIR signal plays a role against pressure toward hepatocarcinogenesis related to HFD feeding. It was also confirmed that the level of expression of *InsR* (Fig. 9e), *Crps* (Fig. 9f), and *Defa3, Defa21, Defa23*, and *Defa26* (Supplementary Fig. 16c) was significantly suppressed in the ileum of ieIRKO mice in HFD feeding background. A 16 S metagenomic profiling of these mice suggested dysbiosis in ieIRKO mice, where the proportion of phylum *Proteobacteria* was significantly higher than in control mice (Supplementary Fig. 16d).

**Fig. 9:**
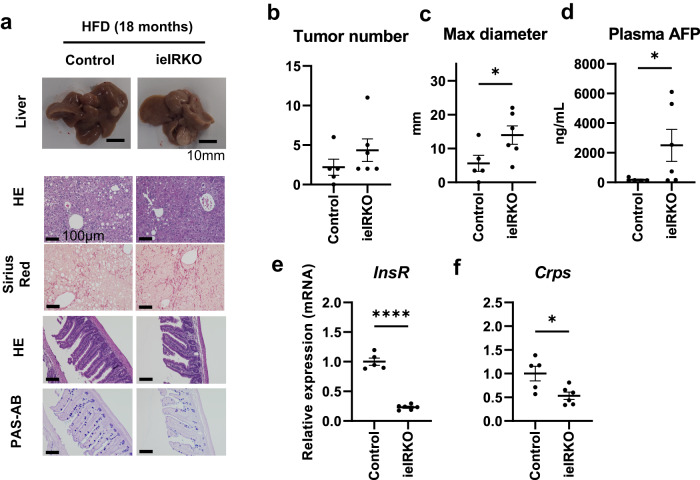
Phenotypes of continuous high-fat-diet-fed ieIRKO mice at 18 months of age. Representative image of liver and ileum (**a**). Liver sections were stained with HE and Sirius red. Ileal sections were stained with HE and PAS-AB. Scale bar, 10 mm for macroscopic image, 100 μm for microscopic image. Visible tumor number (**b**) and maximum diameter (**c**) in liver of each mouse. Plasma α-fetoprotein (**d**). Relative mRNA expression of *InsR* (**e**) and *Crps* (**f**). Control (*n* = 5) and ieIRKO (*n* = 6) (**b, c, d, e, f**), *P < 0.05, ****P < 0.0001, 2-sided Mann Whitney’s U test (**b, c, d**), and 2-sided unpaired t test (**e, f**). Values of the data are expressed as mean ± SEM (**b, c, d, e, f**). Source data ar**e** provided as a Source Data file. The exact *P* values are provided in Supplementary Data 3 unless they are below 0.0001.

Taken together, these data suggest that insulin action in intestinal epithelial cells plays a protective role against the development of hepatocellular carcinoma associated with diabetes and NASH.

## Discussion

Among the various cancers epidemiologically associated with diabetes, hepatocellular carcinoma is one of the highest relative risks associated with diabetes^1^. On the other hand, recent studies have revealed that a growing number of NAFLD/NASH patients develop HCC^14^, while the number of patients with viral hepatitis has been continuously decreasing. Given that diabetes is a known strong risk factor for NAFLD/NASH, management of diabetes may prove vital to suppressing the occurrence of HCC.

While there are many animal models available for NASH-HCC research^38^, some exhibit morbid obesity associated with genetic manipulation, and some others are induced by a specific chemical agent or diet, independently of insulin resistance or diabetes. Thus, most models may prove inappropriate for studies aimed at exploring the pathogenesis of NASH/HCC associated with diabetes and developing therapeutic strategies for the disease. Moreover, previous epidemiological studies have shown that Asian subjects with diabetes and NASH exhibit milder obesity than Caucasian subjects^15^, and that, presumably due to differences in the pathogenesis of diabetes between the two ethnic groups, Asian subjects have a lower insulin-secretory ability against insulin resistance^4,5^.

In this regard, STAM mice, which develop diabetes, NASH, and HCC with an injection of low-dose STZ on birth and continuous high-fat diet (HFD) feeding from weaning^16^, may represent an excellent model to explore the mechanism and therapeutic strategy for NASH/HCC associated with diabetes. Indeed, mice treated with STZ and HFD, which show insulin resistance and decompensation of insulin-secretion have been widely used as a model of type 2 diabetes^39–42^. Moreover, previous studies have demonstrated that the somatic mutation signature in tumors of STAM mice is similar to that of HCC associated with NASH in humans^43^. In this study, we have also confirmed a common somatic mutation signature in both tumor and non-tumor regions, suggesting that these mutations are driver mutations. Therefore, hyperglycemia could be a candidate promoter of HCC with driver mutations in hepatocytes of STAM mice. However, PHZ, an SGLT1/2 inhibitor, which ameliorates hyperglycemia without enhancing insulin secretion or action, fails to suppress HCC in STAM mice, suggesting that amelioration of hyperglycemia per se is insufficient to protect from HCC in STAM mice and in patients with diabetes and NASH. Previous studies showed that the pathological grade of NASH and occurrence of HCC was suppressed by treatment with SGLT2 inhibitors in some morbidly obese rodent models^44,45^, suggesting that inhibition of SGLT may be beneficial for the suppression of NASH/NCC associated with severe insulin resistance.

Since diabetes is caused by decreased insulin action in various tissues, impaired insulin action in the liver or other tissues may lead to carcinogenesis supported by driver mutations in STAM mice and in patients with diabetes and NASH. Indeed, different from PHZ treatment, insulin treatment suppresses HCC in STAM mice. In the liver, insulin treatment ameliorates the Warburg effect with the associated reduction of HIF-1α and its downstream molecules. This may contribute to the suppression of tumor growth, but may not be sufficient for preventing tumor development.

Recent studies have shown that HFD feeding induces HCC in mice treated with a chemical agent, which causes somatic mutations in the liver, through the promotion of dysbiosis and production of toxic secondary bile acids^8^. In the current study, we have also found that HFD feeding and STZ injection led to dysbiosis associated with changes in secondary bile acids and thus dysbiosis might play a causal role in the development of HCC, although it remains undetermined exactly which bacteria play a role in this model. A similar type of dysbiosis is shown in patients with diabetes and NASH, but not in those treated with insulin. These data prompted us to test the hypothesis that insulin action in the gut controls intestinal barrier function that protects against dysbiosis induced by HFD and subsequent development of HCC. Indeed, insulin treatment significantly increases the expression of AMPs in the ileum in vivo and in vitro. Moreover, STAM mice with disruption of the insulin receptor in intestinal epithelial cells (ieIRKO mice) are shown to be resistant to insulin treatment in terms of preserving dysbiosis and suppressing the development of HCC. Furthermore, ieIRKO mice show markedly increased HCC on long-term HFD feeding, suggesting that impaired insulin signaling, such as insulin resistance, in the gut plays a key role in the development of naturally-occurring HCC associated with obesity and an unhealthy diet. Previous studies have shown that insulin resistance is observed in the intestinal epithelium of DIO mice^29^ and that expression of AMPs is decreased in the gut of ieIRKO mice^13,46^. Therefore, under diabetic conditions, insulin action in intestinal epithelial cells may be impaired, and patients comorbid with NASH could be susceptible to HCC. Indeed, the current study revealed that supplementation of insulin effect in the gut recovers expression of AMPs and ameliorates dysbiosis through insulin receptor in the gut.

In this study, it remains undetermined that *B. massiliensis* plays a role in promoting HCC in this model. Although isolation and implantation to germ-free mice are needed to assert robust conclusions, it is extremely difficult to isolate this specific bacterium. The vulnerability of germ-free mice and hygienic control against polyurea and high fat diet feeding to generate STAM mice in germ-free isolators are other technical issues to conquer. We could not determine any species with statistical significance in non-biased differential analysis such as ANCOM, and many clinical parameters also remain unknown in the human study. Thus, further efforts using animal models are needed, and the collection of various specimens and clinical data from patients with NASH and diabetes are also required to clarify the direct relationship between the specific species and HCC development in the future.

In conclusion, intestinal insulin signaling plays a protective role against the development of nonalcoholic steatohepatitis and hepatocellular carcinoma associated with diabetes in mice, and treatments leading to the preservation of insulin action in the gut of patients with diabetes could be useful for prevention of NASH and HCC.

## Methods

### Mice

Animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the National Center for Global Health and Medicine (approved protocol number; Med-P16-113, Med-P16-114) and the Animal Care Committee of the University of Tokyo (approved protocol number; 21077, 2022-A044). All relevant ethical guidelines were followed.

The mouse model of NASH (STAM^TM^ mouse) was generated according to the protocol described previously as follows^16^. STAM^TM^ mice was generated by subcutaneous injection of low-dose streptozotocin (STZ, 200 μg/head) to 2-day-old male C57B/6 J mice (CLEA Japan, Tokyo, Japan) and by feeding High Fat Diet 32 (CLEA Japan, consisting of 25.5% protein, 32.0% fat, 29.4% nitrogen-free extract, 4.0% ash, 2.9% fiber, and 6.2% water, HFD) from the age of 4 weeks^16^. All the mice used in this study was male mice because previous study had revealed that female mice treated with STZ and HFD never developed HCC by the absence of NASH-based fibrosis^16^.

The experiment involving administration of insulin or phlorizin until the age of 20 weeks (Fig. 2a) was performed on request of the University of Tokyo at Stelic Institute & Co., Inc. and the other experiments were performed at the University of Tokyo and Research Institute of the National Center for Global Health and Medicine. The mice were euthanized when we found severe impairment of activity and decrease of more than 25% of body weight independent of tumor size to save animal welfare.

All mice were housed under a 12-hour light/12-hour dark cycle at macroenvironmental temperature and humidity ranges of 20 to 22 °C and 40 to 60%, respectively, and had free access to sterile water and pellet food. Except for STAM^TM^ mice and diet-induced-obese mice, CE-2 (CLEA Japan, Tokyo, Japan, consisting of 25.05% protein, 4.77% fat, 49.82% nitrogen-free extract, 7.04% ash, 4.44% fiber, and 8.88% water) was given, unless otherwise indicated.

For an intestinal epithelial-specific deletion model, Villin-Cre mice (The Jackson Laboratory, Bar Harbor, US) and insulin receptor-floxed mice^47^, Akt1-floxed mice^47^, Akt2-floxed mice^47^, TSC2-floxed mice^47^ were bred to produce Villin-Cre; IR-floxed mice (ieIRKO mice), Villin-Cre; Akt1 Akt2-double floxed mice (ieAkt1/2DKO mice), Villin-Cre; Akt1 Akt2 TSC2-triple floxed mice (ieAkt1/2TSC2TKO mice). Primer sequences for genotyping are shown in Supplementary Data 1 in this article. The ieIRKO mice were treated as above^16^ to produce ieIRKO-STAM mice. IeAkt1/2DKO mice and ie Akt1/2TSC2TKO mice were used at the age of 8 weeks (Supplementary Figure 14), and the phenotype of ieIRKO-STAM mice were observed at the age of 20 weeks and 18 months on HFD feeding (Fig. 8).

Insulin or phlorizin (PHZ) treatment was implemented by subcutaneous injection twice daily (b.i.d.) from 6 weeks of age. For injection, insulin glargine (LANTUS^TM^, Sanofi Aventis) was diluted in citrate buffer (100 mM, pH 4.5), and degludec (TRESIBA^TM^, Novo Nordisc) was diluted in normal saline. The injection dose was determined by blood glucose level, and was gradually increased until 12 U/kg BW (insulin glargine for study at 20 weeks of age), 50U/kgBW (insulin glargine for study at 9 weeks of age), 12U/kgBW (insulin degludec for study at 20 weeks of age). PHZ (Sigma) was dissolved in a solution containing 10% ethanol, 15% DMSO, and 75% saline and was injected subcutaneously (0.4 g/kg) twice daily. In the study involving insulin-treated ieIRKO-STAM mice, control mice were treated with normal saline.

To elucidate how these drugs influence the prognosis of these model mice, we planned both long- and short-term studies. The long-term study was implemented until 20 weeks of age when the mice reached the phase where HCC became evident or the hepatic “burn-out” phase. The short-term study was performed until they reached 9 weeks of age, when the mice exhibited steatosis and fibrosis with increased expression level of relevant genes that allowed for appropriate analysis of treatment effects on changes in gene profiling.

In 9 weeks of age, insulin treatment resulted in amelioration of hyperglycemia and hyperinsulinemia (Fig. 2g, h), while PHZ treatment equally ameliorated hyperglycemia without increase in insulin levels (Fig. 2g, h). These patterns of blood glucose and plasma insulin were maintained in the respective treatment groups until 20 weeks of age when HCC became evident (Supplementary Fig. 2a, b).

Antibiotic treatment was performed by adding 1 g/L of ampicillin (Nacalai), 1 g/L of neomycin (WAKO), 0.5 g/L of vancomycin (WAKO) to drinking water, in C57B/6 J mice from 6 weeks of age to 20 weeks of age.

Fecal microbiota transplantation (FMT) was conducted after 5-days treatment of triple antibiotics in C57B/6 J mice. Immediately after quitting antibiotics administration, fresh fecal suspension in normal saline (0.1 g/mL, supernatant obtained by centrifuge at 600 x g for 1 minute) was administrated by oral gavage once a day for the first 2 weeks. In the next 3 weeks, oral gavage was carried out three times a week. In the subsequent period, oral gavage was conducted once a week. FMT was conducted from 6 weeks of age to 20 weeks of age.

In ex vivo primary tissue culture, C57B/6 J mice at the age of 8 weeks were used.

For inhibition of bile acid hydrolase (BSH), GR-7 (Gut restricted −7, #HY-135747, Medchem express) was fed by oral gavage (20.8 mg/kgBW) with vehicle once a day. The vehicle consisted of 10% DMSO and 18% Sulfobutylether-β-Cyclodextrin (SBE-beta-CD, #HY-17031, Medchem express) in normal saline. GR-7 was given mice from the age of 6 weeks to the age of 20 weeks. The mice in control group were given vehicle.

### Patients

The observational cross-sectional study protocol followed the ethical guidelines of the Declaration of Helsinki and was approved by the University of Tokyo Medical Research Center Ethics Committee (Protocol number 3955, date of approval 27^th^ Dec 2012). 16 S metagenomic analysis was performed on stool DNA samples collected from 27 adult patients who experienced liver biopsy according to the following criteria or clinically diagnosed severe non-B non-C cirrhosis at the University of Tokyo Hospital in Tokyo, Japan, from December 27^th^ 2012 to Jun 30^th^ 2021. The recruitment criteria for liver biopsy in patients without HCC were previously described by an associate researcher^48^, which could minimize selection bias comparing insulin user and non-insulin user, because the criteria did not include whether the patients receive insulin treatment. Stool samples were immediately frozen in the hospital ward and transferred with refrigerant to the laboratory freezer in a day. They were stored at minus 80 degrees Celsius in the laboratory until DNA extraction. All patients provided written informed consents. After excluding patients who had never been diagnosed DM (6 cases) and patients who were categorized to Matteoni classification class 2 or 1 (1 case), 20 patients with diabetes who were diagnosed NASH as Matteoni classification class 4 or clinically diagnosed liver cirrhosis were analyzed as follows. The 16 S metagenomic data from 5 patients who were under insulin-treatment were compared with those of remaining 15 patients. Clinical characteristics of these patients were indicated in Supplementary Table 4 and 5. Patients were not excluded by use of antibiotics, proton pump inhibitors, probiotics or other confounding agent. We succeed sequence of all the 20 samples which were attempted. Sample size was determined referring previous studies^31,49,50^. Sample size was also estimated by EZR^51^ software (version 4.2.2) as 4 and 16 in two groups respectively, provided by the following parameters given by animal study (Fig. 4e), standard deviation 0.0918, the difference with or without treatment 0.154, statistical significance (α) 5%, statistical power (1-β) 80%, the ratio of sample size of two groups 4.

### Tissue sampling

Mice were euthanized by cervical dislocation, and tissues were quickly removed and frozen instantly in liquid nitrogen.

### Gene expression analysis

RNA was extracted using a tissue total RNA mini kit (FAVORGEN). Real-time quantitative PCR was performed using a KAPA SYBR Fast qPCR kit (KAPA BIOSYSTEMS) or a Taqman probe (ABI). Expression levels were normalized to that of the 18 S rRNA gene. Primer sequences are shown in Supplementary Data 1 in this article.

### Whole exome sequence analysis

Whole exome sequence analysis was performed with the cooperation of associate researchers following previous report^52^. Briefly, DNA was extracted from fresh-frozen samples. DNA and RNA were extracted and purified with the Qiagen AllPrep DNA/RNA Mini Kit. Exome capture was performed using SureSelect Mouse All Exon Kit, and sequenced on HiSeq2500. Sequence data were analyzed by karkinos 4.1.11 (modified for mouse genome MGSCv37/mm9). Tumors > 4 mm were excised and subjected to DNA extraction^43^.

### DNA Microarray

The specific gene expression patterns in the liver of STAM mice were examined by Agilent Expression Array analysis on request of the researchers by Takara Bio Inc. (Mie, Japan) from total liver RNA with SurePrint G3 Mouse GE microarray 8 x 60K. Total RNA was extracted from snap frozen liver samples from three STAM mice at 20 weeks of age in each group with Qiagen RNeasy Mini Kit. Briefly, according to the manufacturer’s information, target samples were prepared with Low Input Quick Amp Labeling Kit, one-color (Agilent). They were hybridized with Gene Expression Hybridization Kit (Agilent) and washed with Gene Expression Wash Buffers Pack (Agilent). GO enrichments were performed using Metascape (version 3.0) and GO TRRUST (version 2). To explore related signaling pathways in the liver of STAM mice, comprehensive hepatic gene expression analyses were performed by microarray between normal mice, non-treated control STAM mice, and insulin-treated STAM mice at HCC phase (20 weeks of age).

### RNA Sequencing analysis

Total RNA extracted from mouse ileal whole wall was treated with Invitrogen™ TURBO™ DNase (Invitrogen), and total RNA sequencing was performed on request of the researchers by Rhelixa, inc. with NovaSeq (Illumina). Fastq files are analyzed with CLC genomics workbench (version 21.0.3, Qiagen) to make alignment referring to mouse genome GRCm38 (mm10). GO enrichments were performed using DAVID v6.8. 

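With a fold change over 1.5 or under 0.67, an adjusted p under 0.05 and a largest group mean over 4000 reads, edgeR gave 16 genes higher with insulin in control STAM mice. It gave 16 genes lower in ieIRKO-STAM-INS than in Control-STAM-INS, and 10 genes in both lists. Alpha-defensins, counted by symbol, were 8 of these 10 genes. Gm7861, which lies within their cluster, was also among the 10 but was not counted. The share was compared with 15 of the 799 tested genes with a largest group mean over 4000 (Fisher's exact test, two-sided, p = 7.17e-14). This test treats genes as independent, whereas these paralogs can share reads, and both lists use the same Control-STAM-INS libraries.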

Highly condensed genes were listed as upregulated by insulin treatment in STAM mice (fold change, >1.5; FDR, *P* value < 0.05; read number, >4000) and downregulated by intestinal epithelial-specific knockout of insulin receptor (ieIRKO) in insulin-treated STAM mice (fold change, <0.67; FDR, *P* value, <0.05; read number >4000, Supplementary Fig. 11e).

### Metabolomic analysis

Metabolite extraction and analysis using the CE-TOF/MS and LC-TOF/MS systems were performed on request of the researchers by HMT (Human Metabolome Technologies Inc., Yamagata, Japan), following previous reports^53–55^. Snap-frozen liver samples were prepared from three or four STAM mice in each group at 9 weeks and 20 weeks of age.

For CE-TOF/MS (*n* = 3), approximately 40 mg of frozen liver was immersed into 750 μL of 50% acetonitrile/Milli-Q water containing internal standards at 0 °C to inactivate enzymes. The tissue was then homogenized and centrifuged (2300 × g, 5 min). Subsequently, the upper aqueous layer was centrifugally filtered to remove proteins. The filtrate was vaporized and resuspended in water for capillary electrophoresis coupled to mass spectrometry (CE-MS) analysis.

Cationic compounds were measured in the positive mode of metabolome analysis using Agilent CE TOFMS system (Agilent Technologies), and anionic compounds were measured in the positive and negative modes of metabolome analysis using Agilent CE and Agilent 6460 TripleQuad LC/MS systems (Agilent Technologies) following previous reports^53–55^.

For LC-TOF/MS (*n* = 4, for 9 weeks of age, *n* = 3, for 20 weeks of age), approximately 45 mg of frozen liver was immersed into 1% formic acid in acetonitrile containing internal standards and homogenized. The lysate was centrifuged (200 x g, 2 min, 3 times) and supernatants were stored. The pellets were then homogenized again, followed by addition of 167 μL Milli-Q water, and centrifuged. The supernatants were added to the former one. Subsequently, these were centrifugally filtered, and phospholipids removed with the solid phase extraction method. The filtrate was vaporized and resuspended in 100 μL 50% isopropanol (v/v) for LC-TOF/MS

Cationic compounds were measured in the positive mode of metabolome analysis using Agilent 1200 series RRLC system SL (Agilent Technologies), and anionic compounds were measured in the negative mode of the same system.

In the liver of STAM mice, metabolomics (Liquid Chromatography-Mass spectrometry; LC/MS) also revealed that, of the 98 candidate molecules, 13 were both up-regulated in the STAM model (FC[STAM-NON/Normal]>2, n = 3) and down-regulated by insulin treatment (FC[STAM-INS/STAM-NON] <0.5, n = 3) (Fig. 4a), which included taurochenodeoxycholic acid and taurolithocholic acid, in addition to 11 fatty acids (Fig. 4b).

Metabolome measurements and PCoA analysis were performed at a service facility of Human Metabolome Technologies, Inc. with MasterHands (version 2.16.0.15 for Fig. 4a, b, and Supplementary Figs. 4d, 4e, 6a, 6b version 2.17.1.11 for Supplementary Figs. 4f, 5, developed by Keio University) and SampleStat (version 3.14) respectively.

### 16S metagenomic analysis

16S ribosomal RNA was analyzed using fecal DNA extracted using QIAamp Fast DNA Stool Mini Kit (QIAGEN). Human 16 S metagenomic study was performed in the University of Tokyo Hospital, Department of Diabetes and Metabolic Diseases. Sterilization of associated equipment, devices and bench thoroughly conducted.

The 16 S rRNA sequencing library was constructed according to the Illumina 16 S Metagenomic Sequencing Library Preparation protocol (Illumina) targeting the V3 and V4 hypervariable regions of the 16 S rRNA genes using primers 341 F (5′-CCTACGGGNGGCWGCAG-3′) and 805 R (5′-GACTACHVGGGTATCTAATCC-3′),. KAPA HiFi HotStart Ready Mix (KAPA) was used for the PCRs (95 C, 3 min; 25 cycles of 95 C 30 sec, 55 C, 30 sec, 72 C, 30 sec; 72 C, 5 min; 4 C to hold). The sequence of primers with illumina adaptors were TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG and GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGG. Index PCR was performed with these amplicons with Nextera XT Index Kit v2 Set A (Illumina) to produce 16 S rRNA amplicon library. The proportion of spiked-in PhiX control was 20%.

For 2 × 300 bp paired-end sequencing of the V3 and V4 hypervariable regions on the MiSeq platform, Illumina MiSeq v3 Reagent Kit was used in each experiment. DNA sequences were processed using Miseq Control Software (MCS), and BaseSpace Onsite 16 S Metagenomics App version 1.1.0 (Illumina, Reference; Greengenes). In human study, the average read depth was 67000 reads, and the minimum one was 24000, and the bacterial abundance was expressed as read proportion to all read. Primary component analysis in human study was conducted by Graphpad Prism 9.5.0 software.

Only in the validation of the experiment in which FMT from STAM was conducted, V4 region was amplified, and sequenced in 2 x 150 bp paired-end with iSeq100 system.

*Akkermansia muciniphila(AY271254), Bacteroides massiliensis(AY126616), Prevotellamassilia timonensis(NR144750.1), Acetatifactor muris(HM989805), Bacteroides acidifaciens(AB021164), Muribaculum intestinale(NR_144616.1)* was selected by following criteria in Supplementary Fig. 15c, ratio of Control-STAM-INS to control-STAM-nonINS was less than 1, and the maximum group mean was more than 5%.

For human microbiome study, the fulfilled STORMS^56^ (Strengthening The Organizing and Reporting of Microbiome Studies) checklist is shown as Supplementary Data 2, and species count in csv format generated from BaseSpace 16 S Metagenomics App is shown in Source Data.

### Biochemical assays

Protein samples were obtained using a standard liver buffer. Western blots were performed using Chemi-Lumi One L (Nacalai) or Chemi-Lumi One Super (Nacalai). Primary antibodies, such as Hif1a (1:1000, Novus, #NB100-105), pHSL (1:1000, Cell Signaling Technology, #4139), tHSL (1:1000, Cell Signaling Technology, CST#4107), pS6 (1:2000, Cell Signaling Technology, #5364), tS6 (1:1000, Cell Signaling Technology, #2217), pAkt (1:2000, Cell Signaling Technology, #4060), and tAkt (1:1000, Cell Signaling Technology, #4691), beta actin (1:12500, Sigma, #A4448) were diluted as indicated above^57^. Secondary HRP-conjugated antibodies (SantaCruz, #sc2357) were diluted at 1:5000, except for anti-mouse IgG (Jackson, #115-035-062, 1:20000). Quantitative densitometric analysis was exerted by gel analyzer in ImageJ software (version 1.52). Triglycerides, cholesterol and NEFA were measured using LabAssay™ Triglyceride and NEFA (FujiFilm, WAKO), respectively. Insulin was measured using a high-sensitive insulin ELISA kit (Morinaga). Plasma AFP was measured using Mouse alpha-Fetoprotein/AFP Quantikine ELISA Kit (R&D SYSTEMS) Plasma LPS was measured using LPS ELISA Kit (CUSABIO)For FD-4 (Fluorescein isothiocyanate–dextran– 4 kDa) assay, mice were fasted 4 hours before oral feeding and for the duration of the experiment. 4 kDa FITC-Dextran (dissolved at 40 mg/mL in PBS, administrated at 20uL/gBW) was fed by oral gavage. 4 hours later (no drinking, no feeding), plasma was collected from mice, and fluorescence intensity at Excitation: 490 nm and Emission: 530 nm was read.

### Histological analysis

For the histological examination of mice administered insulin or PHZ to be performed until the age of 20 weeks (Fig. 2a), the liver samples were fixed in OCT compound, and in other experiments, the liver samples were fixed in 4% buffered formalin overnight and embedded in paraffin. All samples were sectioned 5 μm thick and stained with hematoxylin-eosin. Nonalcoholic fatty liver disease (NAFLD) activity was evaluated by the NAFLD activity score. The following was evaluated semiquantitatively: steatosis (0–3 points), lobular inflammation (0–2 points), hepatocellular ballooning (0–2 points), and fibrosis (0–4 points)^58^ For fibrosis analysis, liver samples were also stained with sirius red. In the experiment involving insulin or PHZ administration until the age of 20 weeks (Fig. 2a), Sirius red positive area proportion was measured by Image J (version 1.52) in 3 images per mouse on request of the researchers at Stelic Institute & Co., Inc. Intestinal samples were also stained with PAS-alucian blue stain.

### Primary tissue culture

Referring to previous report^37^, the mouse at 8 weeks of age ileal tissues were washed with phosphate buffered saline and cut into 1-cm lengths, opened, placed in 24-well plates, and kept in RPMI 1640 with 5% FBS, 7.5% gelatin, D(+)-glucose (final concentration, 200 mM), and antibiotics. Tissues were then cultured with 100 nM of human recombinant insulin (Humarin R, Eli Lilly) at 37 °C, 5% CO_2_.

### Quantification and statistical analysis

Data are shown as mean ± SEM. The numbers of replicates are expressed as N in the figure legend, which represents the number of mice available for studies in vivo as indicated. Statistical analyses were conducted using Graph Pad Prism 9.5.0 software. Differences between two groups was assessed for significance using an unpaired two-tailed t test or Mann-Whitney’s U test. One-way ANOVA and multiple comparison were performed as described in figure legends. The statistically significant values were *P* < 0.05. Sample size estimation was carried out by EZ-R software (Version 4.2.2, Version of Rcmdr was 2.8-0.^51^) By c-Bioinformatics inc. on request, ANCOM-BC2 (ver2.0.2)^30^ was conducted in all the aligned species by BaseSpace 16 S Metagenomics App (version 1.1.0).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The whole exome sequencing and metagenomic data from mice generated in this study have been deposited in the SRA database under accession code PRJNA866345. The RNA sequencing data from the ileum of mice generated in this study have been deposited in the GEO database under accession code GSE210876. The microarray data from the liver of mice generated in this study have been deposited in the GEO database under accession code GSE210517. The human metagenomic data generated in this study have been deposited in the DDBJ database under study accession code JGAS000574 and dataset code JGAD000700 [https://humandbs.biosciencedbc.jp/en/hum0371-v1]. To obtain data set in DDBJ, data users need to apply an application for Using NBDC Human Data to reach the Controlled-access Data, following the “Ethical Guidelines for Life Science and Medical Research Involving Human Subjects,” which is based on Japan’s Personal Information Protection Law. How to access is shown in the following URL; https://humandbs.biosciencedbc.jp/en/data-use. Source data are provided with this paper. Mouse genome MGSCv37/mm9 (for Whole exome sequencing), GRCm38/mm10 (for RNA sequencing), Greengenes (for 16 S metagenomics) were used for reference. Source data are provided with this paper.

# Supplementary material for: Gut insulin action protects from hepatocarcinogenesis in diabetic mice comorbid with nonalcoholic steatohepatitis
**Source:** Nat Commun. 2023 Oct 18;14:6584. doi: 10.1038/s41467-023-42334-y
**Supplement:** Supplementary file 1 — Supplementary Information

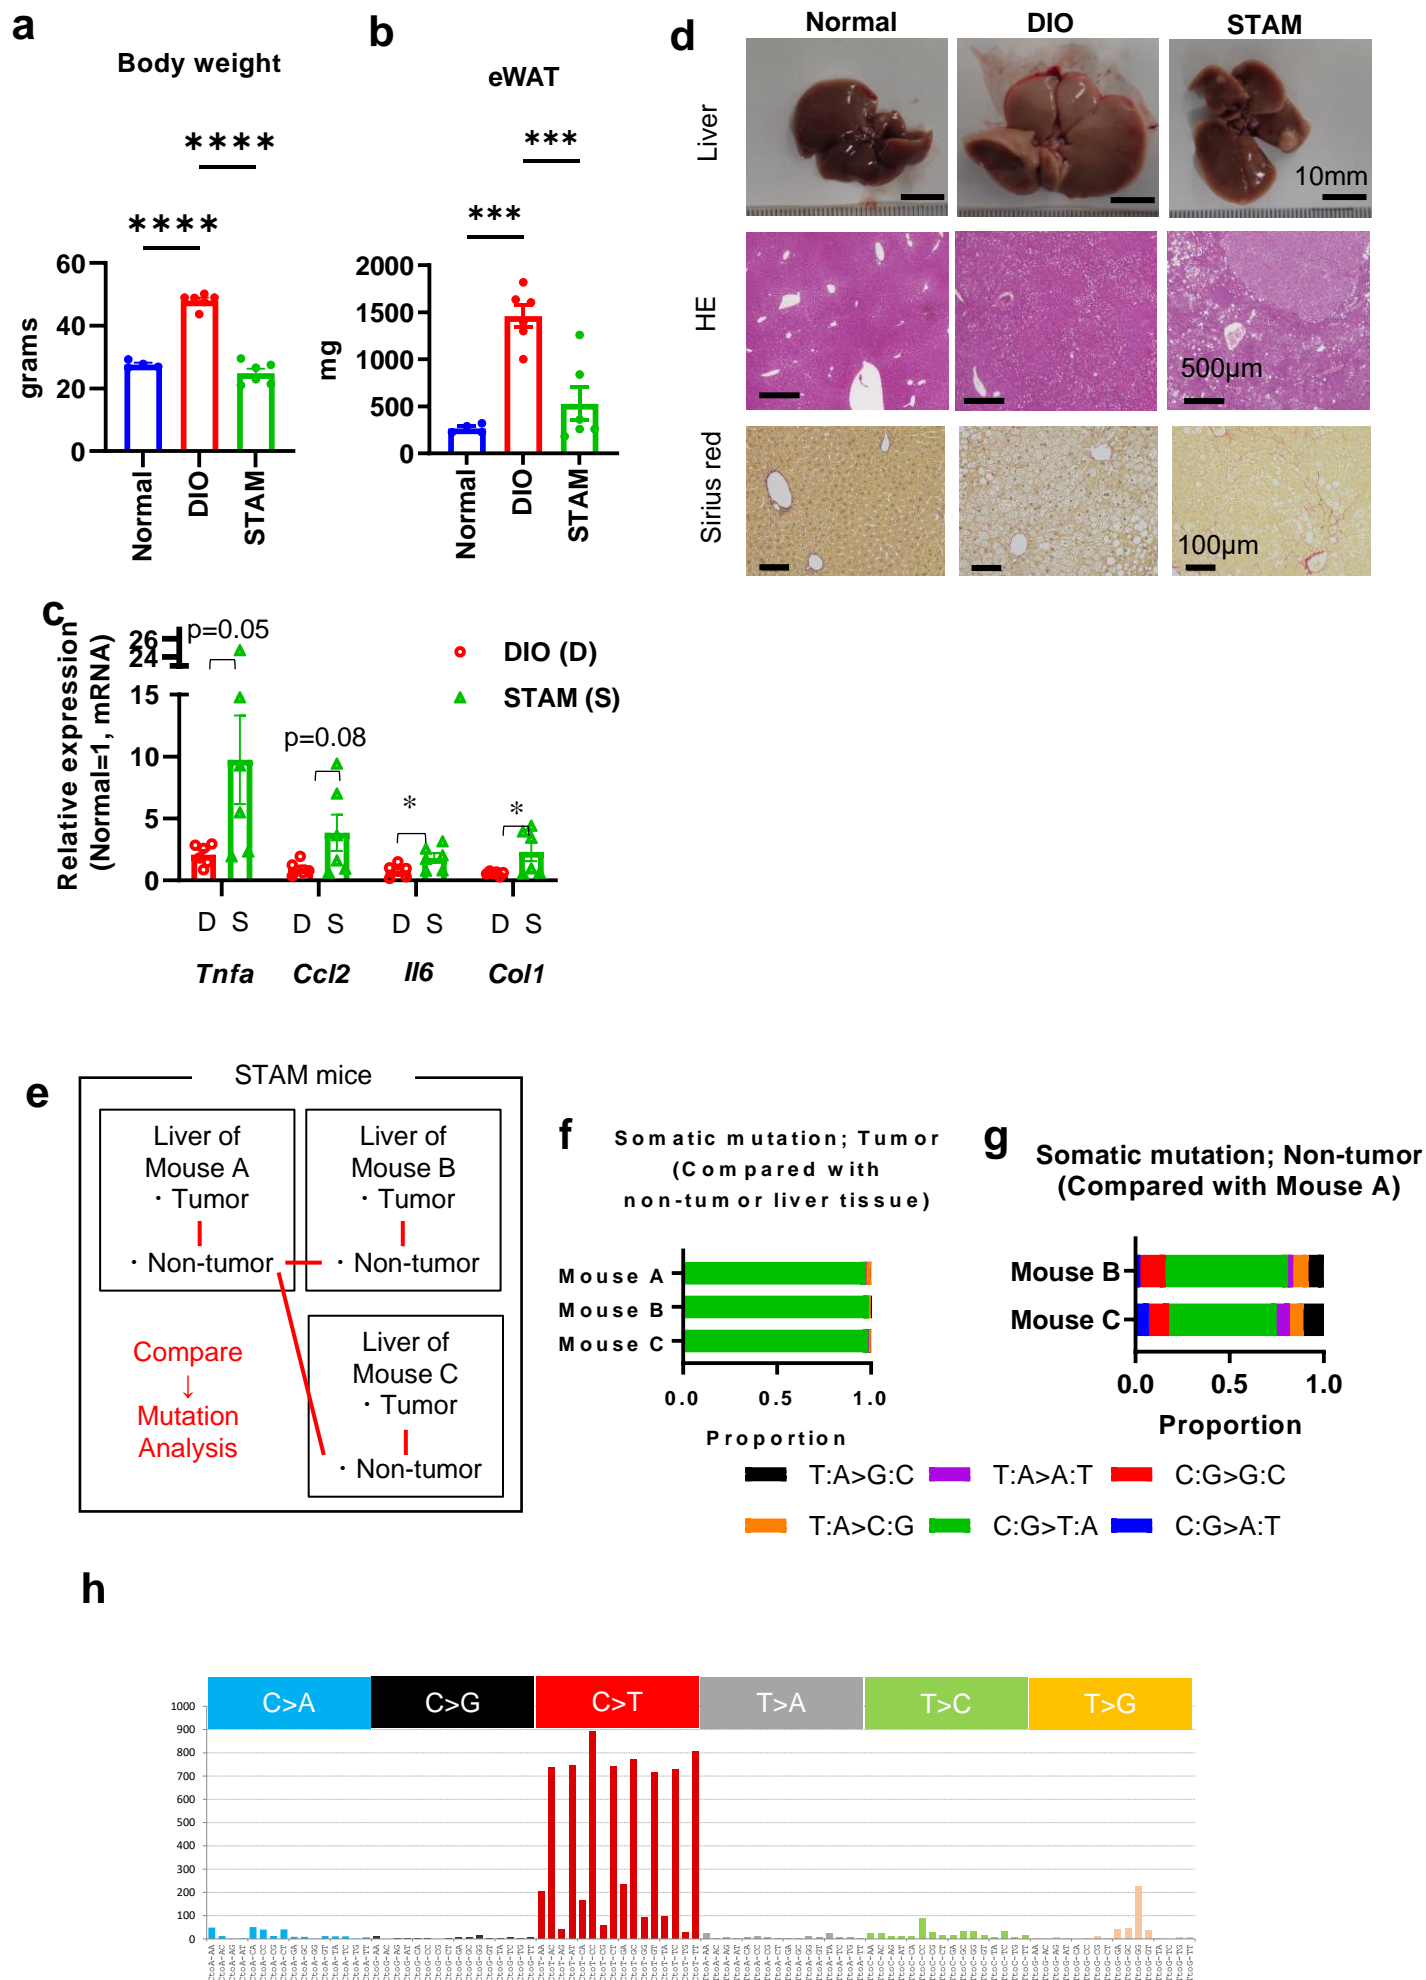

Supplementary Figure 1

**Supplementary Figure 1 Related to Figure 1** Hepatic characteristics of STAM mice.

The body weight (**a**), epididymal white adipose tissue (eWAT) mass (**b**), of normal lean mice (Normal, n = 4), diet induced obese mice (DIO, n = 6), and STAM mice (n = 6). \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , one-way ANOVA, with Dunnnett's multiple comparisons test (**a**, **b**). The relative expression level of *Tnf- $\alpha$* , *Ccl2*, *Il6*, and *Col1* determined by qPCR assay (**c**). The values are ratios to normal lean mice. DIO (n = 6) and STAM (n = 6), \* $P < 0.05$ , 2-sided unpaired t test (**c**). The representative macroscopic and microscopic appearance (HE staining, Sirius red staining) of normal, DIO, and STAM mice (**d**). The scale bar indicates 10 mm (macroscopic appearance), 500  $\mu\text{m}$  (HE staining), 100  $\mu\text{m}$  (Sirius red staining). Comparison of pairs to detect somatic mutations by whole exome sequence of liver tissue (**e**). The somatic mutation type of single nucleotide in tumor tissue (**f**) compared with non-tumor part of the same mouse. Somatic mutation type of single nucleotide in non-tumor liver tissue of mouse B and C compared with that in mouse A (**g**). A 96-pattern signature from whole genome sequence of tumor samples from mouse A. The signature in C to T-XX represents clearly mutations induced by alkylating agents including streptozotocin (**h**). Values of the data are expressed as mean  $\pm$  SEM (**a**, **b**, **c**). The exact P values are provided in **Supplementary Data 3**.

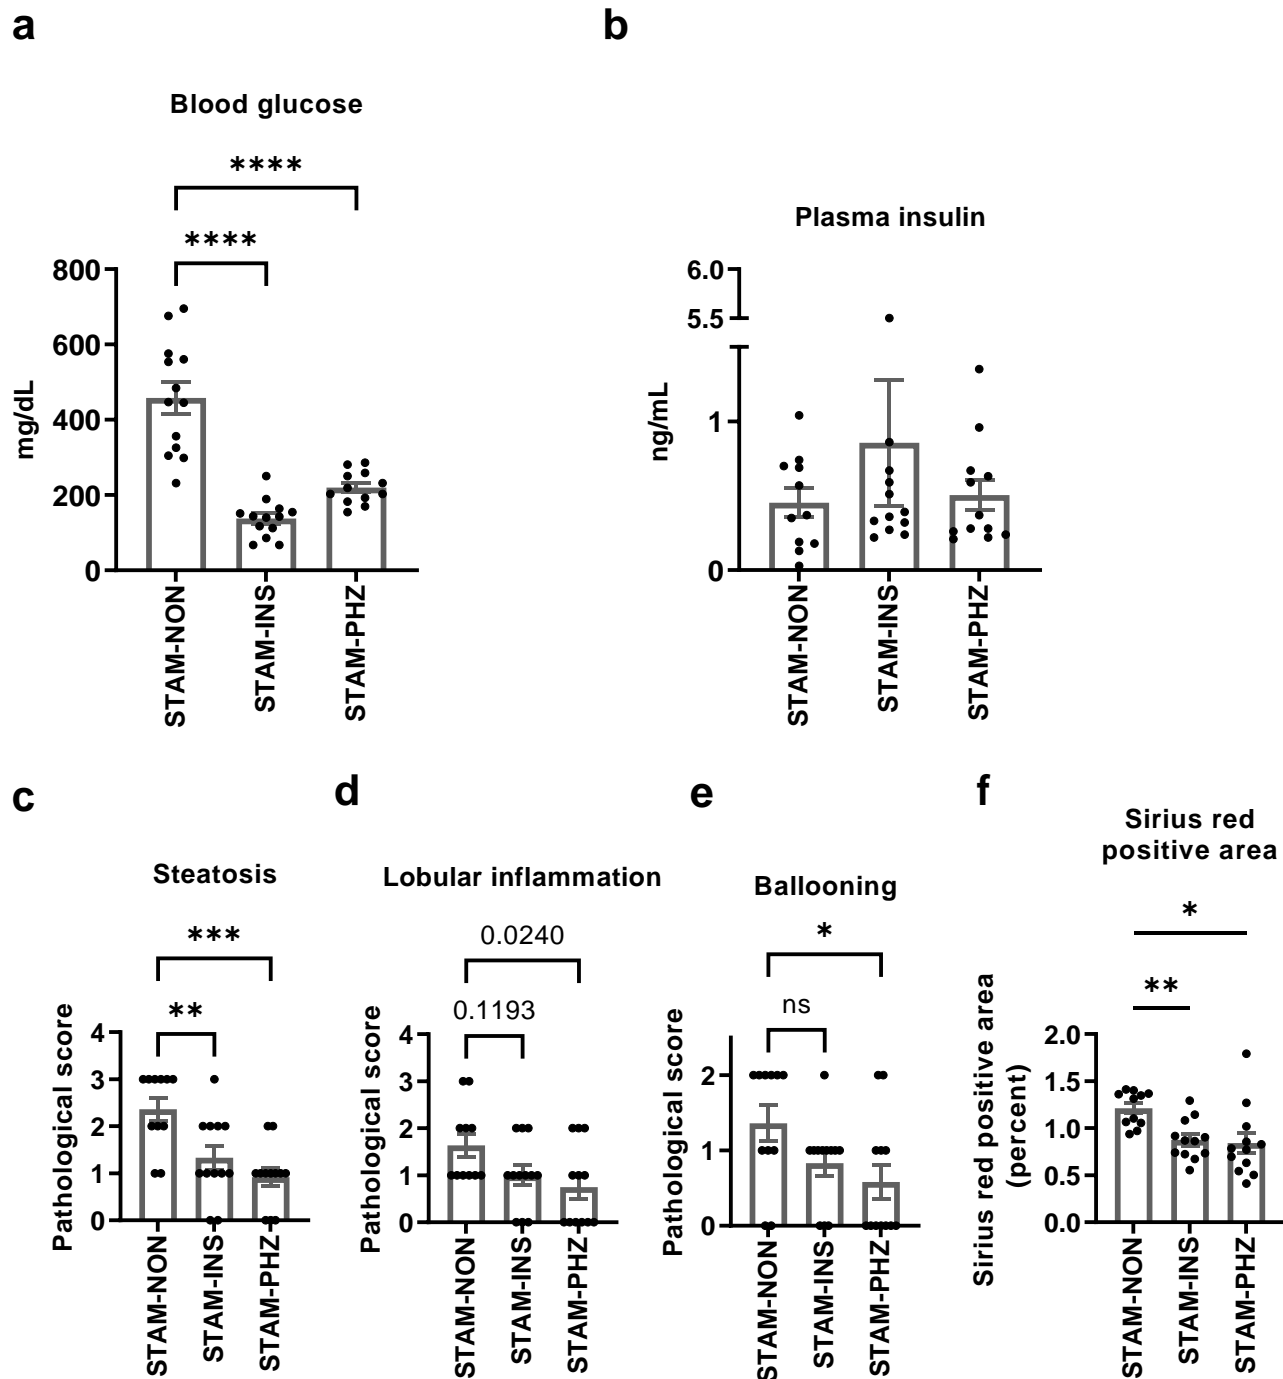

**Supplementary Figure 2 Related to Figure 2** Hepatic characteristics of treated STAM mice.

Blood glucose (a) of STAM mice untreated (STAM-NON, n=13) or treated with insulin glargine (STAM-INS, n=13) or phlorizin (STAM-PHZ, n=12) at 20 weeks of age (a). \*\*\*\* $P < 0.0001$ , one-way ANOVA, with Dunnett's multiple comparisons test, vs STAM-NON.

Plasma insulin (b), pathological grading of steatosis (c), lobular inflammation (d), ballooning (e), and percentage of Sirius red positive area (f) of STAM mice untreated (STAM-NON, n=11) or treated with insulin glargine (STAM-INS, n=12) or phlorizin (STAM-PHZ, n=12) at 20 weeks of age (b, c, d, e, f). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , one-way ANOVA, with Dunnett's multiple comparisons test, vs STAM-NON. 2 mice in STAM-NON group and a mouse in STAM-INS group died after the day of blood glucose assay. Values of the data are expressed as mean  $\pm$  SEM (a, b, c, d, e, f). The exact P values are provided in **Supplementary Data 3**.

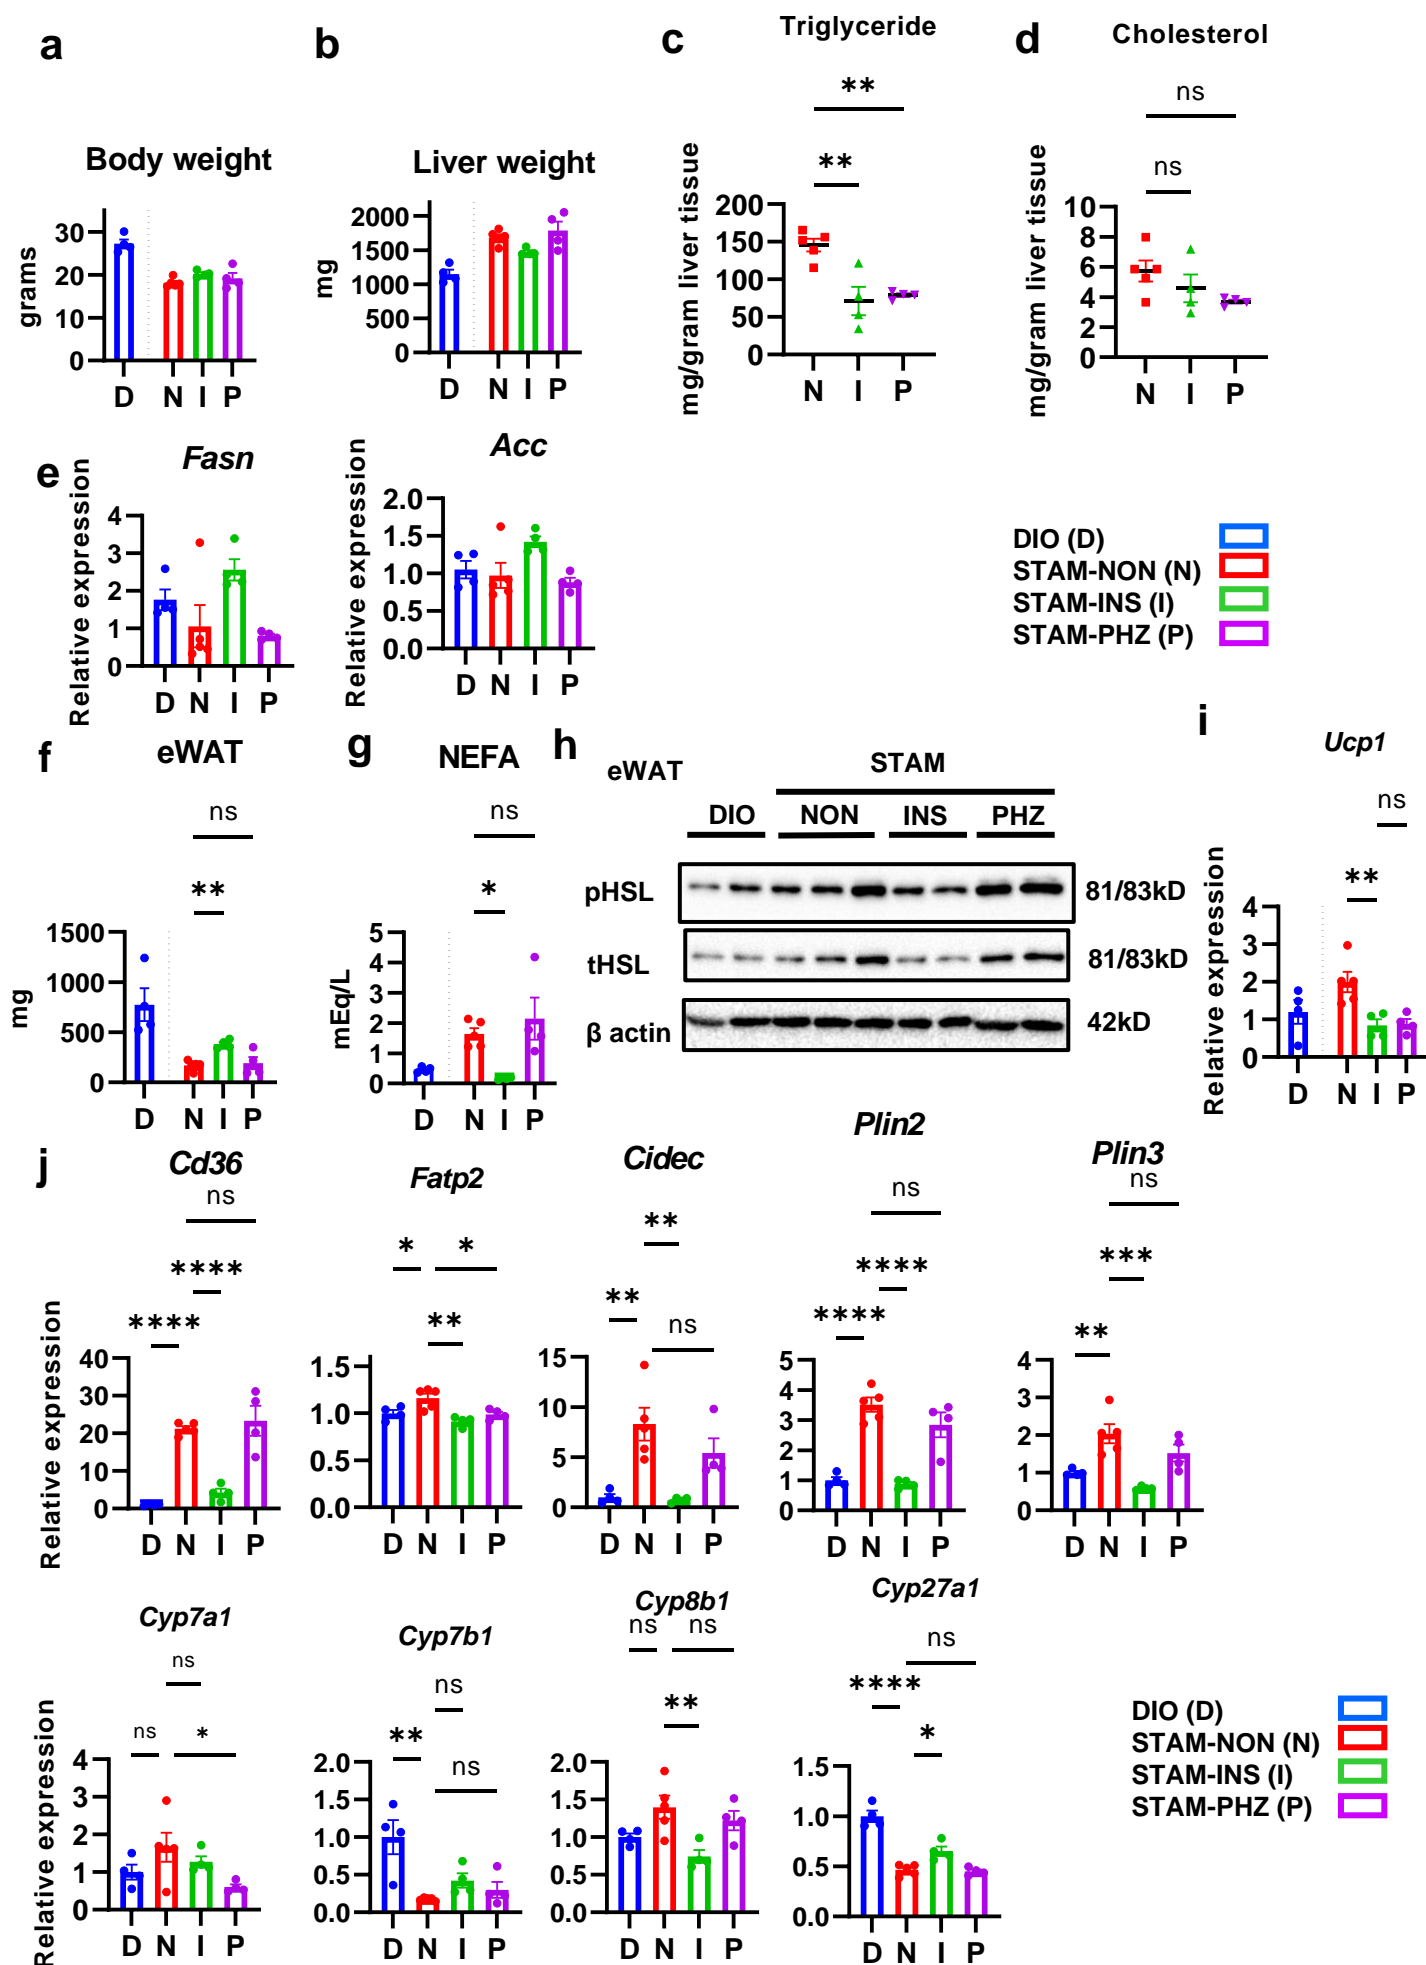

Supplementary Figure 3

**Supplementary Figure 3 Related to Figure 2** Characteristics relating to hepatic steatosis in insulin-treated STAM mice and PHZ-treated STAM mice. Body weight (**a**), liver weight (**b**), hepatic triglyceride (**c**), hepatic cholesterol (**d**) at 9 weeks of age. Relative mRNA expression level of *Fasn*, *Acc* (**e**). Relative expression values are expressed as ratio to normal lean mice. Epididymal white adipose tissue (eWAT) weight (**f**) and plasma NEFA level (**g**). DIO mice n = 4, untreated STAM mice (STAM-NON) n = 5, insulin-treated STAM mice (STAM-INS) n = 4, and PHZ-treated STAM mice (STAM-PHZ) n = 4 at 9 weeks of age. \*  $P < 0.05$ , \*\*  $P < 0.01$ , one-way ANOVA with Dunnett's multiple comparisons test vs STAM-NON with STAM-INS and STAM-PHZ (**a, b, c, d, e, f, g**). Western blotting by eWAT lysate of STAM mice at 9 weeks of age (**h**). The experiments were repeated independently at least twice. Anti-pHSL, anti-tHSL, anti- $\beta$ -actin antibodies were used as primary antibodies to detect each molecule. Relative expression level of *Ucp1* in eWAT (**i**), and relative expression of *Cidec*, *Plin2*, *Plin3*, *Cd36*, *Fatp2*, *Igf-1*, *Igf-1r*, *Cyp7a1*, *Cyp7b1*, *Cyp8ba*, *Cyp27a1* in liver (**j**), of DIO mice n = 4, STAM-NON n = 5, STAM-INS n = 4, and STAM-PHZ n = 4 at 9 weeks of age. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ , one-way ANOVA with Dunnett's multiple comparisons test vs STAM-NON, with STAM-INS and STAM-PHZ (**i**), or with DIO, STAM-INS and STAM-PHZ (**j**). Values of the data are expressed as mean  $\pm$  SEM (**a, b, d, c, e, f, g, i, j**). The exact P values are provided in **Supplementary Data 3**.

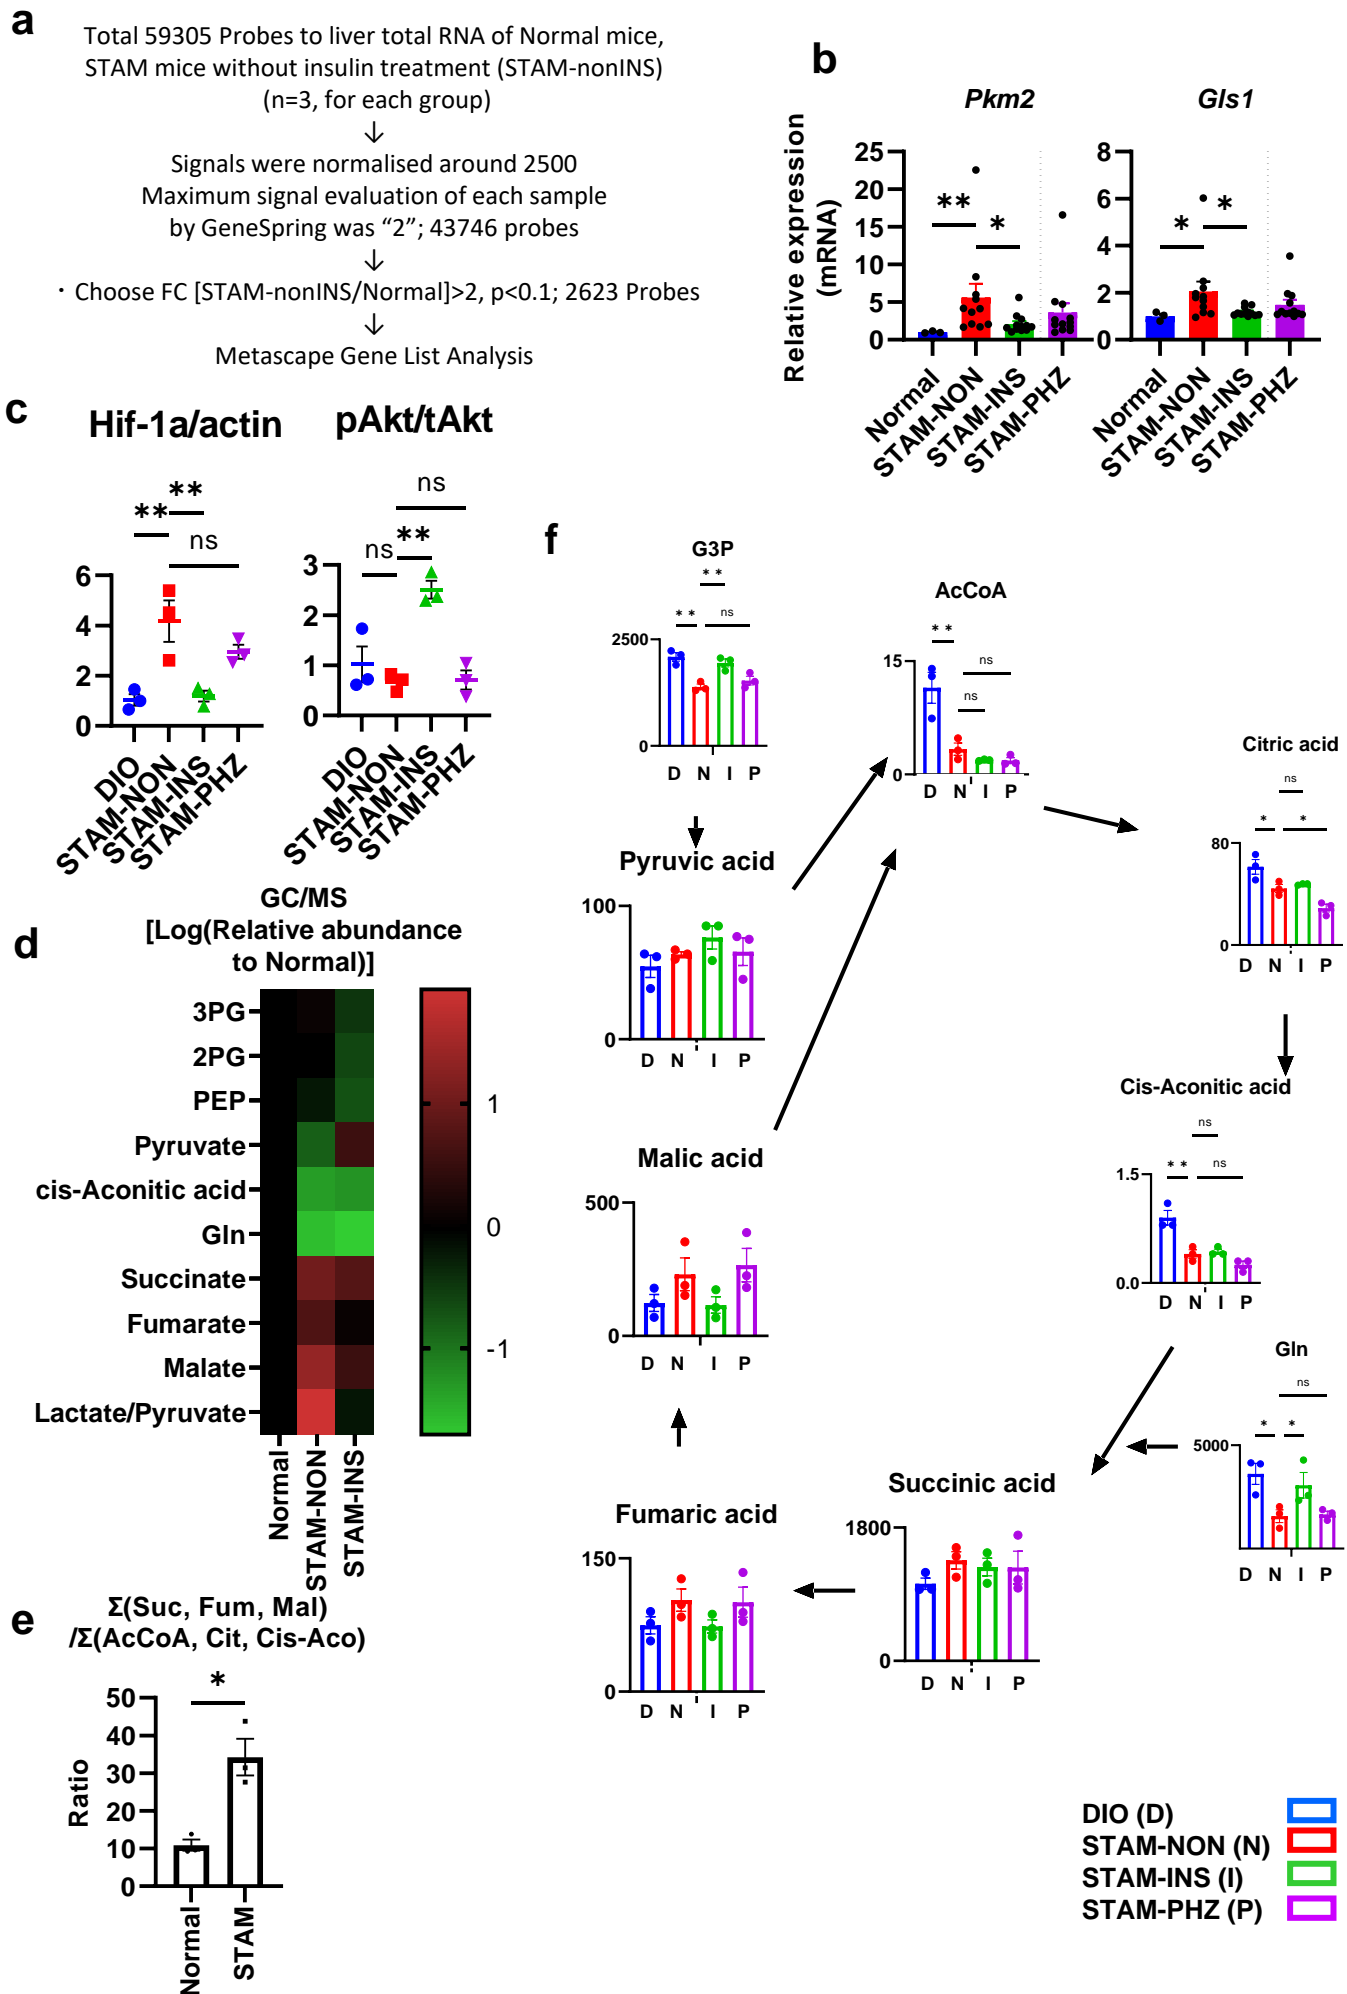

Supplementary Figure 4

**Supplementary Figure 4 Related to Figure 3** Characteristics relating to hepatic metabolomic changes in insulin-treated STAM mice.

The process of gene ontology analysis by the list of upregulated genes in STAM mice in microarray analysis (a). Relative expression level of *Pkm2*, *Gls1* in 20-week-old STAM mice liver (b). Normal (n = 3), non-treated STAM mice (STAM-NON, n = 11), insulin-treated STAM mice (STAM-INS, n = 12), and phlorizin-treated STAM mice (STAM-PHZ, n = 12), \**P* < 0.05, \*\**P* < 0.01, one-way ANOVA, with Dunnett's multiple comparisons test in Normal, STAM-NON, STAM-INS (b). Quantified densitometric analysis of Hif-1α and pAkt for Fig.3b, normalized by actin and tAkt, respectively (c). n = 3, \*\**P* < 0.01, \**P* < 0.05, Dunnett's multiple comparisons test (c). CE-TOF/MS analysis of the members of the glycolysis pathway and the TCA cycle. Heat map is generated from logarithm of relative abundance ratio to normal mice (d). The ratio of the sum of the latter half (succinate, fumarate, malate) to that of the former half (acetyl CoA, citrate, cis-aconitic acid) of TCA cycle of 20-week-old STAM mice (e). n = 3, \**P* < 0.05, 2-sided unpaired t-test (e). Hepatic accumulation of members in the glycolysis pathway and the TCA cycle. The amount of glyceraldehyde-3-phosphate (G3P), pyruvic acid, acetyl CoA, citric acid, cis-aconitic acid, glutamine (Gln), 2-HG, succinic acid, fumaric acid and malic acid were determined by CE-TOF/MS using liver tissue of 9-week-old STAM mice (f). DIO mice n = 3, STAM-NON n = 3, STAM-INS n = 3, and STAM-PHZ n = 3 at 9 weeks of age. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, one-way ANOVA, with Dunnett's multiple comparisons test (except for Gln) and Two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli (Gln). Values of the data are expressed as mean ± SEM (b, c, e, f). The exact P values are provided in **Supplementary Data 3**.

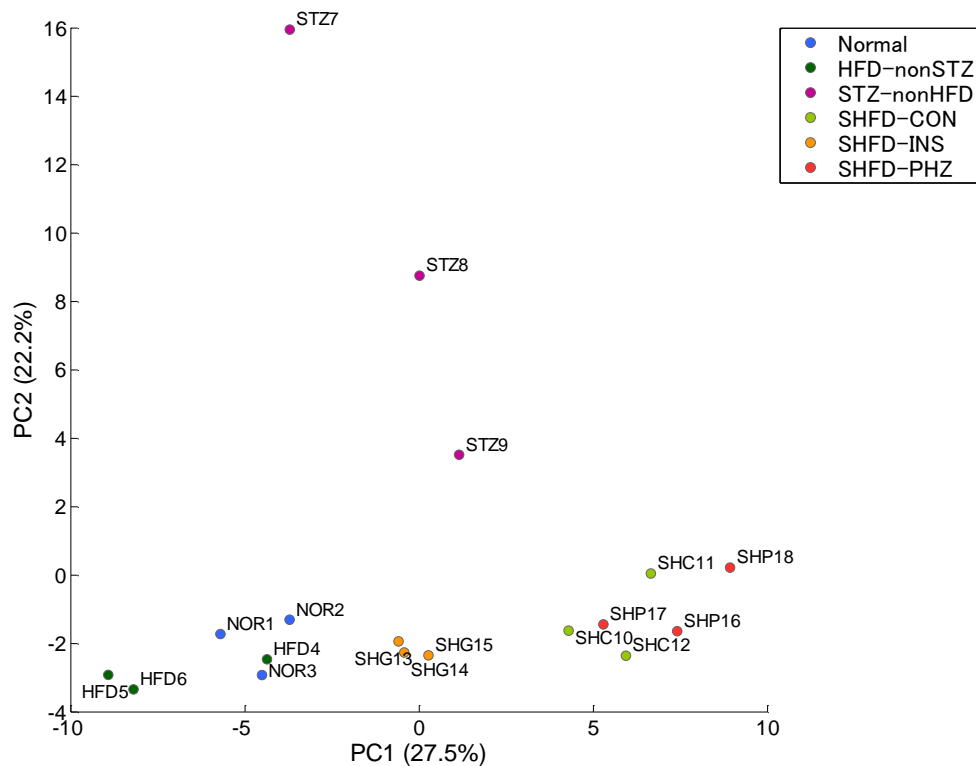

**Supplementary Figure 5, Related to Figure 3** Primary component analysis from CE-TOF/MS analysis in liver of STAM mice with insulin or phlorizin treatment.

Primary component analysis was conducted by the software invented by human metabolome technologies. The liver tissue samples from mice in their 9 weeks of age were under analysis. SHFD-CON, for control STAM mice. SHFD-INS, for STAM mice with insulin treatment. SHFD-PHZ, for STAM mice with phlorizin treatment. The following groups were also included in the analysis along with drug treatment to evaluate the influence of feeding and streptozotocin (STZ) treatment in this model mice. Normal, for mice fed with normal chow. HFD-nonSTZ, for mice fed with high fat diet (HFD) and without treatment of STZ on birth. STZ-nonHFD, for mice fed with normal chow and treated with STZ on birth. Each group includes 3 samples. The exact P values are provided in **Supplementary Data 3**.

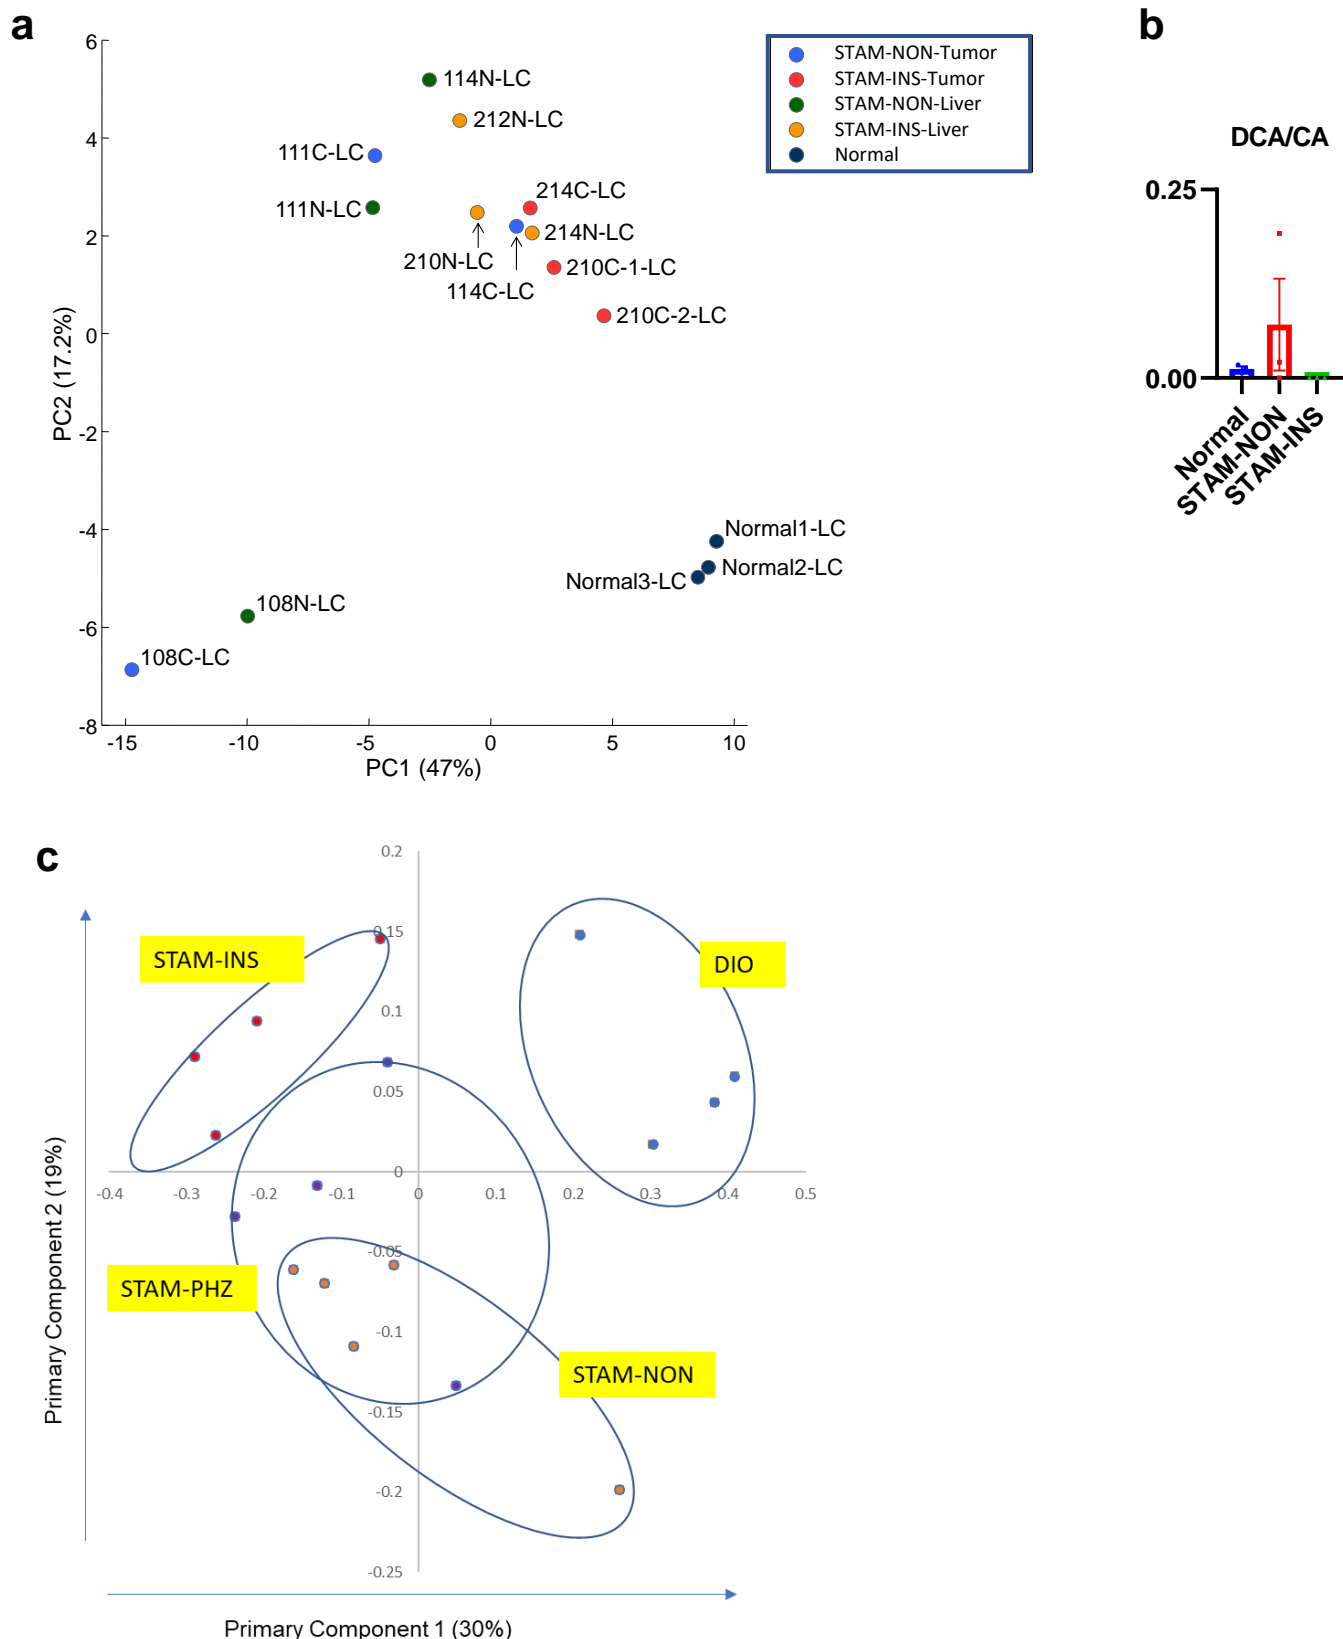

**Supplementary Figure 6, Related to Figure 4** Characteristics relating to hepatic metabolomic and fecal metagenomic changes in insulin-treated STAM mice.

Primary component analysis from LC-MS analysis was conducted by the software invented by human metabolome technologies. LC-MS analysis was conducted from tumor or non-tumor liver sample of 20-week-old STAM mice. STAM-NON-Tumor, for tumor samples from STAM mice without treatment. STAM-INS-Tumor, for tumor samples from insulin-treated STAM mice. STAM-NON-Liver, for non-tumor liver tissue from STAM mice without treatment. STAM-INS-Liver, for non-tumor liver tissue from insulin-treated STAM mice. Normal, for normal-chow-fed mice without STZ-treatment on birth. (a) Each group includes 3 samples.

The ratio of deoxycholic acid (DCA) to cholic acid (CA) in liver (b). Values of the data are expressed as mean  $\pm$  SEM (b).

Primary component analysis (PCoA) of 16S metagenomics in 9-week-old STAM mice (c). DIO mice  $n = 4$ , non-treated STAM mice (STAM-NON)  $n = 5$ , insulin-treated STAM mice (STAM-INS)  $n = 4$ , and PHZ-treated STAM mice (STAM-PHZ)  $n = 4$  at 9 weeks of age. Values of the data are expressed as mean  $\pm$  SEM. The exact P values are provided in **Supplementary Data 3**.

## Supplementary Figure 6

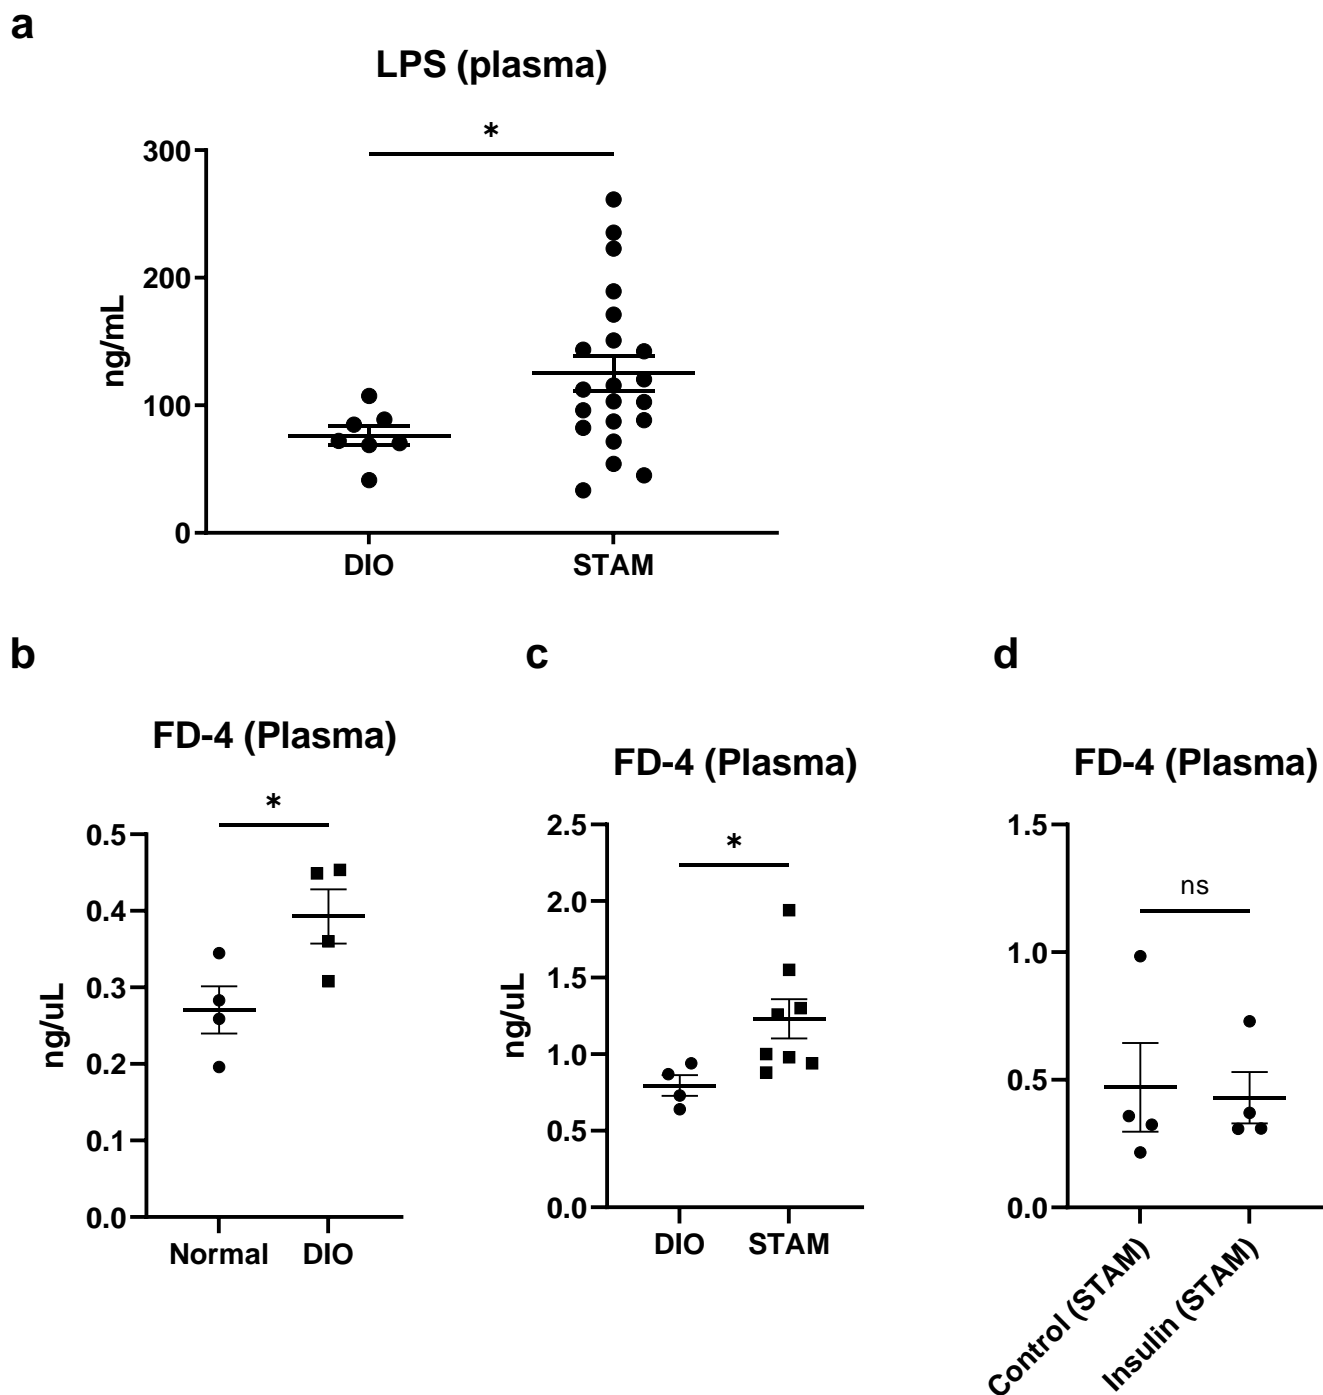

**Supplementary Figure 7, Related to Figure 4** Physical barrier dysfunction in STAM mice.

Lipopolysaccharide (LPS) concentration in plasma (a). DIO mice (n = 7), STAM mice (n = 21). The concentration of fluorescein isothiocyanate–dextran – 4kDa (FD-4) in plasma. The comparison was conducted between normal mice (n = 4) and diet-induced-obese (DIO) mice (n = 4) (b), between DIO mice (n = 4) and STAM mice (n = 8) (c), and between STAM mice without treatment (n = 4) and insulin-treated STAM mice (n = 4) (d). Values of the data are expressed as mean  $\pm$  SEM (a, b, c, d). \*  $P < 0.05$ , 2-sided Mann-Whitney's u test (a), and 2-sided unpaired t test (b, c, d). The exact P values are provided in **Supplementary Data 3**.

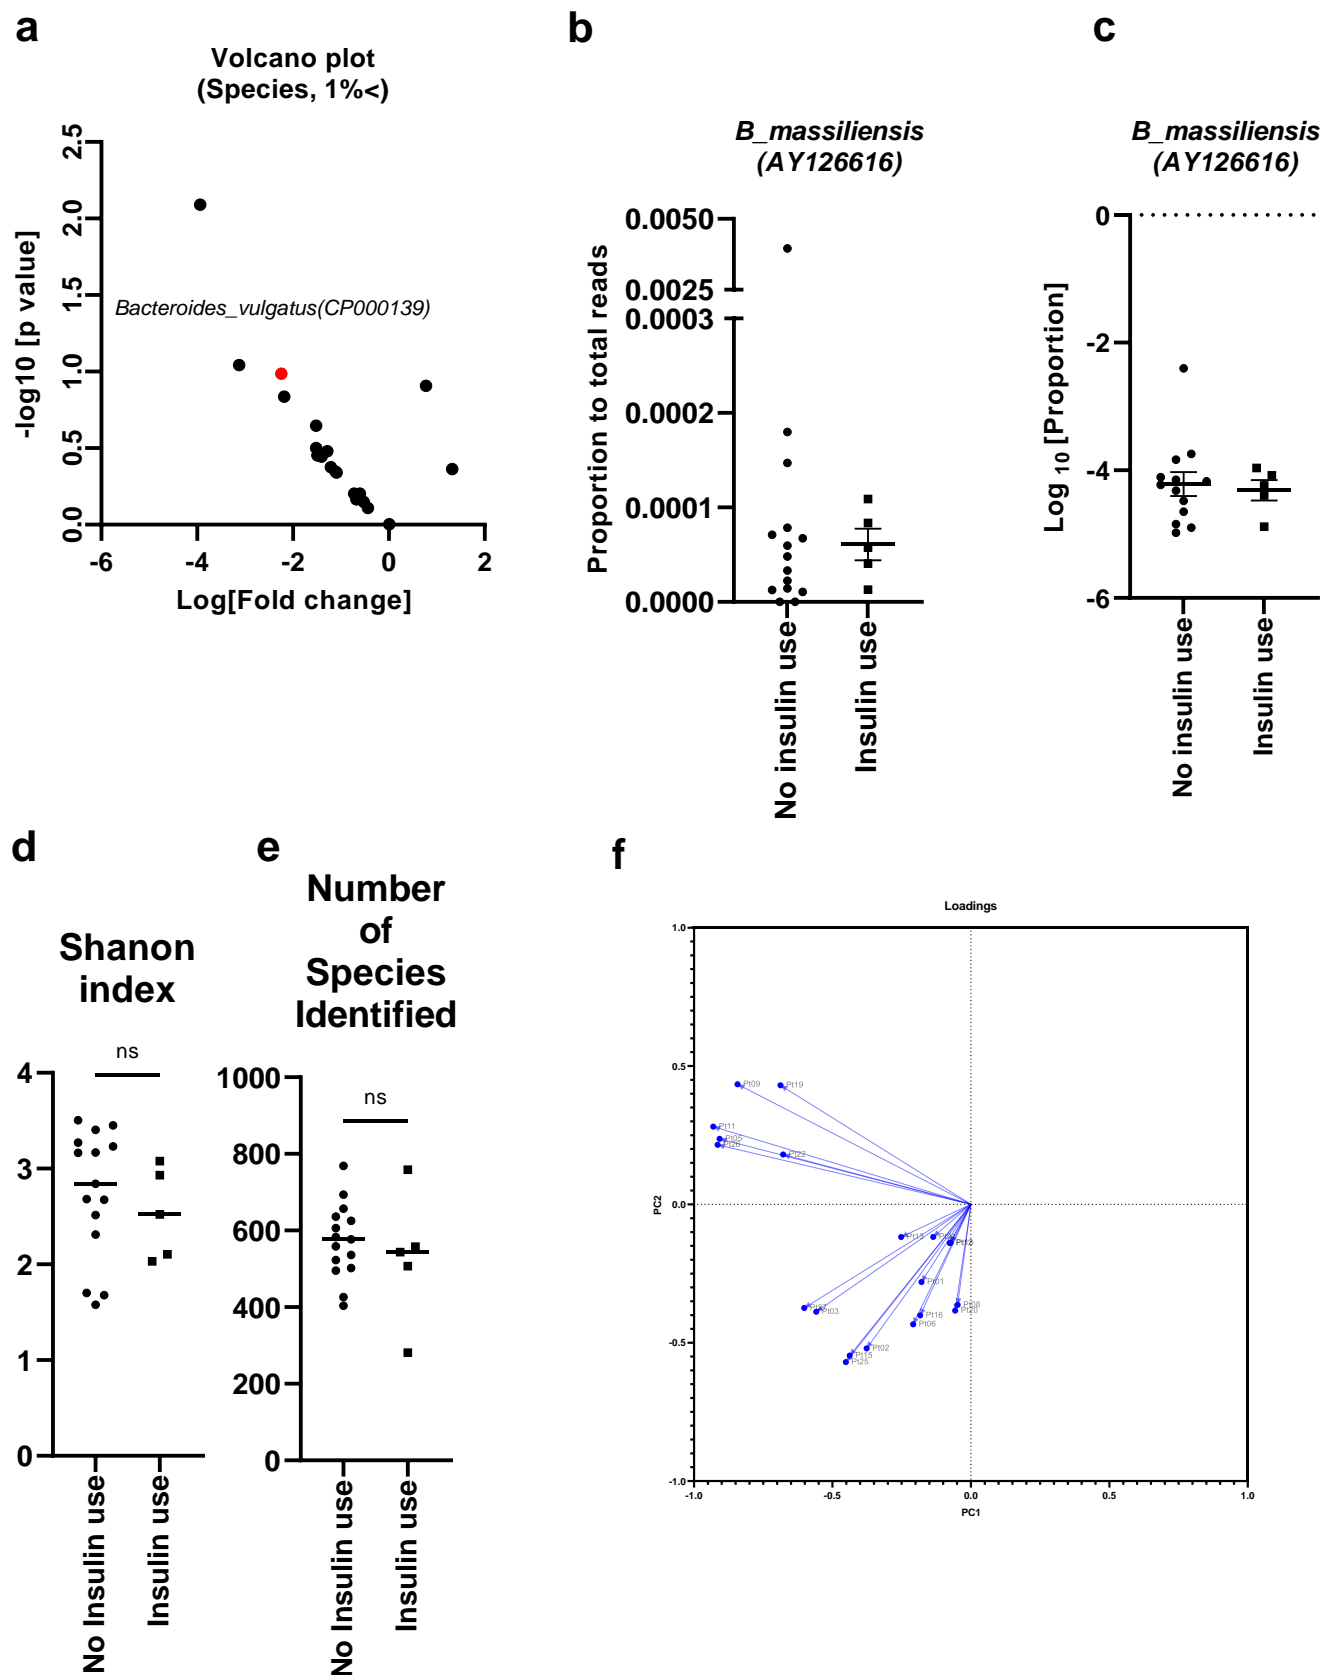

**Supplementary Figure 8, Related to Figure 5** 16S metagenomic signature alteration by insulin use in NASH patients with diabetes

Volcano plot of proportion to total reads of fold change by insulin treatment and *P* value by ANCOM-BC2 test between two groups (a). Species shown here are selected by average proportion over 1% in total reads in the group without insulin treatment. (See also **Supplementary Table 7.**)

Proportion of *Bacteroides massiliensis* (AY126616) (b) in non-insulin-treated (no insulin use, *n* = 15) and insulin-treated NASH patients (insulin use, *n* = 5). The logarithm 10 of proportion of *Bacteroides massiliensis* (AY126616) (c) in non-insulin-treated (no insulin use, *n* = 13) and insulin-treated NASH patients (insulin use, *n* = 5). 2 samples in non-insulin-treated group were excluded because of no detection of this bacterium by this method. Values of the data are expressed as mean  $\pm$  SEM (b, c).

Shannon index (d), the number of identified species (e), and loading data from primary component analysis (f) in non-insulin-treated (no insulin use, *n* = 15) and insulin-treated NASH patients (insulin use, *n* = 5), compared by 2-sided unpaired *t* test. Values of the data are expressed as mean  $\pm$  SEM (b, c). Source data are provided as a **Supplementary Data 3.**

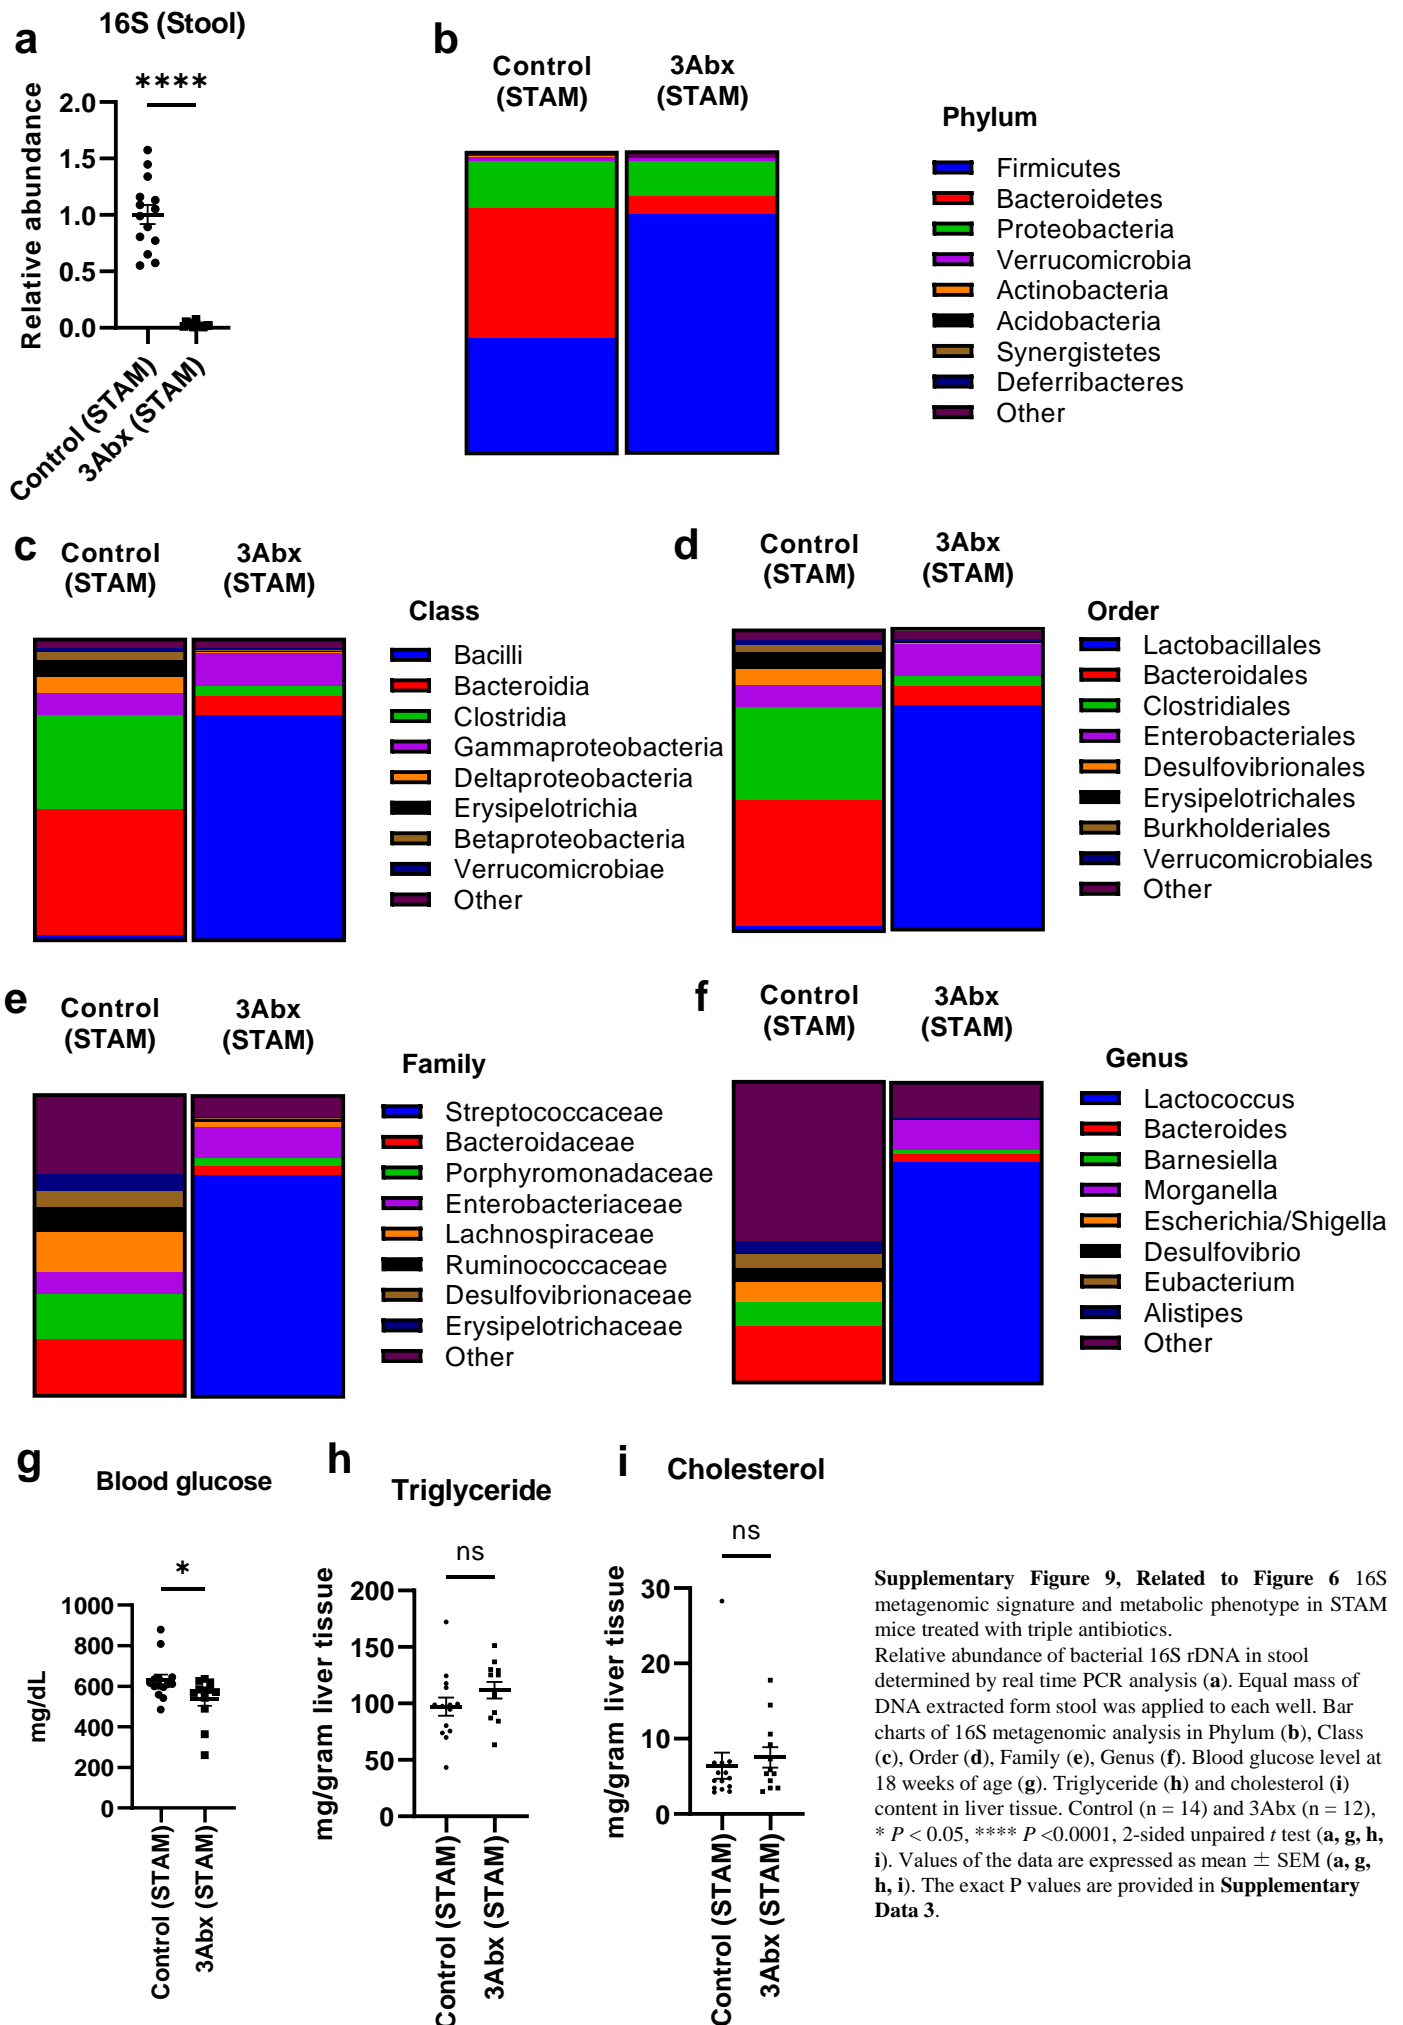

Supplementary Figure 9

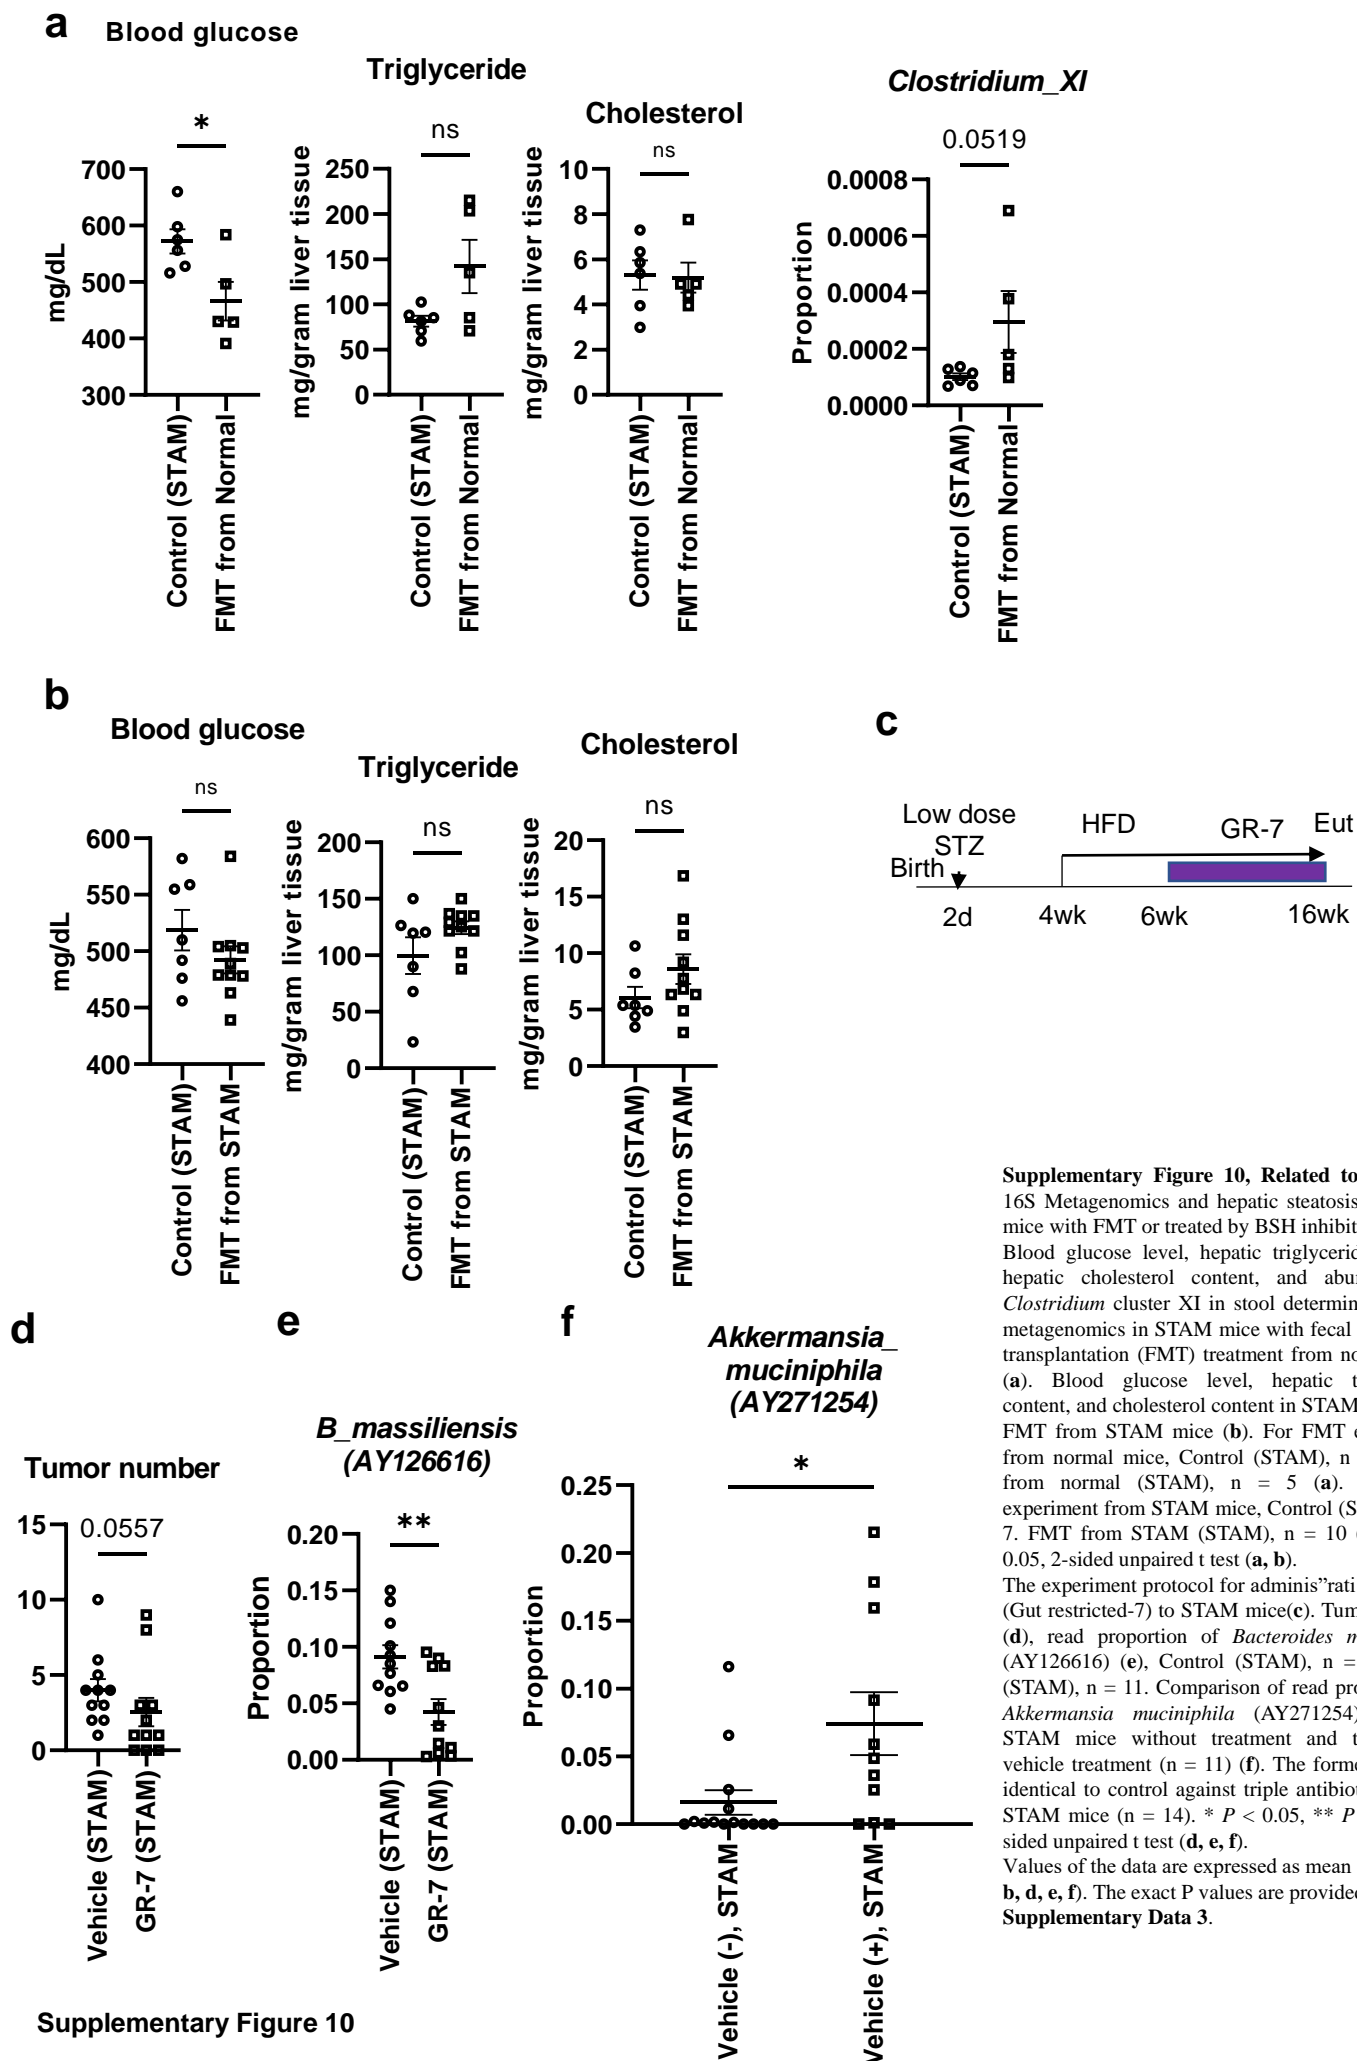

**Supplementary Figure 10, Related to Figure 6**

16S Metagenomics and hepatic steatosis in STAM mice with FMT or treated by BSH inhibitor, GR-7. Blood glucose level, hepatic triglyceride content, hepatic cholesterol content, and abundance of *Clostridium* cluster XI in stool determined by 16S metagenomics in STAM mice with fecal microbiota transplantation (FMT) treatment from normal mice (a). Blood glucose level, hepatic triglyceride content, and cholesterol content in STAM mice with FMT from STAM mice (b). For FMT experiment from normal mice, Control (STAM), n = 6. FMT from normal (STAM), n = 5 (a). For FMT experiment from STAM mice, Control (STAM), n = 7. FMT from STAM (STAM), n = 10 (b). \*  $P < 0.05$ , 2-sided unpaired t test (a, b).

The experiment protocol for administration of GR-7 (Gut restricted-7) to STAM mice (c). Tumor number (d), read proportion of *Bacteroides massiliensis* (AY126616) (e), Control (STAM), n = 11, GR-7 (STAM), n = 11. Comparison of read proportion of *Akkermansia muciniphila* (AY271254) between STAM mice without treatment and those with vehicle treatment (n = 11) (f). The former group is identical to control against triple antibiotics-treated STAM mice (n = 14). \*  $P < 0.05$ , \*\*  $P < 0.01$ , 2-sided unpaired t test (d, e, f). Values of the data are expressed as mean  $\pm$  SEM (a, b, d, e, f). The exact P values are provided in Supplementary Data 3.

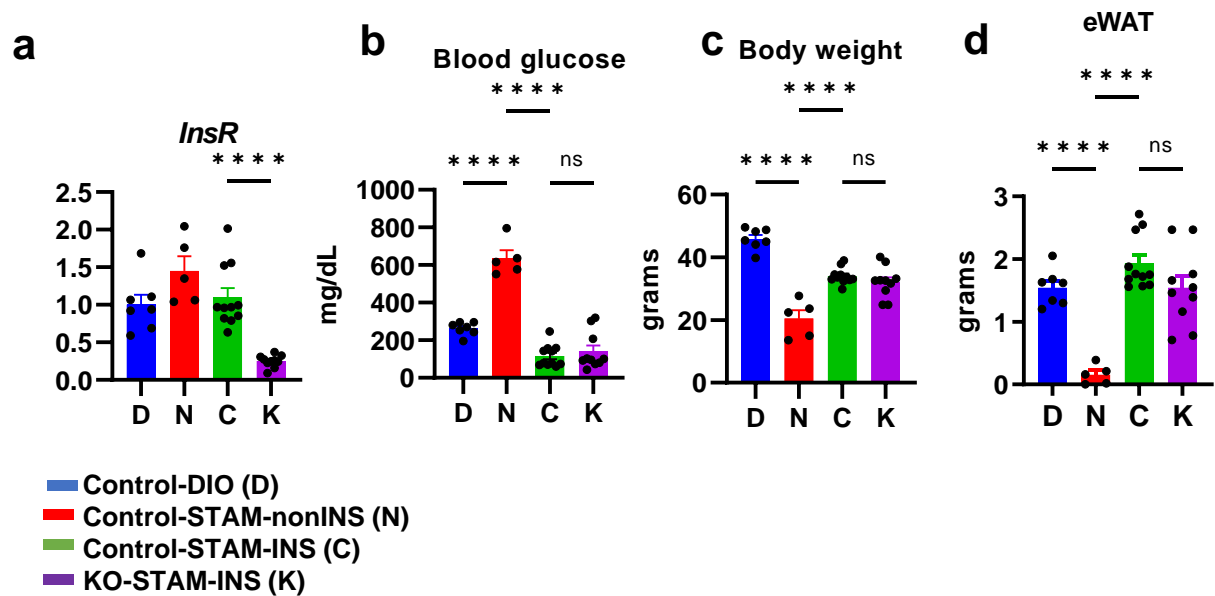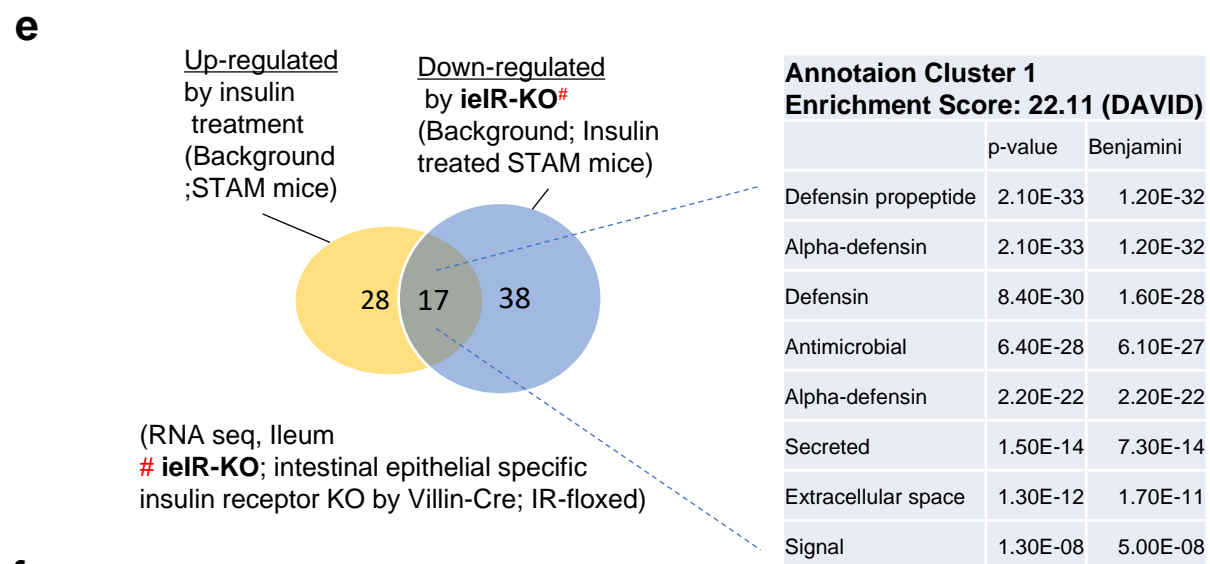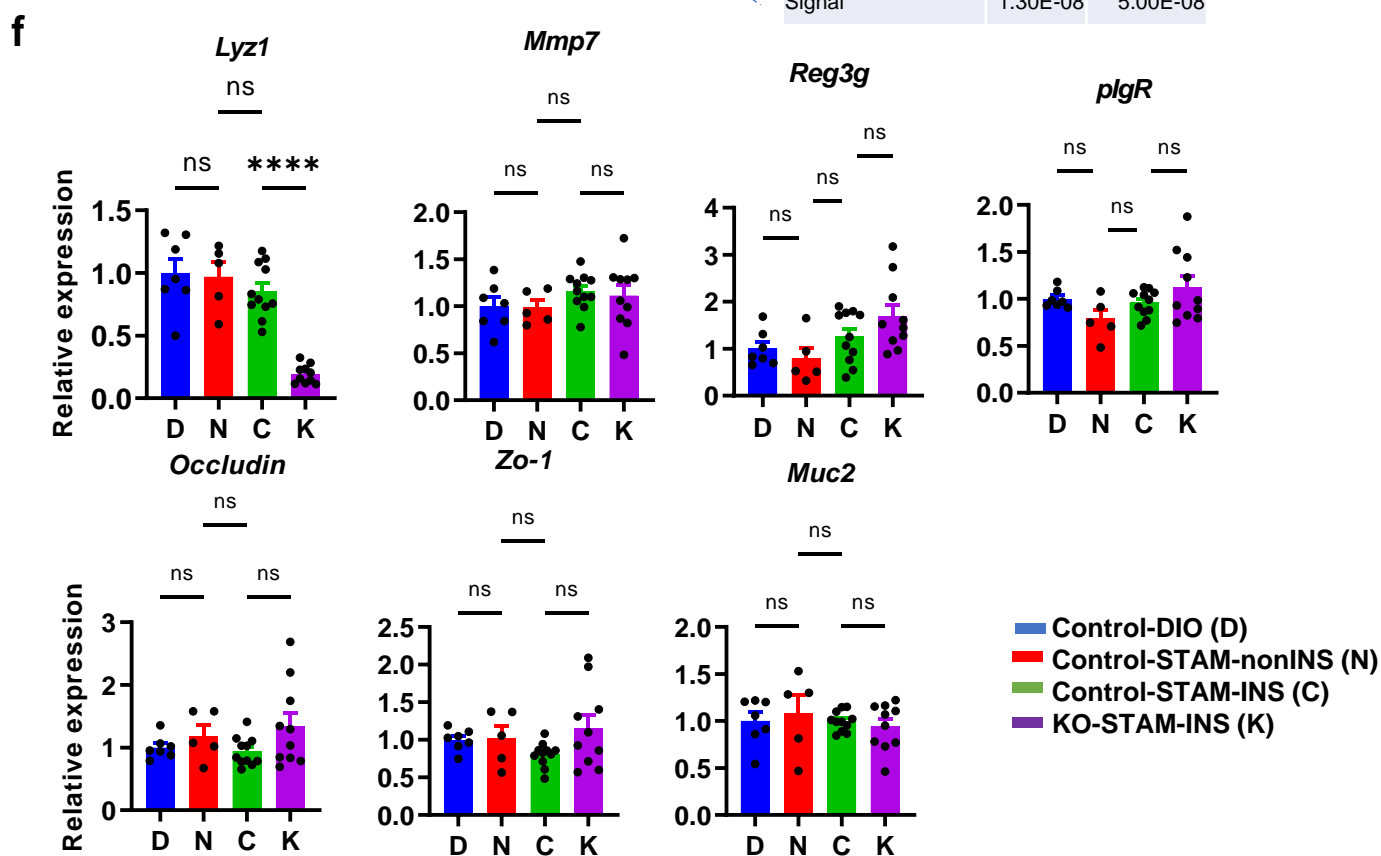

Supplementary Figure 11

**Supplementary Figure 11, Related to Figure 7** Gross phenotype and ileal phenotype of insulin-treated ieIRKO-STAM mice.

Ileal relative mRNA expression of *InsR* (a), blood glucose (b), body weight (c), eWAT weight (d) of 20-week-old, insulin-treated ieIRKO-STAM mice. Control-DIO n = 7, non-insulin-treated control STAM mice (Control-STAM-nonINS) n = 5, insulin-treated control STAM mice (Control-STAM-INS) n = 11, insulin-treated intestinal epithelial insulin receptor knock out mice (ieIRKO-STAM-INS) n = 10. \*\*\*\* $P < 0.0001$ , qPCR analysis with one-way ANOVA, Šidák's multiple comparisons test between adjacent two groups.

Venn diagram of RNA sequence analysis in ileal whole wall of each group (e). Yellow circle contains genes significantly up-regulated by insulin treatment in STAM mice, and blue circle contains genes significantly down-regulated by intestinal epithelial insulin receptor knock-out in insulin-treated STAM mice (Control-STAM-nonINS n = 4, Control-STAM-INS n = 6 vs ieIRKO-STAM-INS n = 6, threshold FC, 2 and 0.5, respectively, FDR  $P$  value,  $< 0.05$ ; max group mean read number,  $> 300$ ) (e). 

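With these thresholds applied to edgeR's results, 13 genes were higher with insulin and 18 were lower in ieIRKO-STAM-INS than in Control-STAM-INS. The largest group mean was taken over the groups compared, in counts as deposited. One gene, Itln1, was in both lists, with a log2 fold change of 1.39 with insulin (standard error 0.29, adjusted p = 0.00615 from edgeR) and -1.36 in ieIRKO-STAM-INS (standard error 0.25, adjusted p = 0.0234 from edgeR). It lies on chromosome 1 from 171518122 to 171535294 and encodes an intelectin. Its level was 327 ± 163 CPM (SD, n = 4) in Control-STAM-nonINS, 854 ± 157 (SD, n = 6) in Control-STAM-INS and 334 ± 67.2 (SD, n = 6) in ieIRKO-STAM-INS. Alpha-defensins, counted by symbol, made up 11 of the 18 genes lower in ieIRKO-STAM-INS and 0 of the 13 genes higher with insulin. The rise of each with insulin was less than the fold change of 2. Gm14851, Gm7861 and AY761184, which lie within the alpha-defensin cluster, were also among the 18 but were not counted. Of the 8002 genes with a largest group mean over 300, 17 were alpha-defensins, and 0 of them were in both lists. Without Control-STAM-nonINS replicate 2, 31 genes were higher with insulin and 5 were in both lists. In 8 of the 16 fits that each left out one library, 0 genes were in both lists, and this was also so without a filter and with replicate numbers as a block. With an adjusted p under 0.05 alone, 17 genes were in both lists, and 11 of these were alpha-defensins by symbol. Gm14851, Gm15292, Gm7861 and AY761184 were also among the 17.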

Enrichment analysis performed by DAVID software (e, right). Ileal relative mRNA expression of *Lyz1*, *Mmp7*, *Reg3g*, *pIgR*, *Occludin*, *Zo1*, and *Muc2* (f). Control-DIO n = 7, Control-STAM-nonINS n = 5, Control-STAM-INS n = 11 vs ieIRKO-STAM-INS n = 10, \*\*\*\* $P < 0.0001$ , qPCR analysis with one-way ANOVA, Šidák's multiple comparisons test between adjacent two groups (f). Values of the data are expressed as mean  $\pm$  SEM (a, b, c, d, f). The exact  $P$  values are provided in **Supplementary Data 3**.

**a**

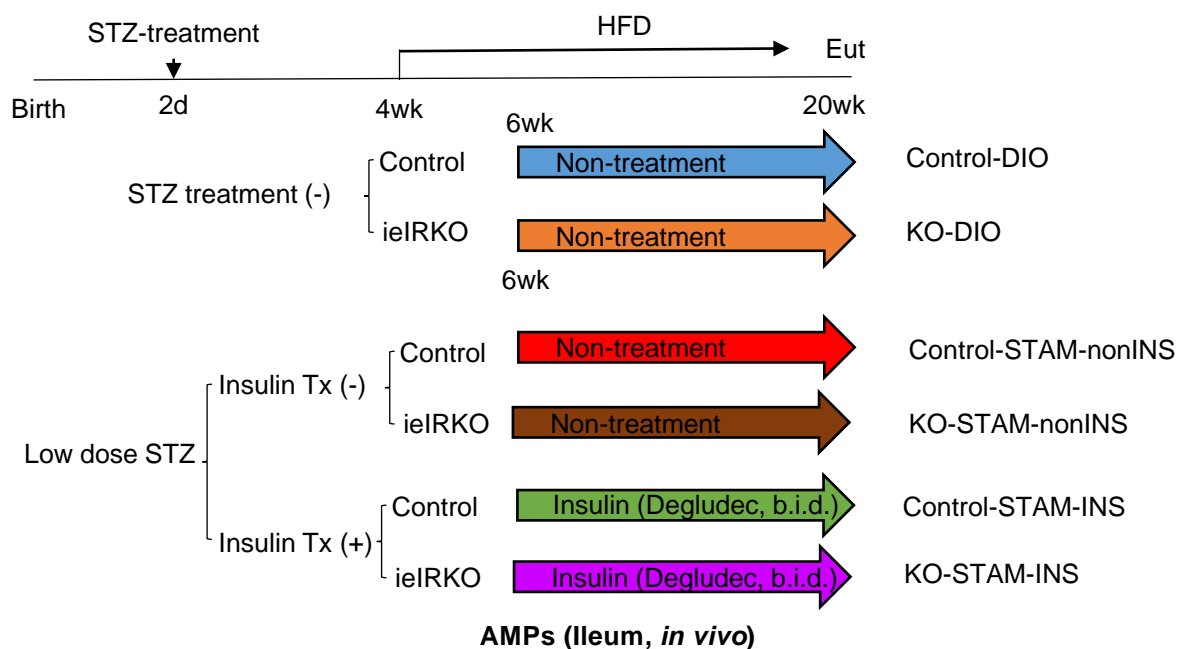

**b**

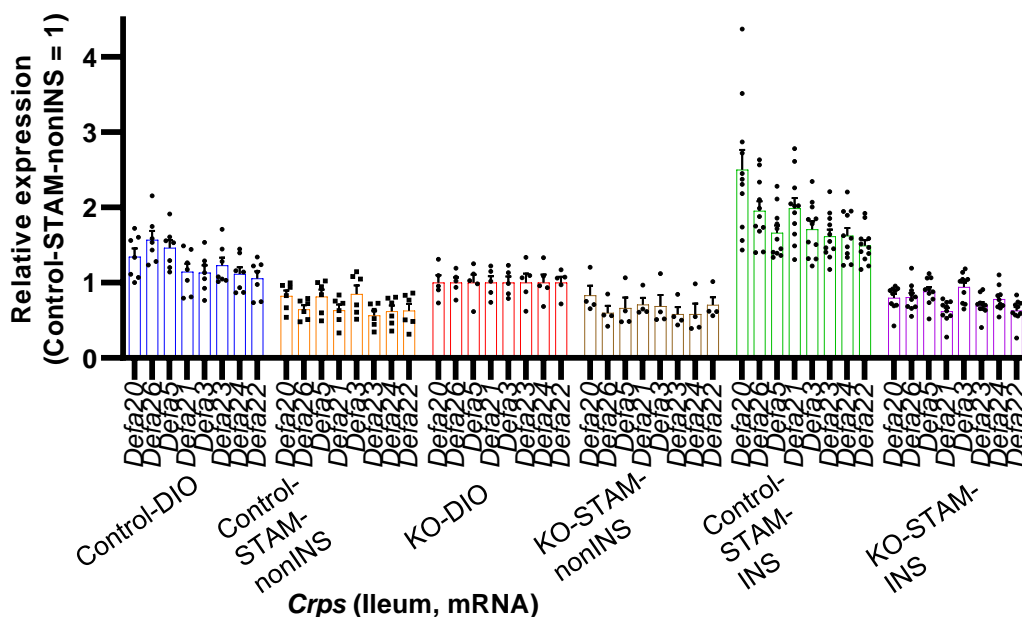

**c**

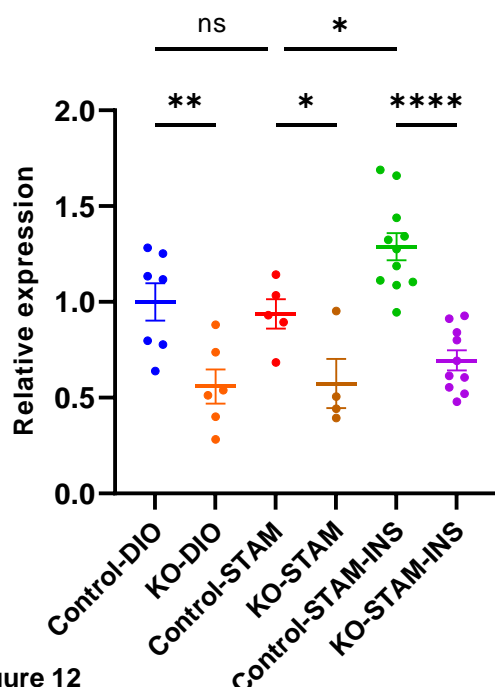

**Supplementary Figure 12, Related to Figure 7** The expression level of antimicrobial peptides (AMPs) in ileum in ieIRKO mice in three conditions. Comparison of expression level between intestinal epithelial insulin receptor knock out mice (ieIRKO) and control mice in the following conditions, DIO, STAM without treatment, insulin-treated STAM (a). Target genes are *Defa 3*, *Defa 5*, *Defa 20*, *Defa 21*, *Defa 22*, *Defa 23*, *Defa 24*, *Defa 26* (b), and *Crps* (c). Control-DIO *n* = 7, intestinal epithelial insulin receptor knock out DIO mice (KO-DIO) *n* = 6, non-insulin-treated control STAM mice (Control-STAM-nonINS) *n* = 5, non-insulin-treated intestinal epithelial insulin receptor knock out mice (KO-STAM-nonINS) *n* = 4, insulin-treated control STAM mice (Control-STAM-INS) *n* = 11 vs insulin-treated intestinal epithelial insulin receptor knock out mice (KO-STAM-INS) *n* = 10. \**P* < 0.05, \*\**P* < 0.01, \*\*\*\**P* < 0.0001, qPCR analysis with one-way ANOVA, Holm-Šidák's multiple comparisons test (b, c). Values of the data are expressed as mean ± SEM (b, c). The exact *P* values are provided in Supplementary Data 3.

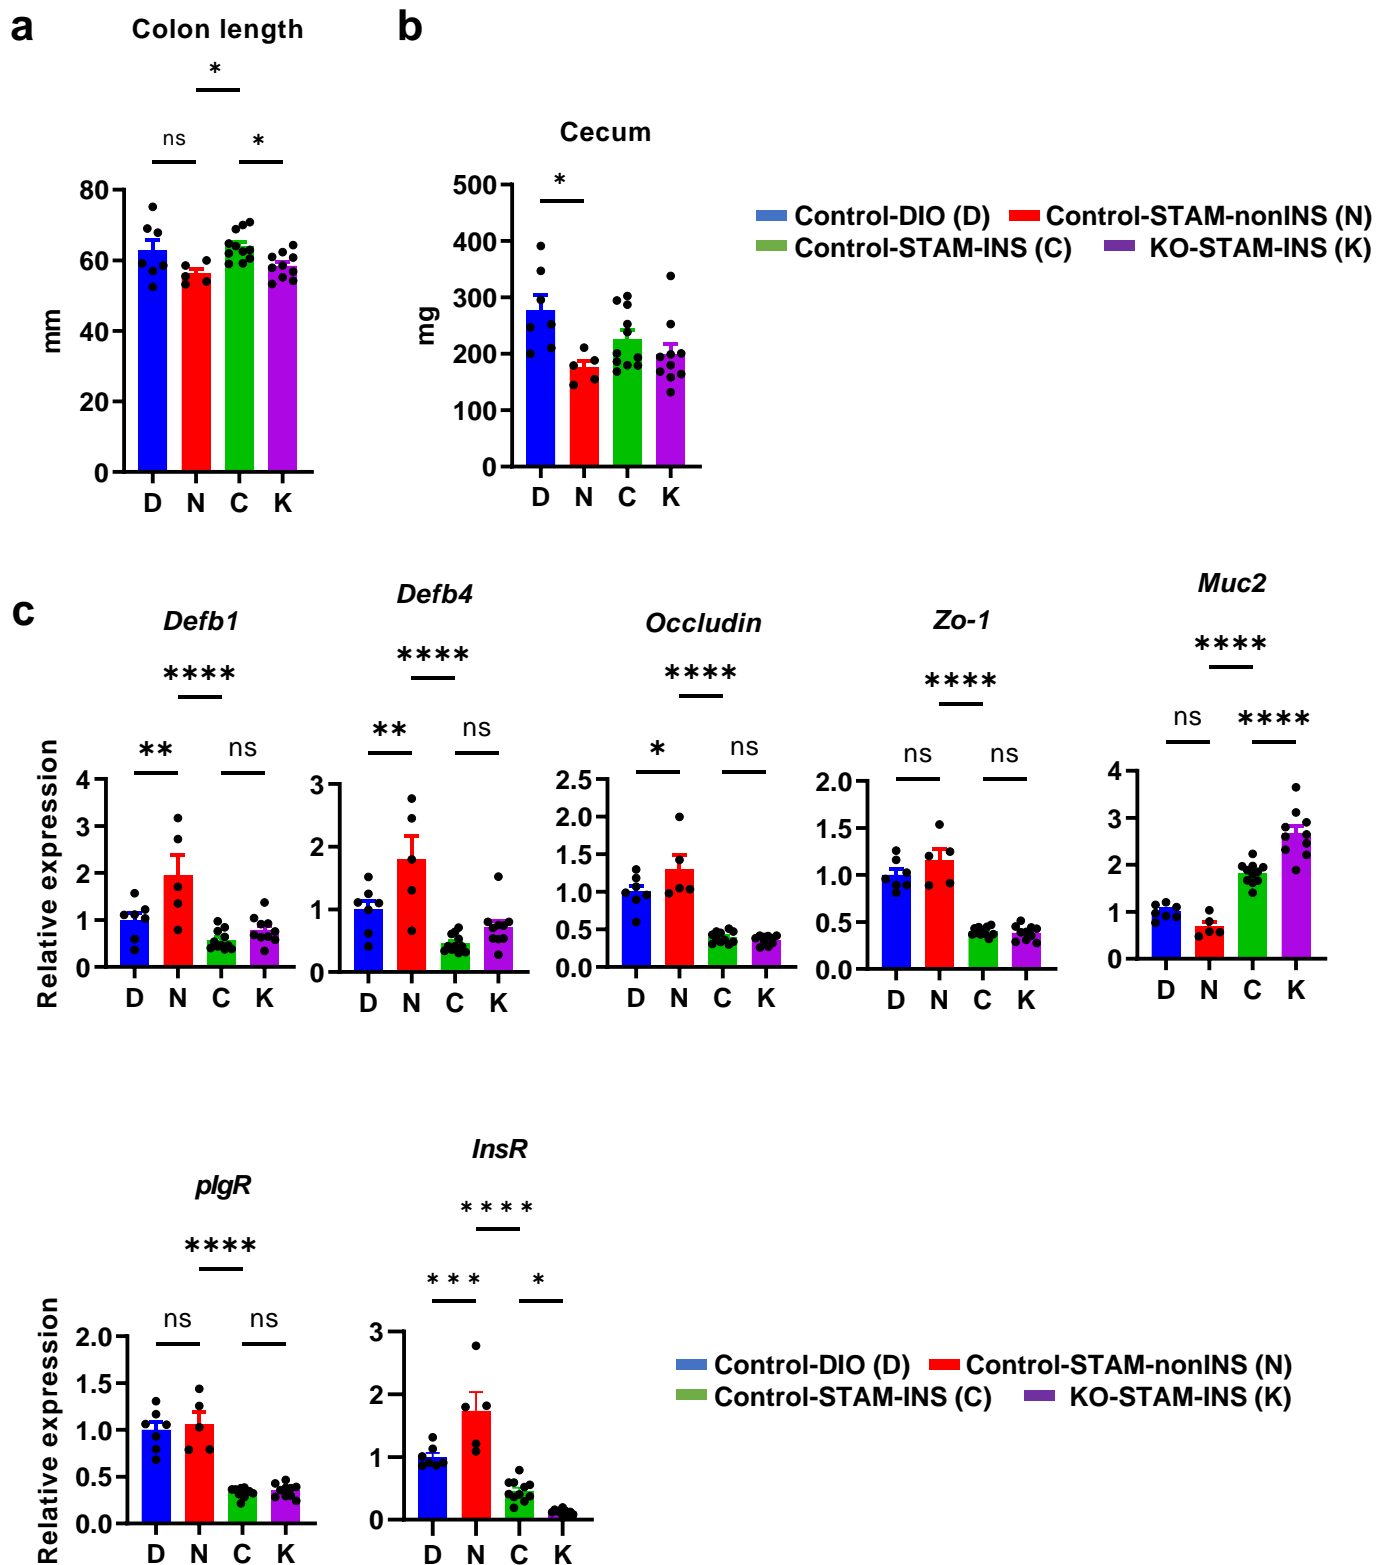

**Supplementary Figure 13, Related to Figure 7** Colon phenotype of insulin-treated ielRKO-STAM mice.

Colon length (a), cecal weight (b). Relative expression level by qPCR analysis of *Defb1*, *Defb4*, *Occludin*, *Zo1*, *Muc2*, *pIgR*, and *InsR* (c). Control-DIO n = 7, non-insulin treated control STAM mice (Control-STAM-nonINS) n = 5, insulin-treated control STAM mice (Control-STAM-INS) n = 11, insulin-treated intestinal epithelial insulin receptor knock out mice (ielRKO-STAM-INS) n = 10. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001, one-way ANOVA, Šídák's multiple comparisons test between adjacent two groups. Values of the data are expressed as mean ± SEM (a, b, c). The exact P values are provided in **Supplementary Data 3**.

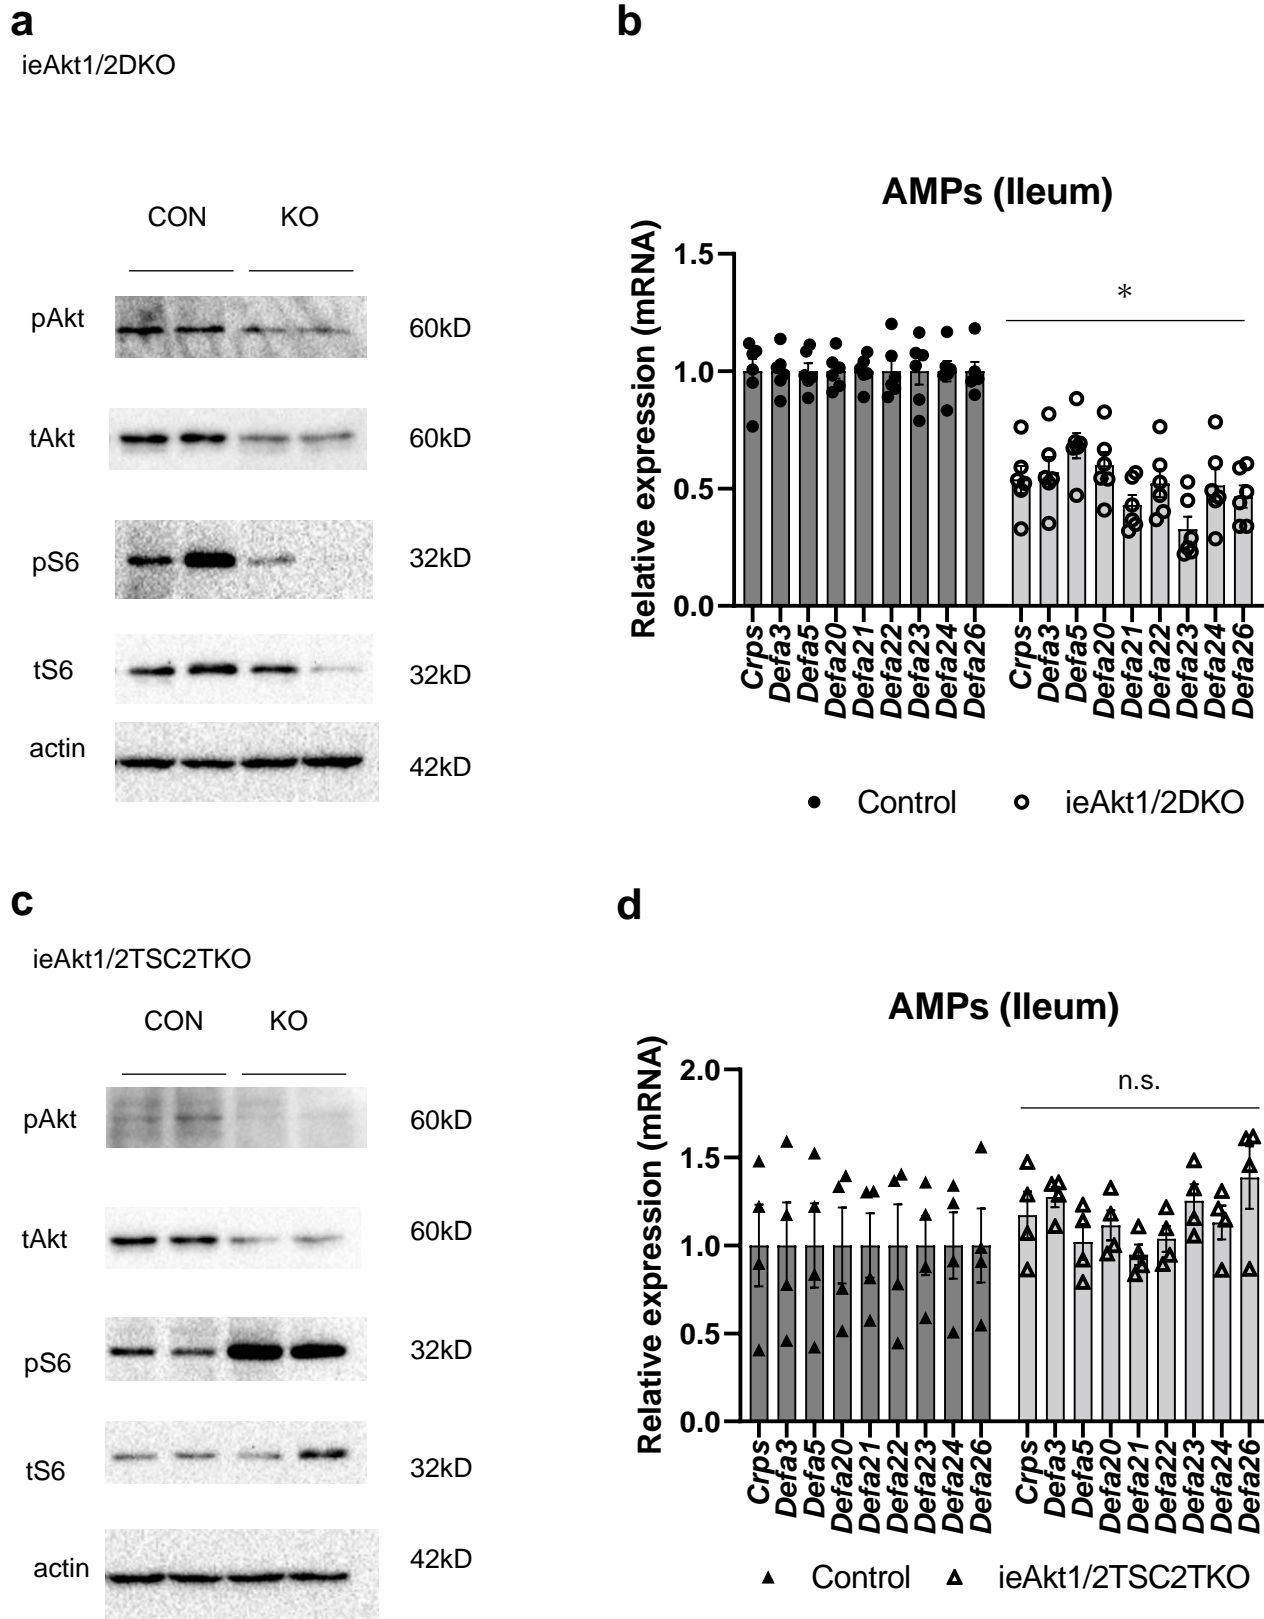

**Supplementary Figure 14, Related to Figure 7** The causal relevance between intestinal epithelial Akt/TSC2 signal and AMPs expression *in vivo*. Western blotting analysis of ileal tissue in intestinal epithelium-specific Akt1 and Akt2 double knock out mice (ieAkt1/2DKO mice) at 8 weeks of age. Mice were fasted overnight and injected of Humarin R ® 2u/head via inferior vena cava. Ileum was rapidly excised and snap frozen tissue sample was applied to western blotting (n = 2). The probe antibody was pAkt (S473), total Akt, pS6, total S6, beta actin (a). The relative expression level of AMPs in ieAkt1/2DKO mice and littermate control mice (b). (n = 6, \*  $P < 0.05$ , 2-sided unpaired t test against littermate control, b)

Western blotting analysis of ileal tissue in intestinal epithelium-specific Akt1, Akt2 and TSC2 triple knock out mice (ieAkt1/2TSC2TKO mice, n = 2, c) at 8 weeks of age. The assay procedure was the same as in ieAkt1/2DKO mice. The relative expression level of AMPs in ieAkt1/2TSC2TKO mice (n = 4, \*  $P < 0.05$ , 2-sided unpaired t test against littermate control, d). Values of the data are expressed as mean  $\pm$  SEM (b, d). The exact P values are provided in **Supplementary Data 3**.

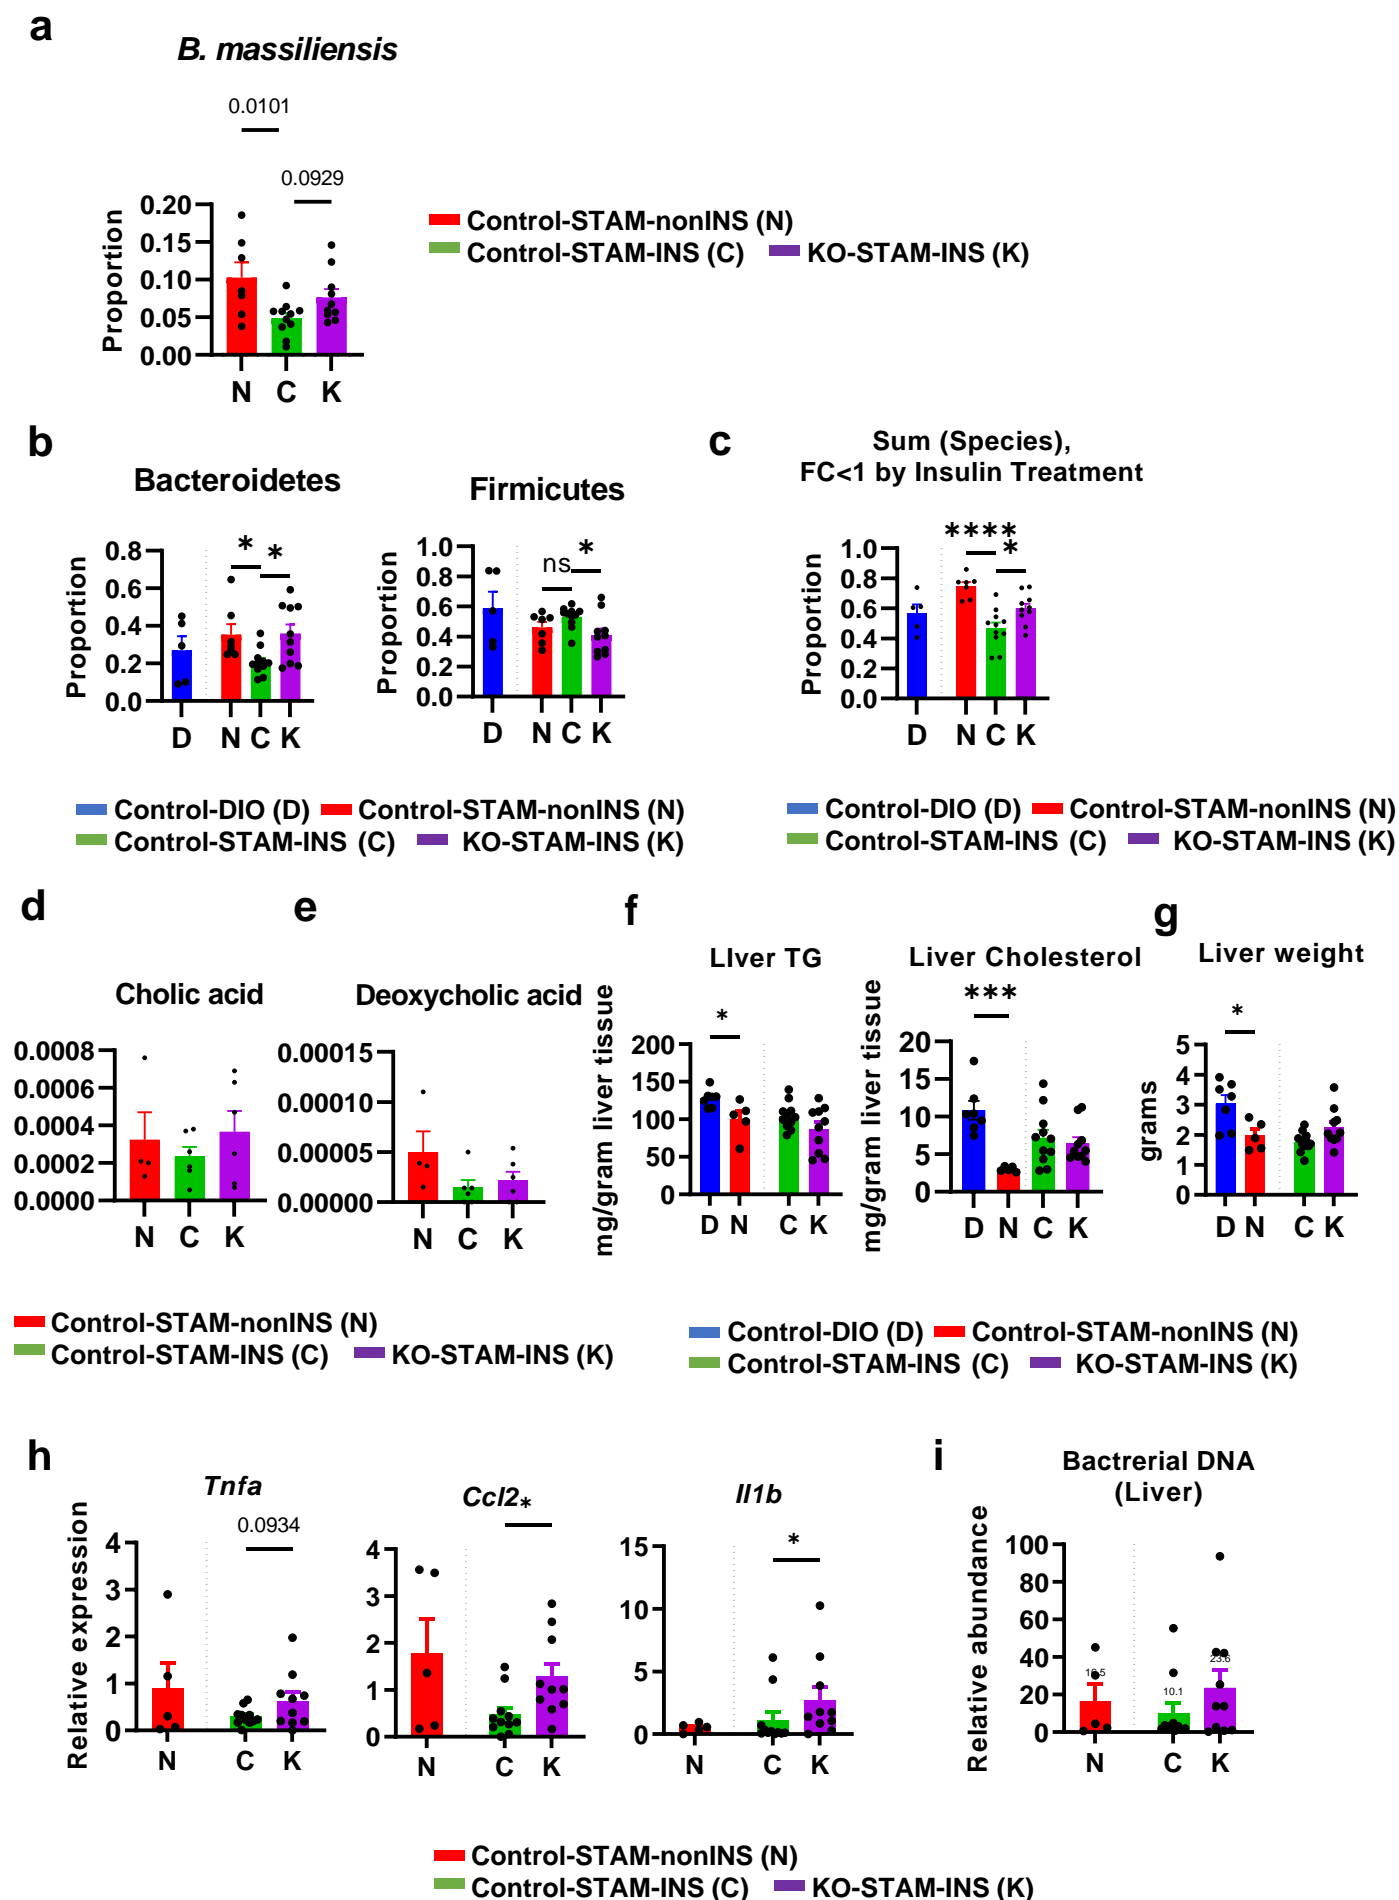

**Supplementary Figure 15, Related to Figure 7** Gut floral phenotype and liver phenotype of insulin-treated ielRKO-STAM mice.

Read proportion of *Bacteroides massiliensis* (a). Non-insulin-treated control STAM mice (Control-STAM-nonINS) n = 7, insulin-treated control STAM mice (Control-STAM-INS) n = 11, insulin-treated intestinal epithelial insulin receptor knock-out STAM mice (KO-STAM-INS) n = 10. \**P* < 0.05, one-way ANOVA, Holm-Šidák's multiple comparisons test between adjacent two groups. Phylum level analyses for Bacteroides and Firmicutes (b). DNA was extracted from collectable fresh fecal samples from each mouse. Control-DIO (n = 5) was presented as reference. Statistical analysis was performed by Control-STAM-nonINS n = 7, Control-STAM-INS n = 11, KO-STAM-INS n = 10. \**P* < 0.05, one-way ANOVA, Šidák's multiple comparisons test between adjacent two groups. Sum of the proportion of species, whose proportion was suppressed by insulin treatment. The criteria and selected species are indicated in Method section (c). Statistical analysis was performed as in **Supplementary Fig. 15b**. Šidák's multiple comparisons test between adjacent two groups, \**P* < 0.05, \*\*\*\**P* < 0.0001 (c).

Comparison of cholic acid (d), deoxycholic acid (e) in liver of control-STAM-nonINS, control-STAM-INS, KO-STAM-INS

Liver triglyceride content, cholesterol content (f) and liver weight (g) of 20-week-old, insulin-treated KO-STAM mice. Control-DIO n = 7, Control-STAM-nonINS n = 5, Control-STAM-INS n = 11, KO-STAM-INS n = 10. \**P* < 0.05, 2-sided unpaired t test (f, g).

Hepatic relative mRNA expression of *Tnfa*, *Ccl2*, and *Il1b* (h). Hepatic relative abundance of bacterial 16S rDNA determined by qPCR (i). Control-STAM-nonINS n = 5, Control-STAM-INS n = 11, KO-STAM-INS n = 10. Each *P* value and \**P* < 0.05 are analyzed by 2-sided unpaired t test except for *Il1b* (h). 2-sided Mann-Whitney's *u* test was applied for *Il1b* (h). Values of the data are expressed as mean ± SEM (a, b, c, d, e, f, g, h, i). The exact *P* values are provided in **Supplementary Data 3**.

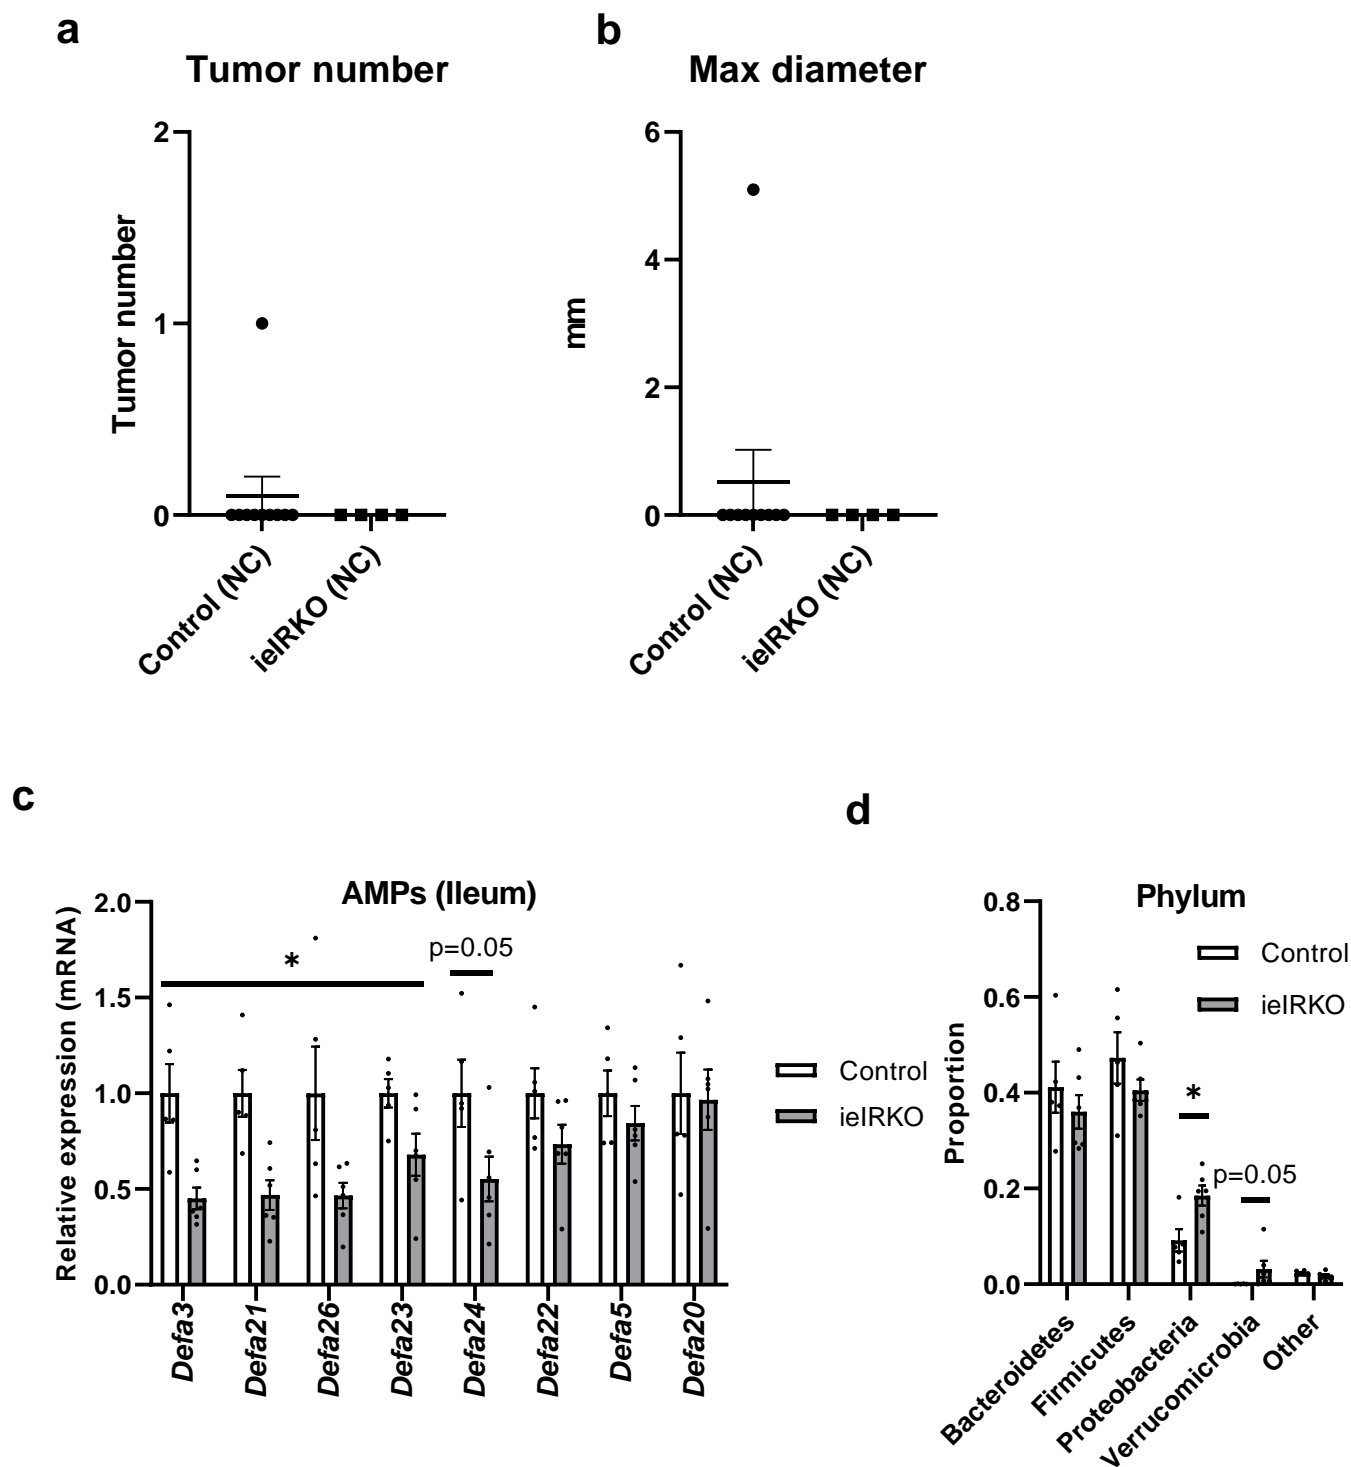

**Supplementary Figure 16, Related to Figure 9** Phenotype of 18-month-old ieIRKO-DIO mice of liver, ileum and gut flora.

Tumor number (a) and maximum diameter (b) in individual intestinal epithelial insulin receptor knock-out (ieIRKO) mice bred with normal chow diet. Control n = 10, ieIRKO n = 4

Relative expression of AMPs of HFD-fed ieIRKO mice at 18 months of age (c). \* $P < 0.05$ , by 2-sided unpaired t test (c).

Phylum level analyses determined by 16S metagenomics (d). Statistical analysis was performed by Control n = 5, ieIRKO n = 6, \* $P < 0.05$ , 2-sided unpaired t test (*Proteobacteria*), Mann-Whitney's U test (*Verrucomicrobia*) (d). Values of the data are expressed as mean  $\pm$  SEM (a, b, c, d). The exact P values are provided in **Supplementary Data 3**.

Unropped Images Related to Supplementary Figure 3h

Anti-pHSL

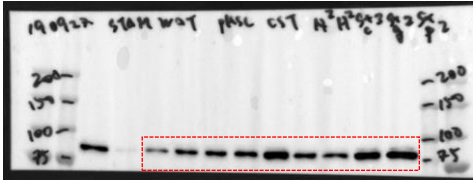

Anti-actin (The membrane was turned over)

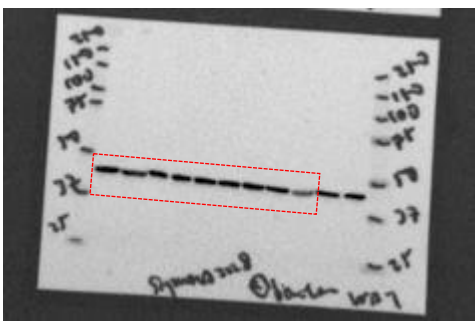

Anti-tHSL

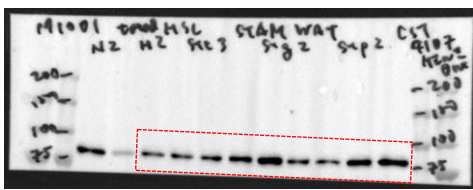

Unropped Images Related to Supplementary Figure 14a

Anti-pAkt

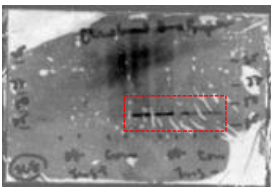

Anti-tAkt

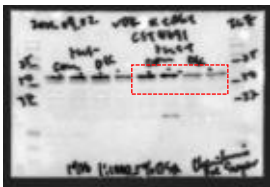

Anti-pS6

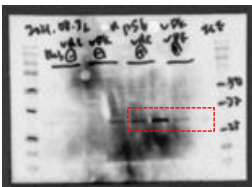

Anti-tS6

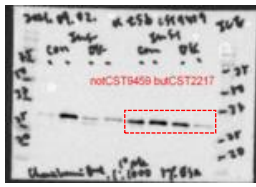

Anti-actin

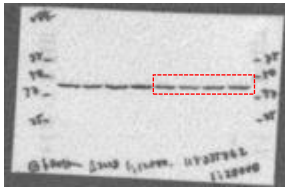

Unropped Images Related to Supplementary Figure 14c

Anti-pAkt

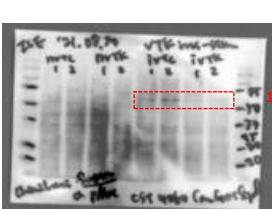

Anti-tAkt

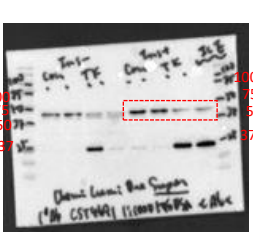

Anti-pS6

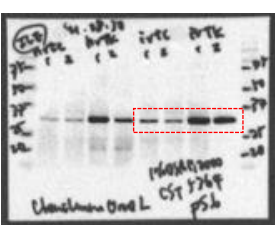

Anti-tS6

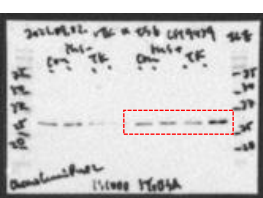

Anti-actin

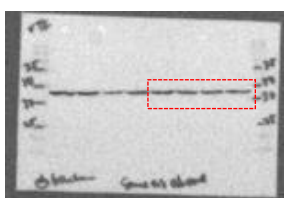

Supplementary Figure 17, Related to Supplementary Figure 3, 14 Unropped images for western blotting in Supplementary Figures.

| Target                     | Normal          |             | STAM-NON    |             | STAM-INS        |             |
|----------------------------|-----------------|-------------|-------------|-------------|-----------------|-------------|
|                            | Average         | S.E.        | Average     | S.E.        | Average         | S.E.        |
| FA(16:3)                   | Undetermined \$ | N.D. #      | 2.77044E-05 | N.D. #      | Undetermined \$ | N.D. #      |
| Linolenic acid             | 2.65331E-05     | 3.5358E-06  | 0.003885604 | 0.002847185 | 0.000959049     | 0.000172009 |
| Oleoyl ethanolamine        | 0.000137415     | 4.46835E-05 | 0.008018037 | 0.002716507 | 0.002260336     | 0.000418432 |
| Linoleic acid              | 0.000443608     | 0.000106296 | 0.023498003 | 0.003807799 | 0.012597761     | 0.003404501 |
| FA(22:5)                   | 0.000606305     | 3.67642E-05 | 0.015770329 | 0.010453361 | 0.00263598      | 0.000484277 |
| Heptadecanoic acid         | 6.12893E-05     | 2.60408E-06 | 0.001038575 | 0.000202834 | 0.000432732     | 6.37901E-05 |
| Palmitic acid              | 0.000512008     | 8.13001E-06 | 0.005939604 | 0.000850581 | 0.002668527     | 0.000320019 |
| FA(12:0)                   | 1.6416E-05      | 9.13126E-07 | 0.000104572 | 6.58382E-05 | 3.74038E-05     | 4.01712E-06 |
| AC(12:1)                   | 7.54535E-05     | N.D. #      | 0.000470638 | N.D. #      | 0.00015094      | 3.5995E-05  |
| Taurochenodeoxycholic acid | 0.001040839     | 0.000148605 | 0.005860696 | 0.003484175 | 0.002710993     | 0.000938136 |
| Taurolithocholic acid      | 4.60261E-05     | 7.82902E-06 | 0.000218452 | 0.000185166 | 5.08851E-05     | 3.11533E-06 |
| Riboflavin                 | 3.57813E-05     | 2.83795E-06 | 0.000130039 | 5.67362E-05 | 5.13996E-05     | 1.68877E-06 |
| Palmitoylethanolamide      | 0.000447364     | 0.000145081 | 0.000896404 | 0.00036137  | 0.000464475     | 5.62052E-05 |

**Supplementary Table 1, Related to Figure 4** Abundance of metabolites determined by LC-MS in liver tissue of normal mice, non-treated STAM mice (STAM-NON), insulin-treated STAM mice (STAM-INS) at 20 weeks of age.

“S.E.” means standard error. \$; “Undetermined” means below the detection limit. #; “N.D.” means the value was not calculated because one or more values of samples were below the detection limit.

|                   | Discovery? | P value  | Mean of Normal | Mean of STAM-NON | Difference | SE of difference | t ratio | df | q value  |
|-------------------|------------|----------|----------------|------------------|------------|------------------|---------|----|----------|
| O_sinus           | No         | 0.466375 | 0.01708        | 0.01164          | 0.005445   | 0.007069         | 0.7702  | 7  | 0.18655  |
| P_distasonis      | Yes        | 0.028559 | 0.002377       | 0.01344          | -0.01106   | 0.004024         | 2.749   | 7  | 0.017951 |
| B_hansenii        | No         | 0.862087 | 0.01431        | 0.01583          | -0.001517  | 0.008416         | 0.1802  | 7  | 0.291783 |
| B_rodentium       | Yes        | 0.005797 | 0.001289       | 0.01722          | -0.01594   | 0.004072         | 3.914   | 7  | 0.005101 |
| A_crotonatoxidans | No         | 0.351546 | 0.01404        | 0.02002          | -0.005975  | 0.005988         | 0.9979  | 7  | 0.15468  |
| R_gnavus          | Yes        | 0.010574 | 0.007389       | 0.02422          | -0.01683   | 0.004866         | 3.458   | 7  | 0.007754 |
| B_sartorii        | Yes        | 0.000112 | 0.004167       | 0.03875          | -0.03458   | 0.004466         | 7.744   | 7  | 0.000247 |
| P_buccalis        | Yes        | 0.043903 | 0.004991       | 0.04197          | -0.03698   | 0.01508          | 2.453   | 7  | 0.021463 |
| B_coccoides       | No         | 0.735221 | 0.05906        | 0.04862          | 0.01044    | 0.02968          | 0.352   | 7  | 0.269581 |
| P_goldsteini      | Yes        | 0.000048 | 0.3438         | 0.08065          | 0.2632     | 0.0298           | 8.83    | 7  | 0.000212 |
| B_acidifaciens    | Yes        | 0.0003   | 0.03951        | 0.1153           | -0.07577   | 0.01145          | 6.616   | 7  | 0.00033  |
| B_massiliensis    | Yes        | 0.000236 | 0.02073        | 0.2286           | -0.2079    | 0.03023          | 6.877   | 7  | 0.00033  |
| A_muciniphila     | Yes        | 0.032709 | 0.05799        | 0.2367           | -0.1787    | 0.06732          | 2.655   | 7  | 0.01799  |

**Supplementary Table 2, Related to Figure 4** The q value to consider false discovery rate produced by multiple comparison. The FDR q values were shown. To avoid type I error, two-stage step-up (Benjamini, Krieger, and Yekutieli, FDR = 0.10) analysis was added to the data sets in **Fig. 4c**. The criteria to pick up bacteria was explained in figure legend of **Fig. 4c**.

|                    | Discovery? | P value  | Mean of Insulin | Mean of Phlorizin | Difference | SE of difference | t ratio | df | q value  |
|--------------------|------------|----------|-----------------|-------------------|------------|------------------|---------|----|----------|
| A_crotonat oxidans | No         | 0.232727 | -0.7333         | 0.03382           | -0.7672    | 0.5781           | 1.327   | 6  | 0.3072   |
| O_sinus            | No         | 0.575557 | -0.7543         | -1.189            | 0.4347     | 0.7345           | 0.5919  | 6  | 0.542668 |
| B_sartorii         | Yes        | 0.012428 | -1.361          | -0.2432           | -1.118     | 0.317            | 3.526   | 6  | 0.041014 |
| R_gnavus           | No         | 0.062587 | -1.523          | -0.3416           | -1.181     | 0.5176           | 2.282   | 6  | 0.137691 |
| B_massiliensis     | Yes        | 0.00827  | -1.642          | -0.3966           | -1.246     | 0.3219           | 3.87    | 6  | 0.041014 |
| B_coccoides        | No         | 0.298653 | -1.687          | -1.447            | -0.2409    | 0.2117           | 1.138   | 6  | 0.328518 |
| J_ignava           | No         | 0.954388 | -2.898          | -2.859            | -0.0391    | 0.6557           | 0.05963 | 6  | 0.78737  |
| B_hansenii         | No         | 0.183217 | -2.998          | -1.793            | -1.205     | 0.801            | 1.504   | 6  | 0.302308 |

**Supplementary Table 3, Related to Figure 4** The q value to consider false discovery rate (FDR) produced by multiple comparison. The FDR q values were shown. To avoid type I error, two-stage step-up (Benjamini, Krieger, and Yekutieli, FDR = 0.10) analysis was conducted to the data sets in **Fig. 4d**. The criteria to pick up bacteria was explained in figure legend of **Fig. 4d**.

|                | Insulin treatment | Age      | BMI<br>[cm/m^2] | AST [IU/L] | ALT[IU/L] | TC [mg/dL] | TG[mg/dL] |
|----------------|-------------------|----------|-----------------|------------|-----------|------------|-----------|
| Average        | No insulin use    | 73.13333 | 28.67333        | 42.06667   | 38.06667  | 175.7857   | 118.7143  |
|                | Insulin use       | 65.6     | 31.56           | 61.8       | 61.6      | 157.2      | 95.6      |
| Standard Error | No insulin use    | 2.922235 | 1.507277        | 7.648173   | 7.159599  | 10.09785   | 12.63012  |
|                | Insulin use       | 4.132191 | 8.164068        | 36.7141    | 46.05242  | 6.318623   | 21.27675  |
| N              | No insulin use    | 15       | 15              | 15         | 15        | 14         | 14        |
|                | Insulin use       | 5        | 5               | 5          | 5         | 5          | 5         |
| p value        |                   | 0.17772  | 0.549502        | 0.353287   | 0.360329  | 0.191748   | 0.373174  |

Pathological Stage (Matteoni 4 or NASH LC); P = 0.6126 (Fisher's exact test)

Sex; P = 0.6126 (Fisher's exact test)

**Supplementary Table 4, Related to Figure 5** Comparisons of potential confounding factors in this study.

The statistical significance between the groups (insulin use / no insulin use) assessed by t test (non-categorical parameter) and Fisher's exact test (categorical parameter). The parameters in which the number of missing values were more than three were not selected.

|                |                | OGTT_0min [mg/dL] | OGTT_30min [mg/dL] | OGTT_60min [mg/dL] | OGTT_120min [mg/dL] | Cholic acid [μM] | Deoxycholic acid[μM] |
|----------------|----------------|-------------------|--------------------|--------------------|---------------------|------------------|----------------------|
| Average        | No insulin use | 102.75            | 218                | 285.25             | 319.5               | 0.2125           | 0.4375               |
|                | Insulin use    | 175.5             | 237                | 272                | 302.5               | 0.433333333      | 0.933333333          |
| Standard Error | No insulin use | 8.267297883       | 7.538788585        | 14.78949515        | 22.68810261         | 0.163048525      | 0.221953583          |
|                | Insulin use    | 27.52120395       | 38                 | 66                 | 128.5               | 0.384418753      | 0.643773597          |
| N              | No insulin use | 8                 | 4                  | 4                  | 4                   | 8                | 8                    |
|                | Insulin use    | 4                 | 2                  | 2                  | 2                   | 3                | 3                    |

**Supplementary Table 5, Related to Figure 5** Aggregate data of blood glucose level in OGTT and bile acid level in this study

| taxon                                                    | Fold change<br>(Natural Logarithm) | [-log10 p<br>value] | [-log10 q<br>value] |
|----------------------------------------------------------|------------------------------------|---------------------|---------------------|
| Bacteroides Bacteroides_uniformis(AB050110)              | -1.28065694                        | 0.480456195         | 0                   |
| Bacteroides Bacteroides_fragilis(CR626927)               | 0.010968259                        | 0.002203529         | 0                   |
| Enterobacter Enterobacter_tabaci(NR_146667.1)            | -3.124653512                       | 1.042578193         | 0                   |
| Klebsiella Klebsiella_variicola(AJ783916)                | -3.939992378                       | 2.090698161         | 0                   |
| Bacteroides Bacteroides_vulgatus(CP000139)               | -2.246559113                       | 0.985761217         | 0                   |
| Bacteroides Bacteroides_dorei(AB242142)                  | -0.720403034                       | 0.203555751         | 0                   |
| Alistipes Alistipes_onderdonkii(AY974071)                | -1.402169225                       | 0.443895356         | 0                   |
| Parabacteroides Parabacteroides_distasonis(AB238922)     | -0.524395856                       | 0.148877188         | 0                   |
| Akkermansia Akkermansia_muciniphila(AY271254)            | 1.323291277                        | 0.36260933          | 0                   |
| Faecalibacterium Faecalibacterium_prausnitzii(AJ413954)  | 0.778709913                        | 0.907268913         | 0                   |
| Bacteroides Bacteroides_thetaiotaomicron(AE015928)       | -1.519860218                       | 0.646641553         | 0                   |
| Bacteroides Bacteroides_ovatus(AB050108)                 | -0.679220854                       | 0.165796408         | 0                   |
| Bacteroides Bacteroides_caccae(X83951)                   | -0.603644086                       | 0.202863328         | 0                   |
| Parabacteroides Parabacteroides_merdae(AB238928)         | -1.515700133                       | 0.501682925         | 0                   |
| Clostridium_XIVa Lachnoclostridium_pacaense(NR_147396.1) | -0.435752328                       | 0.110220902         | 0                   |
| Alistipes Alistipes_senegalensis(NR_118219.1)            | -1.10943633                        | 0.345893397         | 0                   |
| Collinsella Collinsella_aerofaciens(NR_113316.1)         | -1.490094846                       | 0.452828241         | 0                   |
| Prevotella Prevotella_copri(AB064923)                    | -1.210336309                       | 0.376881775         | 0                   |
| Phascolarctobacterium                                    |                                    |                     |                     |
| Phascolarctobacterium_faecium(X72865)                    | -2.181269123                       | 0.835991318         | 0                   |
| Megasphaera Megasphaera_elsdenii(NR_102980.1)            | -1.088325808                       | 0.341088135         | 0                   |

**Supplementary Table 6, Related to Figure 5** 16S metagenomic signature alteration by insulin use in NASH patients with diabetes

The coordinates of the volcano plot of proportion to total reads of fold change by insulin treatment, p value and q value by ANCOM-BC2 test between the two groups (see also **Fig. S8A**).

# Supplementary material for: Gut insulin action protects from hepatocarcinogenesis in diabetic mice comorbid with nonalcoholic steatohepatitis
**Source:** Nat Commun. 2023 Oct 18;14:6584. doi: 10.1038/s41467-023-42334-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

1. Supplementary Data 1: Primer sets used in this study.
2. Supplementary Data 2: STORMS checklist for human 16S metagenomic study.
3. Supplementary Data 3; List of  $P$  value calculated in this study.

# Supplementary material for: Gut insulin action protects from hepatocarcinogenesis in diabetic mice comorbid with nonalcoholic steatohepatitis
**Source:** Nat Commun. 2023 Oct 18;14:6584. doi: 10.1038/s41467-023-42334-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina HiSeq 2500 (Whole exome sequencing), Illumina MiSeq (16S metagenomics), Illumina NovaSeq (RNA sequencing), Agilent CE-TOFMS system (Agilent Technologies), Agilent LC-TOF/MS system (Agilent Technologies)                                                                                                                                                                                                                                            |
| Data analysis   | To draw graphs and to analyse we used GraphPad Prism (version 9.5.0). BaseSpace 16S Metagenomics App (version 1.1.0, Illumina), EZ-R (version 4.2.2), ANCOM-BC2 (ver2.0.2), TRRUST (version 2), karkinos (version 4.1.11), DAVID (version 6.8), MasterHands (version 2.16.0.15, version 2.17.1.11, HMT, developed by Keio University), SampleStat (version 3.14, HMT), ImageJ (version 1.52), CLC genomics workbench (version 21.0.3), was used in this study. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The whole exome sequencing and metagenomic data from mice generated in this study have been deposited in the SRA database under accession code PRJNA866345 [<https://dataview.ncbi.nlm.nih.gov/object/PRJNA866345?reviewer=egt5015oc8n6ir16q44ton2mdv>]. The RNA sequencing data from the ileum of mice generated in this study have been deposited in the GEO database under accession code GSE210876 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210876>]. The microarray data from the liver of mice generated in this study have been deposited in the GEO database under accession code GSE210517 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210517>]. The human metagenomic data generated in this study have been deposited in the DDBJ database under study accession code JGAS000574 and dataset code JGAD000700 [<https://humandbs.biosciencedbc.jp/en/hum0371-v1>]. To obtain data set in DDBJ, data users need to apply an application for Using NBDC Human Data to reach the Controlled-access Data, following the "Ethical Guidelines for Life Science and Medical Research Involving Human Subjects," which is based on Japan's Personal Information Protection Law. How to access is shown in the following URL; <https://humandbs.biosciencedbc.jp/en/data-use>. Source data are provided in this paper.

Mouse genome MGScv37/mm9 (for Whole exome sequencing), GRCh38/mm10 (for RNA sequencing), Greengenes (for 16S metagenomics) were used for reference. reasonable request. The results of RNA sequencing, DNA microarray, whole exome sequencing and 16S metagenomics of mice (SRA; PRJNA866345, GEO; GSE210517, GEO; GSE210876) and 16S metagenomics in human study (DDBJ; Study: JGAS000574, Dataset: JGAD000700.) are deposited.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Self-reported sex data were indicated in supplementary table.                                                                                                                                                                                                                                                                                                                                                                                         |
| Population characteristics  | Age and other profiles of participants were indicated in supplementary table 4 and 5.                                                                                                                                                                                                                                                                                                                                                                 |
| Recruitment                 | 16S metagenomic analysis was performed on stool DNA samples collected from 27 patients who experienced liver biopsy according to the following criteria or clinically diagnosed severe non-B non-C cirrhosis at the University of Tokyo Hospital from 2012 to 2019. The recruitment criteria for liver biopsy in patients without HCC were previously described by an associate researcher. (ref39: Sci rep 9, 10663, doi:10.1038/s41598-019-47216-2) |
| Ethics oversight            | The University of Tokyo Medical Research Center Ethics Committee                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Early study of STAM mice showed the data in which the expression profile of liver in n = 3 (Medical Molecular Morphology volume 46, pages141–152 (2013)), comparing STAM mice with normal mice. In the previous study using glucose-lowering agent, improvements in the NASH phenotype was observed in n = 7 after 4-week treatment (Medical Molecular Morphology volume 47, pages137–149 (2014)). From the results in these previous studies, we planed normal vs. STAM study in n =4-6, 3-week intervention study in n = 4-6, and long-term (14 weeks) study to observe in tumor-evident phase in n =10-14, respectively. |
| Data exclusions | To generate carcinogenesis models, mice in which administration was technically failed were excluded, whereas all data were included in the other experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | Experiments in this study were supported by one additional experiment, whereas experiments requiring a duration of follow-up for over one year and the human study were performed in a single cohort. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Mice were assigned to intervention by the data of body weight and blood glucose. In ex vivo experiments, one dissected ileum was from a mouse for biological replicates. Mice were assigned to intervention by the data of body weight and blood glucose. In ex vivo experiments, one dissected ileum was taken from one mouse to obtain biological replicates.                                                                                                                                                                                                                                                             |

## Blinding

The investigators were blinded to the genotype of mice or intervention to which mice were subjected when assessing macroscopic and histological analyses of hepatocarcinogenesis. In ex vivo experiments, the investigators could not be blinded to the group allocation because the investigators must know the treatment for each group to select appropriate medium. For western blot, qPCR analyses, and next generation sequencing, the investigators were not blinded because these experiments were conducted by the same person as one who collected the samples.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Primary antibodies: Hif1a (1:1000, Novus, #NB100-105), pHSL (1:1000, Cell Signaling Technology, #4139), tHSL (1:1000, Cell Signaling Technology, CST#4107), pS6 (1:2000, Cell Signaling Technology, #5364), tS6 (1:1000, Cell Signaling Technology, #2217), pAkt (1:2000, Cell Signaling Technology, #4060), and tAkt (1:1000, Cell Signaling Technology, #4691), beta actin (1:12500, Sigma, #A4448) beta actin (Sigma #A2228, 1:12500).  
Secondary antibodies: mouse anti-rabbit IgG-HRP: (SantaCruz #sc-2357, 1:5000), Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L) (Jackson, 115-035-062, 1:20000).

### Validation

All the immunoblotting experiments were performed on mouse tissues in this study. All antibodies used in this study are commercially available and are stated to be tested by the manufacturer for species reactivity to mouse. The statements and validation data for each primary and secondary antibody for the species and application are also available on the manufacturer's website.

pAkt (Cell Signaling Technology #4060)  
<https://www.cellsignal.jp/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>  
tAkt (Cell Signaling Technology #4691)  
<https://www.cellsignal.jp/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>  
Hif1a (Novus #NB100-105)  
[https://www.novusbio.com/products/hif-1-alpha-antibody-h1alpha67\\_nb100-105](https://www.novusbio.com/products/hif-1-alpha-antibody-h1alpha67_nb100-105)  
pHSL (Cell Signaling Technology #4139)  
<https://www.cellsignal.jp/products/primary-antibodies/phospho-hsl-ser563-antibody/4139>  
tHSL (Cell Signaling Technology #4107)  
<https://www.cellsignal.jp/products/primary-antibodies/hsl-antibody/4107>  
pS6 (Cell Signaling Technology #5364)  
<https://www.cellsignal.jp/products/primary-antibodies/phospho-s6-ribosomal-protein-ser240-244-d68f8-xp-rabbit-mab/5364>  
tS6 (CST#2217)  
<https://www.cellsignal.jp/products/primary-antibodies/s6-ribosomal-protein-5g10-rabbit-mab/2217>  
Monoclonal Anti-b-Actin (Sigma #A2228)  
<https://www.sigmaaldrich.com/JP/ja/product/sigma/a2228>  
Mouse anti-rabbit IgG-HRP (Santa Cruz #sc-2357)  
<https://www.scbt.com/ja/p/mouse-anti-rabbit-igg-hrp>  
Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L)  
<https://www.jacksonimmuno.com/catalog/products/115-035-062>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the National Center for Global Health and Medicine (approved protocol number; Med-P16-113, Med-P16-114) and the Animal Care Committee of the University of Tokyo (approved protocol number; 21077, 2022-A044).  
Mice (C57BL/6J) were used in this study, from 6 weeks to 18 months of age. C57BL/6J mice were purchased from CLEA Japan. Villin-Cre mice were purchased from Jackson laboratory. They were crossed with insulin receptor (IR)-floxed mice, Akt1-floxed mice, Akt2-floxed mice, TSC2-floxed mic to obtain intestinal epithelium specific gene knock out mice. These floxed mice were provided by

coauthor (Toda G, Mol Cell. 2020 Jul 2;79(1):43-53.e4.). Villin-Cre; IR-floxed was used from their birth to 20 weeks of age. Villin-Cre; Akt1/2-double floxed and Villin-Cre; Akt1/2TSC2-triple floxed mice were used at the age of 8 weeks. All mice were housed under a 12-hour light/12-hour dark cycle at macroenvironmental temperature and humidity ranges of 20 to 22 °C and 40 % to 60% respectively, and had free access to sterile water and pellet food, unless otherwise indicated.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

All the mice used in this study were male.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

Animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the National Center for Global Health and Medicine and the Animal Care Committee of the University of Tokyo.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

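Total RNA of the ileal whole wall was sequenced in 4 Control-STAM-nonINS, 6 Control-STAM-INS and 6 ieIRKO-STAM-INS mice. The authors aligned the reads to GRCm38 with CLC Genomics Workbench and deposited one table per mouse with the number of reads counted on each gene. The values are whole numbers and were not normalized. All 16 libraries were matched to a group by their labels, and none was left out.

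The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 15267 of the 22872 genes with a count. Library sizes were normalized by TMM, and a negative binomial quasi-likelihood model with robust estimation was fitted to the 3 groups together. The comparisons were Control-STAM-INS against Control-STAM-nonINS, ieIRKO-STAM-INS against Control-STAM-INS, and ieIRKO-STAM-INS against Control-STAM-nonINS. Adjusted p-values are by the Benjamini-Hochberg method. The standard error of a log2 fold change is its size divided by the square root of the F statistic, and 95% confidence intervals use the normal quantile. Levels are CPM after TMM, and log2 values add edgeR's prior count of 2. Exact permutation tests on log2 CPM were two-sided and used all arrangements, 210 for 4 against 6 libraries and 924 for 6 against 6. Alpha-defensins were taken by symbol, Defa with a number, and their counts were also summed into a single value per library. Genes of other symbols within their cluster, such as Gm7861, were left out of the sum and of counts of alpha-defensins.

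Between 13288018 and 22215382 reads were counted per library. Intervals from these counts cover the spread between mice and counting error, and a gene at or under 3 counts was treated as at the limit of detection. Gene positions were taken from a GENCODE annotation of GRCm38, in which 97.5% of the gene names were found.

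The rule for naming genes was set before the data were examined. It covers Insr, the genes the paper measured by real-time PCR, the genes in both circles of Supplementary Fig. 11e, and the 5 largest rises and falls per comparison, outside the alpha-defensins, with an adjusted p under 0.05, a largest group mean over 300 and no overlap between the groups. Members of the marker lists are named where a list is reported. Mt1, Mt2, Mt3, Mt4 and Ces1f were chosen after their values were seen. Lists of marker genes of 10 kinds were tested with fry in each of the 3 comparisons, with one adjustment over the 30 tests. They covered the alpha-defensins and the barrier factors measured by the paper, Paneth cells without defensins, goblet cells, enterocytes, crypt cells, smooth muscle, B and plasma cells, pancreatic acinar cells and PPAR-alpha targets. All but the lists from the paper were written from general knowledge. The lists' members Retnlb, Prss1, Prss2, Cela2a, Cela3b, Cpa1, Cpb1, Ctrb1, Pnlip, Amy2a5 and Cyp4a10 did not pass the filter.

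The method was tested on simulated data with the same group sizes. Of 200 genes given a log2 change of 1.5, edgeR recovered 190 in the insulin comparison and 195 in the ieIRKO comparison, with 8 false calls among 198 and 10 among 205. With no gene changed, it made 2 calls in the insulin comparison and 0 in the others. DESeq2 recovered 198 in each, with 20 false calls among 218 and 33 among 231. Genes of low counts were given no change, and smaller changes were not tried. The recovery of such changes is therefore not known.

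Alternatives were DESeq2 1.42.0, upper-quartile normalization, no filter, at least 10 counts in every library, only the groups compared, the likelihood ratio test, replicate numbers as a block, alpha-defensins left out of the library sizes, leaving out each library in turn, and the other thresholds of the paper. Alternatives for RPKM or TPM values were not run, because the values are counts. The paper's DAVID annotation was not repeated. Figures were drawn with matplotlib 3.10.9.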

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

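The tests of Gm45774 and Mt4, of B cell genes and of insulin action on PPAR-alpha targets were chosen only after these results were seen.

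Single libraries lay far from the others of their group in 3 of 105 tests of 35 measures, where chance gives about 5.25. Tjp1 was low in Control-STAM-nonINS replicate 4, with a gap of 0.904 of the group's range. Pck1 was high in the same library, with a gap of 0.853, and Acaa1b was low in Control-STAM-INS replicate 3, with a gap of 0.652. Without Control-STAM-nonINS replicate 4, the log2 fold change of Pck1 with insulin was -3.12, with an adjusted p of 0.0714 against 0.0351 with all libraries. No biological explanation was tested, and the number is no larger than chance gives.

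The paper reports genes higher with insulin, but 1032 of the 1602 genes that changed with insulin were lower. Of 100 splits of the 10 libraries, 1 gave as many changed genes, the real one, and the largest number in another split was 1. With the trend on GC content and gene length removed from each library, 1532 of the 1602 genes were called again, and with all libraries thinned to the smallest total, 1421 were, which argues against either as the whole cause. A lower share of one cell type cannot be told apart from regulation by these lists: 0 of 6 lists of ileal cell types had an adjusted p under 0.05 with insulin and 0 had an unadjusted p under 0.05, but their members moved both ways. The list of pancreatic acinar cells, of which Cela1 was the 1 gene tested, was lower (log2 fold change -0.89, adjusted p = 0.00181 from fry in limma).

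PPAR-alpha targets were among the genes lower with insulin. All 9 tested were lower, with a median log2 fold change of -1.31 (adjusted p = 0.00208 from fry in limma). In 10 of the 10 fits that each left out one library, the adjusted p stayed under 0.05, with medians from -1.40 to -1.21, so a single library did not decide it. The median was -1.29 in ieIRKO-STAM-INS against Control-STAM-nonINS, and 0.06 in ieIRKO-STAM-INS against Control-STAM-INS (adjusted p = 0.941 from fry in limma), where 7 genes were higher and 2 lower. Insulin action through the receptor lost in ieIRKO cannot be told apart from an action without it. The first of these values shares the Control-STAM-nonINS libraries with the insulin comparison, and the members in the second moved both ways. Insr was not lower in the libraries labelled ieIRKO-STAM-INS, but a count over the whole gene cannot decide whether the receptor was lost.

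In ieIRKO-STAM-INS against Control-STAM-nonINS, a comparison the paper does not report, 2036 genes had an adjusted p under 0.05. Of 100 splits of the 10 libraries, 1 gave as many, the real one, and the largest other number was 1702. Both genotype label and insulin differ between these groups, so they cannot be separated in it.

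The paper discusses genes lower in ieIRKO-STAM-INS mice, and 6 genes were higher than in Control-STAM-INS. Of 100 splits of the 12 libraries, 1 gave as many changed genes in total, the real one. Gm45774 had the largest rise among the genes chosen by rule, a log2 fold change of 7.33 (standard error 0.21, adjusted p = 8.21e-14 from edgeR, higher in 6 of 6 libraries), with 1360 to 1650 counts in ieIRKO-STAM-INS, 5 to 15 in Control-STAM-INS and 31 to 81 in Control-STAM-nonINS. Mt4, chosen after its values were seen, had 92 to 448 counts in ieIRKO-STAM-INS and at most 2 in Control-STAM-INS, at least 72.6-fold higher. Both lie on chromosome 8, Gm45774 from 94170748 to 94173412 and Mt4 from 94137197 to 94139031. Gm45774 is annotated as antisense to Mt2 and overlaps it, and the paper's text does not say whether strand was used in counting. Reads of Mt2 are no sufficient source, because the ratio of Gm45774 to Mt2 was higher in 6 of the 6 ieIRKO-STAM-INS libraries than in all 10 others. Induction of the whole metallothionein locus stays open. The median log2 fold change of Mt1, Mt2 and Mt3 was -0.33, but these genes moved both ways, and Mt3 had at most 16 counts per library. Mt1 rose by 1.41 (adjusted p = 0.216 from edgeR) and was higher in 6 of 6 ieIRKO-STAM-INS libraries than in all 6 Control-STAM-INS libraries (exact permutation test, p = 0.00217, the smallest these group sizes allow). A transgene or a linked chromosome segment at the locus may also explain the pattern. Of the 17 other changed genes compared, 2 (Ciapin1 and Ces1f) lay within 5 Mb, where 61 of 15102 tested genes lie (Fisher's exact test, two-sided, p = 0.0021). The 15 changed alpha-defensins, also on chromosome 8 but outside this window, were left out, which makes the share within the window larger. Where the transgene lies was not tested.

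B and plasma cell genes were higher in ieIRKO-STAM-INS than in Control-STAM-INS, with a median log2 fold change of 2.01 (adjusted p = 0.0115 from fry in limma, 6 of 6 genes higher), although 0 of the 6 genes passed alone. The mean log2 CPM of Cd79a, Cd79b and Ms4a1 was 6.46 in ieIRKO-STAM-INS replicate 2 and 5.75 in replicate 3, and between 1.85 and 2.74 in the 10 libraries of the other groups. In 4 of the 6 ieIRKO-STAM-INS libraries it was higher than in all 10 others. Lymphoid tissue in single pieces of ileum may explain this. The most abundant gene of the list, Jchain, had 1996 ± 579 CPM (SD, n = 6) in ieIRKO-STAM-INS and 1242 ± 251 (SD, n = 6) in Control-STAM-INS. Jchain, Mzb1, Cd79a and Cd79b were also expressed in the other groups, with 16.4, 11.7 and 6.30 CPM on average in Control-STAM-INS for the last 3, while Ms4a1 was low there at 1.31 CPM. An immune change with the genotype stays open.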

How the results depend on the processing

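Leaving out one library, the alternatives of normalization, filter and test, and the thresholds were set before the data were examined. The GC and length trend, thinning, the B and plasma cell covariate, the Methods fold change with 300 reads and the unadjusted p were chosen after seeing the data. The cause of a change was not tested unless stated.

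Under the 8 alternatives of normalization, filter, model and test, 1325 to 2083 genes changed with insulin, and 824 to 1877 across the 10 fits that each left out one library. The lowest was without Control-STAM-nonINS replicate 1, and 798 of its 824 genes were among the 1602. For ieIRKO-STAM-INS against Control-STAM-INS, 34 genes became 123 with DESeq2 (65 higher, 58 lower) and 90 with the likelihood ratio test (39 higher, 51 lower), and all 34 were among them in both. Both tests made more false calls than the quasi-likelihood test on simulated data. With the B and plasma cell covariate, 10 genes passed, of which 9 were among the 34. Leaving out one library gave 29 to 50 genes. Against Control-STAM-nonINS, 1038 genes passed with only the 2 groups compared in place of 2036, and 1093 to 2274 with one library left out, the lowest without Control-STAM-nonINS replicate 1.

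Under the thresholds of the Supplementary Fig. 11e legend, 13 genes were higher with insulin. This number was 21 with DESeq2, 570 with adjusted p alone, 82 with the Methods fold change and 300 reads, 21 with unadjusted p, and 10 to 31 with one library left out, the highest without Control-STAM-nonINS replicate 2. The 18 genes lower in ieIRKO-STAM-INS were 28 with adjusted p alone. The single gene in both lists became 2 with upper-quartile normalization, 0 without a filter, 2 with at least 10 counts in every library, 2 with only the groups compared, 0 with the replicate block, 10 with the Methods thresholds, 17 with adjusted p alone, 13 with the Methods fold change and 300 reads, 2 with unadjusted p, and 0 to 5 with one library left out. The 0 alpha-defensins in both lists became 1 each with upper-quartile normalization, with at least 10 counts in every library and with only the groups compared, 9 with the Methods fold change and 300 reads, 8 with the Methods thresholds, 11 with adjusted p alone and 0 to 2 with one library left out, the highest without Control-STAM-nonINS replicate 2.

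The summed alpha-defensins rose with insulin under every alternative tried, but with the replicate block the log2 fold change was 0.64 (adjusted p = 0.0604 from edgeR), and it was 0.51 to 0.73 with one library left out, over the threshold in 7 of 10 such fits. The fall in ieIRKO-STAM-INS kept its direction and stayed under the threshold in each of the 6 alternatives of normalization, model and test and all 12 fits with a library left out. With the B and plasma cell covariate, it was -1.12 (adjusted p = 0.162 from edgeR). Against Control-STAM-nonINS, it was -0.58 with only the groups compared and -0.56 with the replicate block. Across the 6 alternatives of normalization, model and test, its adjusted p went up to 0.0889, over the threshold. With one library left out it was -0.69 to -0.47, over the threshold in 8 of 10 such fits. Replicate numbers do not pair the libraries: of 14 same-numbered pairs, 4 had a residual correlation over 0.1, and the mean was 0.0396 against -0.00807 for 70 other pairs.

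Insr in ieIRKO-STAM-INS against Control-STAM-INS lay between 0.09 and 0.11 under the alternatives, and between -0.0026 and 0.16 with one library left out. Of the 8 alpha-defensins of Fig. 7d, 2 to 6 passed with insulin with one library left out. Of the barrier factors, DESeq2 called 1 with insulin, Pigr. With one library left out, the log2 fold change with insulin ranged from -0.0234 to 0.197 for Lyz1, -0.113 to 0.0223 for Ocln and -0.137 to 0.00444 for Muc2. In ieIRKO-STAM-INS it ranged from -0.121 to 0.0302 for Mmp7, -0.0146 to 0.477 for Reg3g, -0.111 to 0.0345 for Ocln, -0.0440 to 0.0888 for Tjp1 and -0.0303 to 0.120 for Muc2. Single genes and lists otherwise changed in few cases. With the replicate block 6 became weaker, with no filter 2, with only the groups compared 1, and with one library left out 26. DESeq2 made 1 stronger. Of the lists, camera made 2 stronger (Paneth cells with insulin, enterocytes in ieIRKO-STAM-INS) and 1 weaker (acinar cells in ieIRKO-STAM-INS against Control-STAM-nonINS), and fry decided these 3 the other way. Alternatives for RPKM or TPM values were not run.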

Differences from the paper's values

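Under the thresholds of the legend, 13 genes were higher with insulin, against the paper's about 45 in Supplementary Fig. 11e, read by eye. Of the 21 alternatives set before the data were examined, 1 came within 1.5 times the paper's number, 31 genes without Control-STAM-nonINS replicate 2. The others did not. The thresholds of the Methods gave 16.

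For genes lower in ieIRKO-STAM-INS, 18 were found against the paper's about 55 in Supplementary Fig. 11e, read by eye. None of the 23 alternatives set before the data were examined closed the gap, and their numbers ran from 16 to 28.

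In both lists there was 1 gene against the paper's about 17 in Supplementary Fig. 11e, read by eye. Of the 27 alternatives set before the data were examined, 1 reached it, with 17 genes at an adjusted p under 0.05 alone. The others did not, and the thresholds of the Methods gave 10. With the fold change of the Methods and 300 reads, chosen after seeing the values, 13 genes were in both lists.

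The paper states that insulin receptor mRNA was reduced in ieIRKO-STAM mice by real-time PCR (Supplementary Fig. 11a). In the RNA sequencing, the log2 fold change of Insr in ieIRKO-STAM-INS against Control-STAM-INS was 0.10, and none of the alternatives called it lower.

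The paper states that all of the alpha-defensins of Fig. 7d rose significantly with insulin by real-time PCR. In the RNA sequencing, Defa21 (log2 fold change 0.45) and Defa22 (0.39) rose without passing over all genes tested, under all alternatives that were run. Adjusted over the list alone, they passed, with adjusted p-values of 0.0294 and 0.0468 from edgeR.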

Other observations

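The tests of exchanged libraries, precision, deleted exons and lymphoid tissue for Insr, and of Paneth cell number, strain variants, lymphoid tissue and the comparison without the shared libraries for alpha-defensins, were chosen only after the results were seen.

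Insr was not lower in the libraries labelled ieIRKO-STAM-INS. Too little precision is argued against by the lower 95% bound of the log2 fold change, -0.147. An exchange of single ieIRKO and control libraries is not decided. In 6 of the 6 libraries labelled ieIRKO-STAM-INS, Gm45774 was higher than in all 10 others. However, this gene was named by a rule that asks for no overlap with Control-STAM-INS, and its link to the genotype was not tested. Lymphoid tissue in single pieces of ileum is argued against by a log2 fold change of 0.256 with the B and plasma cell list as a covariate. Insr transcripts from smooth muscle stay open. Within groups, Pearson's r of Insr with the smooth muscle list over 16 libraries was -0.483 (permutation p = 0.0972) and Spearman's rho -0.547 (permutation p = 0.0557), and r was -0.537 without the 2 libraries farthest from the median, which gives no sign of it but does not measure the share from muscle. Transcripts that lack the deleted exon may still be counted on Insr. The primers of the paper lie in exons 4 and 5 of 21, and these exons hold 3.143% of the transcript, so a loss of them would hardly move a count over the whole gene. Counts per exon would be needed to decide.

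The insulin and ieIRKO comparisons share the Control-STAM-INS libraries, which alone gives opposite changes. Across genes, which are not independent replicates, their log2 fold changes had a correlation of -0.179. In 100 simulations of 3 unchanged groups, 100 gave a correlation as low, with a median of -0.441, and the observed value lay outside their range of -0.524 to -0.387, on the less opposite side. Sharing alone can thus give an opposite direction over all genes. The simulated groups had no changed genes, while 1602 genes changed with insulin in the data. How much of the observed correlation comes from sharing is therefore not decided. For the 11 alpha-defensins that rose with insulin and fell in ieIRKO-STAM-INS with an adjusted p under 0.05 in both, 0 of 100 simulations gave as many, but unchanged groups gave almost no calls, so this decides nothing. The fall is also seen without the shared libraries, since the summed alpha-defensins had a log2 fold change of -0.58 in ieIRKO-STAM-INS against Control-STAM-nonINS (standard error 0.19, adjusted p = 0.0454 from edgeR). This adjusted p was over 0.05 in 8 of the 10 fits that each left out one library. It went up to 0.0889 among the 6 alternatives of normalization, model and test. The fall kept its direction in all of these fits, which argues against the shared libraries as its whole cause. The rise with insulin was not measured without them, and a chance height of the Control-STAM-INS libraries cannot be told apart from it by these simulations.

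For alpha-defensins lower in the libraries labelled ieIRKO-STAM-INS, a few genes taking most of the counts was tested only by leaving the alpha-defensins out of library sizes. The summed log2 fold change was then still -1.20. Alpha-defensins held on average 1.92% of counts in Control-STAM-INS and 0.88% in ieIRKO-STAM-INS, so this could hardly move it. The 10 highest genes held a median of 8.14% and 8.25% of counts in these groups. A few genes thus did not take most of the counts. Fewer Paneth cells as the whole cause is argued against by the spread of 11 listed Paneth cell markers outside the defensins. Of these, 6 lay over 2 standard errors from the fall of the sum, among them Lyz1 further down and Mmp7 with no fall. The 6 also include Pla2g2a, which is annotated as a polymorphic pseudogene. All 11 were lower, so fewer Paneth cells as a part of the cause is not excluded. A strain variant of the alpha-defensin cluster stays open. On other chromosomes, 5 Paneth cell markers were lower with an adjusted p under 0.05, which such a variant would not explain, but their fall does not exclude it for the alpha-defensins. Lymphoid tissue is argued against by a log2 fold change of -1.12 with the B and plasma cell list as a covariate, 0.23 being its standard error, although its adjusted p was 0.162. A change of Paneth cell products with the genotype label is a hypothesis that stays open. The count of Insr over the whole gene cannot decide whether the receptor was lost, since a loss of single exons would hardly move it.

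Of 100 splits of the groups compared, 1 gave as many genes higher with insulin under the legend's thresholds, the real one. For genes lower in ieIRKO-STAM-INS and for genes in both lists it was also 1, the real one each time. With the Control-STAM-nonINS and ieIRKO-STAM-INS libraries split instead, 14 of 100 gave as many genes higher with insulin. Of these 100 splits, 2 gave as many lower in ieIRKO-STAM-INS and 7 as many in both lists, with the real one counted each time. Among 100 splits of all 16 libraries, 2 gave as many genes higher with insulin. For the marker lists, 1 of 100 splits gave as many lists with insulin, 1 in ieIRKO-STAM-INS against Control-STAM-INS and 3 in ieIRKO-STAM-INS against Control-STAM-nonINS. With the GC and length trend removed, 32 of the 34 genes changed in ieIRKO-STAM-INS were called again, and 33 with all libraries thinned to the smallest total, which argues against either as the whole cause.

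Among the genes chosen by rule, the rises with insulin were Gsdmc3 (log2 fold change 3.35), Gsdmc2 (2.73), ccdc198 (1.96), Gm11946 (1.41) and Itln1, and the falls included Nr4a1 (-3.65), Pck1 (-3.23), Acaa1b (-3.20) and Pdk4 (-3.07). With the replicate block, ccdc198, Pck1 and Pdk4 kept their direction and had an adjusted p over 0.05. In ieIRKO-STAM-INS against Control-STAM-INS, Lax1 (0.97, with an adjusted p over 0.05 under the replicate block) and Ciapin1 (0.55) rose beside Gm45774, and Clps (-1.75), Ang4 (-1.65), Gm7861 (-1.56) and AY761184 (-1.52) fell beside Lyz1. Gm7861 and AY761184 lie within the alpha-defensin cluster.

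Of the 30 list tests with fry, 12 had an adjusted p under 0.05. With insulin these were the alpha-defensins of Fig. 7d (higher, median log2 fold change 0.69, adjusted p = 0.0135), PPAR-alpha targets and acinar cells (lower, adjusted p = 0.00181), where Cela1 was the single acinar gene tested. In ieIRKO-STAM-INS against Control-STAM-INS these were the alpha-defensins (median -1.23, adjusted p = 0.000192), Paneth cells (-0.79, adjusted p = 0.00113, 11 of 11 lower), the barrier factors (adjusted p = 0.00750, with Lyz1 the gene that passed) and B and plasma cells. In ieIRKO-STAM-INS against Control-STAM-nonINS these were the alpha-defensins (-0.67, adjusted p = 0.0135), B and plasma cells (1.95, adjusted p = 0.00750), acinar cells (-0.84, adjusted p = 0.00208), Paneth cells (-0.74, adjusted p = 0.0115) and PPAR-alpha targets. Goblet cells, enterocytes, crypt cells and smooth muscle passed in none of the 3 comparisons. Their medians with insulin were 0.13, -0.09, 0.03 and -0.02. In ieIRKO-STAM-INS against Control-STAM-INS they were -0.06, -0.45, 0.02 and 0.02, and against Control-STAM-nonINS 0.02, -0.53, 0.07 and -0.05.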
